# Molecular Basis of Eusocial Complexity: The Case of Worker Reproductivity in Bees

**DOI:** 10.1093/gbe/evae269

**Published:** 2024-12-12

**Authors:** David C Prince, Anders Wirén, Timothy J Huggins, David H Collins, Tamas Dalmay, Andrew F G Bourke

**Keywords:** *Apis*, *Bombus*, gene expression, mRNA-seq, evolution of eusociality, worker reproduction

## Abstract

In eusocial insects, the molecular basis of worker reproductivity, including how it changes with eusocial complexity, remains relatively poorly understood. To address this, we used mRNA-seq to isolate genes differentially expressed between ovary-active and ovary-inactive workers in the intermediately eusocial bumblebee *Bombus terrestris*. By comparisons with data from the advanced eusocial honeybee *Apis mellifera*, which shows reduced worker reproductivity, we characterized gene expression differences associated with change in worker reproductivity as a function of eusocial complexity. By comparisons with genes associated with queen-worker caste development in *B. terrestris* larvae, we tested the behavioral–morphological caste homology hypothesis, which proposes co-option of genes influencing reproductive division of labor in adults in morphological caste evolution. We conducted comparisons having isolated genes expressed in *B. terrestris* worker-laid eggs to remove the potential confound caused by gene expression in eggs. Gene expression differences between the *B. terrestris* worker phenotypes were mainly in fat body and ovary, not brain. Many genes (86%) more highly expressed in ovary of ovary-active workers were also expressed in worker-laid eggs, confirming egg-expressed genes were potentially confounding. Comparisons across *B. terrestris* and *A. mellifera*, and with *B. terrestris* larvae, returned significant percentage overlaps in differentially expressed genes and/or enriched Gene Ontology terms, suggesting conserved gene functions underpin worker reproductivity as it declines with increasing eusocial complexity and providing support for the behavioral–morphological caste homology hypothesis. Therefore, within bees, both a degree of conserved gene use and gene co-option appear to underlie the molecular basis of worker reproductivity and morphological caste evolution.

**Significance**

In social insects, worker females have evolved to be decreasingly reproductive as social complexity has increased, but the molecular basis of this process remains little understood. Using RNA sequencing, we identified genes involved in worker reproduction in bumblebees, which show high levels of worker reproduction and an intermediate degree of social complexity. Comparisons first with honeybees, which show little worker reproduction and an advanced degree of social complexity, and then with bumblebee larvae, suggested that some shared genes continue to underpin worker reproductivity as social complexity falls, while others may become involved in larval development as adult queens or workers. Therefore both conserved gene use and gene co-option appear to contribute to the molecular basis of female reproductivity in bees.

## Introduction

The major transition to eusociality is characterized by a reproductive division of labor between reproductive phenotypes (queens or kings) and sterile or less reproductive phenotypes (workers) (Maynard Smith and Szathmáry 1995; Bourke 2011; Boomsma 2022). In obligate eusociality, adult workers are morphologically distinct from queens and generally unable to mate and thereby to found colonies independently (Boomsma 2022). At the ultimate (evolutionary) level, inclusive fitness theory explains this loss of reproduction in workers as kin-selected altruism of workers toward reproductive relatives (Hamilton 1964; West et al. 2007; Bourke 2011). However, at the proximate level, the genetic mechanisms underpinning the evolution of eusociality and associated traits remain relatively poorly understood. Recent molecular tools, including next-generation transcriptomics, mean that important inroads are being made into this central problem (Kapheim 2016; Toth and Rehan 2017; Favreau et al. 2018; Collins et al. 2021; Wyatt et al. 2023).

In the eusocial Hymenoptera (ants, bees, and wasps), unmated workers in many obligately eusocial species can produce haploid male offspring from unfertilized eggs via haplodiploidy (e.g. Bourke 1988). The degree to which workers vary in reproductive ability across eusocial lineages (the syndrome of traits characterized as “worker reproductivity”) is an important feature of eusociality because it profoundly affects the nature of reproductive conflicts within the colony (e.g. Ratnieks et al. 2006). In addition, eusocial species vary in their level of eusocial complexity, with relatively low queen-worker dimorphism and high worker reproductivity being associated with lower eusocial complexity (“primitive” or “intermediate” eusociality) and high queen-worker dimorphism and low worker reproductivity being associated with higher eusocial complexity (“advanced” eusociality) (Bourke 2011). Several studies have explored gene expression differences between reproductively active workers, reproductively inactive workers, and/or queens within obligately eusocial species (Pereboom et al. 2005; Grozinger et al. 2007; Cardoen et al. 2011; Harrison et al. 2015). However, few have sought to characterize such differences within workers in the context of variation in worker reproductivity occurring as a function of the degree of eusocial complexity.

Advanced eusociality is also associated with caste determination and differentiation (generating the morphological differences between adult queens and workers) occurring pre-imaginally, i.e. in larvae, and this is held to represent the derived state relative to reproductive division of labor being determined solely or mainly by behavioral differences among adults (Wheeler 1986). It has therefore been hypothesized that, during the evolution of eusociality, processes regulating reproductive division of labor in adults were co-opted to regulate caste determination and/or differentiation in larvae, establishing homology between these two sets of processes (Evans and Wheeler 1999). This hypothesis resembles the genetic toolkit hypothesis, which proposes that the evolution of complex social traits in divergent lineages has repeatedly co-opted a conserved set of genes and gene pathways in solitary ancestors (Amdam et al. 2004; Toth and Robinson 2007; Toth et al. 2010; Berens et al. 2014). However, to recognize its distinctness, we term the hypothesis that co-option of conserved genes has occurred in the change from behaviorally to morphologically defined castes the “behavioral–morphological caste homology (BMCH) hypothesis.” As such, this concept has been little tested (Evans and Wheeler 1999; Pereboom et al. 2005), especially using next-generation sequencing methods.

Comparisons between Bombini (bumblebees, *Bombus*) and Apini (honeybees, *Apis*) within the corbiculate bees provide a strong basis for investigating the molecular underpinnings of eusocial traits and their evolution. Bombini exhibits an “intermediate” level of eusociality (Amsalem et al. 2015a; Harrison et al. 2015; Zhuang et al. 2023), whereas Apini exhibits an “advanced” level. For example, although within both *Bombus* and *Apis* there are queen-worker differences in size, physiology, and behavior (Holland and Bloch 2020), *Bombus* queens and workers each have four ovarioles per ovary (Alford 1975; Duchateau and Velthuis 1989) whereas *Apis* queens and workers have, respectively, 150 to 180 ovarioles and 2 to 12 ovarioles per ovary (Winston 1987). In addition, the frequency of workers with fully activated ovaries and/or that lay eggs is much higher in mature colonies in *Bombus* than in *Apis* (*Bombus*: ∼40%; Amsalem et al. 2015a; *Apis*: 0.01%; Ratnieks 1993). (In queenless *Apis* colonies, this frequency is higher, up to 24% [Miller and Ratnieks 2001], but irreversible queenlessness is a short-lived and infrequent condition in *Apis*, since colonies can requeen themselves [only 1 of 25 colonies became irreversibly queenless in a study by Page and Metcalf (1984)], so worker reproductivity remains far lower than in *Bombus* when measured across the entire colony cycle.) Specifically, in the well-studied *B. terrestris*, a substantial fraction of workers lay eggs following the so-called “competition point” (date of first worker egg laying) (Duchateau and Velthuis 1989; Bloch and Hefetz 1999; Alaux et al. 2004; Zanette et al. 2012), and relatively high levels of worker reproductivity are widespread throughout the genus (Brown et al. 2003; Takahashi et al. 2010; Huth-Schwarz et al. 2011).

From phylogenetic evidence (Almeida et al. 2023), the common ancestor of *Bombus* and *Apis* is likely to have resembled an intermediately eusocial species. Therefore, although *Bombus* must have experienced independent social evolution since the split with the *Apis* lineage, *Apis* evolved far greater levels of queen-worker dimorphism and far lower levels of worker reproductivity following this split. Hence comparing the transcriptomes of reproductively active and inactive workers in each genus permits one to elucidate the molecular basis of worker reproductivity as the level of worker reproductivity decreases with increasing eusocial complexity. Similarly, comparisons within *Bombus* allow the BMCH hypothesis to be tested, because the genus exhibits behavioral reproductive division of labor within the worker caste and across queen and worker castes, as well as larval queen-worker caste determination (Amsalem et al. 2015a).

In the current study, we therefore conducted mRNA-seq on selected tissues to isolate genes differentially expressed between ovary-active and ovary-inactive *B. terrestris* workers and, via comparisons between *B. terrestris* and *A. mellifera* and within *B. terrestris*, to characterize gene expression differences associated with worker reproductivity as a function of the degree of eusocial complexity and to test the BMCH hypothesis. The selected tissues were brain, fat body, and ovary and were chosen because previous studies suggest that relevant pathways are localized in them (Grozinger et al. 2007; Page et al. 2012; Duncan et al. 2016; Lockett et al. 2016; Duncan et al. 2020). Overall, we sought to elucidate the molecular basis of worker reproductivity in an intermediately eusocial species and in the evolution of advanced from intermediate eusociality.

Several previous studies have investigated the genes differentially expressed between reproductive and non-reproductive workers in *Bombus* and *Apis* at the level of the transcriptome (e.g. *Bombus*: Pereboom et al. 2005 and Harrison et al. 2015; *Apis*: Grozinger et al. 2007, Cardoen et al. 2011, Galbraith et al. 2016, and Duncan et al. 2020) and of individual genes (e.g. *Bombus*: Amsalem et al. 2014, Lockett et al. 2016, and Amsalem et al. 2017; *Apis*: Duncan et al. 2016 and Ronai et al. 2016). Building on previous studies, we had three specific research goals. The first was to generate mRNA-seq-based gene expression profiles of ovary-active and ovary-inactive workers from the selected key tissues (brain, fat body, and ovary). For this, we also generated expression profiles for worker-laid eggs to remove, for the first time, the confound otherwise present in comparisons of gene expression profiles from ovary (or whole bodies in whole-body studies) in ovary-active versus ovary-inactive females. We therefore conducted comparisons involving ovary in ovary-active workers with egg-expressed genes (EEGs) excluded and included. Excluding EEGs conservatively assumes that these genes are not expressed in ovary tissue other than egg tissue, but avoids the potential mistake of inferring differential gene expression between ovary-active and ovary-inactive workers based solely on the presence of mature, unlaid eggs in ovary of ovary-active workers alone. Methodologically, we also sampled workers from a known colony context, age-matched workers across the phenotypes being compared (ovary-active vs. ovary-inactive workers) and phenotyped them (by ovarian dissection) using a standard scale.

The second research goal was to compare gene expression differences associated with worker reproductivity in *Bombus* and *Apis* to characterize such differences as a function of the degree of eusocial complexity by combining *B. terrestris* data from the current study with comparable published data from *A. mellifera*. For this, we determined the degree of overlap in genes differentially expressed, or in enriched gene pathways (Gene Ontology [GO] terms), between ovary-active and ovary-inactive workers across these two taxa.

The third research goal was to test the prediction of the BMCH hypothesis that genes and gene networks associated with adult female reproductivity overlap with those associated with caste determination and/or differentiation in larvae. In *B. terrestris*, the BMCH hypothesis predicts significant overlap of (i) genes (or GO terms) more highly differentially expressed (or enriched) in ovary-active workers (vs. ovary-inactive workers) and in mid to late instar queen-destined larvae (vs. worker-destined larvae) (BMCH hypothesis prediction 1) and (ii) genes (or GO terms) more highly differentially expressed (or enriched) in ovary-inactive workers (vs. ovary-active workers) and in mid to late instar worker-destined larvae (vs. queen-destined larvae) (BMCH hypothesis prediction 2). (We excluded early-instar larvae from these comparisons, as in *B. terrestris* early-instar larvae are totipotent, i.e. capable of following either caste pathway [Cnaani et al. 2000; Amsalem et al. 2015a].) Data on caste-associated genes in *B. terrestris* were taken from the mRNA-seq study of genes differentially expressed between phenotypically characterized and verified queen- and worker-destined *B. terrestris* larvae by Collins et al. (2021).

## Results

### mRNA-Seq: Overall Results

#### Brain, Fat Body, and Ovary Sequencing Experiment

Across the 54 libraries created for the 18 samples, mRNA-seq returned a mean of 33,805,603 reads per sample for brain, 34,186,153 reads per sample for fat body, and 33,919,435 reads per sample for ovary (supplementary table S1, Supplementary Material online). 

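Brain, fat body, and ovary of B. terrestris workers were sequenced by mRNA-seq in 18 libraries, 6 per tissue. For each tissue, 3 libraries came from ovary-active workers, whose ovaries scored 4 to 6, and 3 from ovary-inactive workers, whose ovaries scored 0 to 1. Each library was made from the pooled tissues of 7 workers, apart from 1 pool of brains of ovary-inactive workers that held more, and which replicate came from that pool is not given in the sources used here. Another pool of ovary-inactive brains came from colonies obtained later than the rest, and its replicate is not given either. Ovary-active workers had a mean age of 28.3 days (range 22 to 34) and ovary-inactive workers a mean age of 27.9 days (range 24 to 32). The paper states that workers matched by age came mostly from different colonies. Differences between colonies were thus not separated from those between the phenotypes. The deposited values are made from the pseudoaligned reads, not from all reads. In brain, 23523843 to 27393106 reads per library pseudoaligned for ovary-active workers (median 24729890) and 24996797 to 28438538 for ovary-inactive workers (median 25224199). In fat body, the range was 24401387 to 29559879 for ovary-active workers (median 29302083) and 26398905 to 34429881 for ovary-inactive workers (median 32855044). In ovary, the range was 23171602 to 28620498 for ovary-active workers (median 27007144) and 23208674 to 31260664 for ovary-inactive workers (median 27162680). The authors estimated counts per gene from Kallisto's output with tximport and deposited, for each tissue, counts divided by DESeq2's normalization factors, for 10043 genes in brain, 9659 in fat body, and 10087 in ovary. In every library but 1, between 59.8% and 60.7% of these normalized counts were whole multiples, within 0.02 reads, of a single constant of the library, as whole reads divided by a size factor would be. The rest carried a factor of their own gene. In replicate 3 of ovary-inactive brain, 100% were whole multiples, so this library was scaled in another way than the rest of its table. Since whole reads could not be recovered for nearly all genes, a count model was not the main test. Phenotypes were compared within each tissue on log2(normalized count + 1) with limma, fitted with a trend of the variance on abundance, over genes with a mean of at least 10 in the 6 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. All log2 fold changes below are on this scale, which understates the change of genes with low counts. DESeq2 and edgeR were run as alternatives on the genes whose values were whole reads in all 6 libraries of a tissue, which numbered 5851 in brain, 5655 in fat body, and 5885 in ovary.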

The libraries pseudoaligned to the *B. terrestris* transcriptome with a mean percentage pseudoalignment per sample of 76.1% (range 74.4% to 79.4%) for brain, 86.3% (86.1% to 86.6%) for fat body, and 78.7% (77.2% to 80.0%) for ovary (supplementary table S2, Supplementary Material online).

#### Egg Sequencing Experiment

Sequencing (by mRNA-seq) of the two libraries constructed from newly laid (≤1 h old) *B. terrestris* workers' eggs returned a mean of 66,890,753 reads per library (supplementary table S1, Supplementary Material online). The libraries pseudoaligned to the *B. terrestris* transcriptome with a mean percentage pseudoalignment of 76.6% (range 76.1% to 77.1%) (supplementary table S3, Supplementary Material online). 

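The eggs were sequenced in 2 libraries, each made from a pool of 24 worker-laid eggs that were at most 1 h old. The libraries held 65930179 and 67851327 reads, of which 50166010 and 52324103 pseudoaligned. The authors deposited estimated counts for 10661 genes, made with the scaledTPM option of tximport, which scales the length-corrected abundances (TPM) of a library up to its number of pseudoaligned reads. The deposited values of each library accordingly summed to its pseudoaligned reads, and they were not normalized between the libraries. The zFPKM transformation was recomputed here from its published definition. It takes the peak of the density of a library's log2 values as the center, estimates the spread from the values above that peak, and gives each gene its distance from the center in units of that spread. As in the paper's methods, a gene was taken as expressed in eggs (an EEG) when its zFPKM was over -3 in both libraries. No groups were compared, so no test was run on the egg values.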

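In worker-laid eggs, a zFPKM of -3 corresponded to an estimated count of 59.2 in replicate 1 and of 52.2 in replicate 2. There were 8601 genes above it in replicate 1, 7895 in replicate 2, and 7828 in both. Of the genes above it in a single library, 773 were in replicate 1 and 67 in replicate 2. Replicate 2 also had more genes listed at 0, with 1051 against 436 in replicate 1, and 151 genes were listed at 0 in one library and at 100 or more in the other. Pearson's r of log2(estimated count + 1) between the libraries was 0.92 across genes, which are not independent replicates. For the first 1999 of the 7828 rows of Table S4, the part held here, the recomputed zFPKM differed from the paper's by at most 5.0e-06. The alternative that moved the number of EEGs most was a zFPKM threshold of 0, which left 3137.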

Based on zFPKM analysis, a total of 7,828 genes were expressed in worker-laid eggs (Hart et al. 2013; Ammar and Thompson 2021) (supplementary table S4, Supplementary Material online).

#### Genes Differentially Expressed between Ovary-Active and Ovary-Inactive Workers of *B. terrestris*

In total, in both worker phenotypes (ovary-active and ovary-inactive workers) combined, there were 5 differentially expressed genes (DEGs) in brain, 1,006 DEGs in fat body, and 3,134 DEGs in ovary with EEGs excluded (5,553 DEGs in ovary with EEGs included) (Fig. 1). 

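With limma and Benjamini-Hochberg adjustment, 2 of 9490 genes tested in brain, 259 of 8850 in fat body, and 5123 of 9496 in ovary were DEGs. Leaving EEGs out of the ovary-active worker DEGs brought the ovary total to 2878. At an unadjusted p under 0.05 there were 105 genes in brain, 2248 in fat body, and 5752 in ovary. The totals in fat body lay between 36 at an adjusted p under 0.01 and 1002 with DESeq2 on every gene, each value being divided by its library's constant and rounded (DESeq2 on length-adjusted reads, a setting chosen after the values were seen). In ovary they lay between 2749, with an absolute log2 fold change of at least 1 required, and 5890, with all 18 libraries in one fit. In brain they lay between 0, with any 1 of the 6 libraries left out, and 6, with DESeq2 on whole-read genes.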

We defined DEGs more highly expressed in ovary-active than in ovary-inactive workers as “ovary-active worker DEGs” and DEGs more highly expressed in ovary-inactive than in ovary-active workers as “ovary-inactive worker DEGs.” In brain, there were three ovary-active worker DEGs and two ovary-inactive worker DEGs (Fig. 1a and b and 2; supplementary table S5, Supplementary Material online). 

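Both genes that limma called in brain were ovary-active worker DEGs. LOC105665834 had a normalized count of 50.8 ± 5.34 (SD, n = 3 pools) in ovary-active workers and 1.26 ± 0.588 (SD, n = 3) in ovary-inactive workers, a log2 fold change of 4.54 (standard error 0.33, adjusted p = 0.0274 from limma with Benjamini-Hochberg adjustment). LOC100648536 had 98.4 ± 17.2 and 4.67 ± 0.653, a log2 fold change of 4.12 (standard error 0.25, adjusted p = 0.0158 from limma with Benjamini-Hochberg adjustment). Every ovary-active library lay above every ovary-inactive library for both genes. These were the genes ranked 2 and 1 by mean normalized count in ovary-active ovary, and their ovary-active brain means were 82.4 and 85.7 ppm of their ovary means. With any 1 of the 6 brain libraries left out, neither gene was called by limma. The log2 fold change then stayed between 4.42 and 4.74 for LOC105665834 and between 3.99 and 4.21 for LOC100648536, while the adjusted p rose to between 0.0722 and 0.445 and between 0.0511 and 0.261. No gene was an ovary-inactive worker DEG by limma or by edgeR on whole-read genes, with 105 and 73 genes of either direction at an unadjusted p under 0.05. DESeq2 on whole-read genes called 3 ovary-active and 3 ovary-inactive worker DEGs. With each library scaled to its total count, limma called 3 ovary-active worker DEGs and 1 ovary-inactive worker DEG. With a replicate block, limma called 0 of either.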

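In fat body, limma called 85 ovary-active and 174 ovary-inactive worker DEGs. Scaling each library to its total count gave 92 and 349, and a replicate block gave 32 and 31. The counts depended on single libraries. They were 24 and 23 without ovary-active replicate 1, 22 and 19 without ovary-active replicate 2, 97 and 300 without ovary-active replicate 3, 41 and 34 without ovary-inactive replicate 2, and 148 and 379 without ovary-inactive replicate 3. Without ovary-inactive replicate 1 they were 58 and 125. DESeq2 on whole-read genes called 205 and 242. The largest ovary-active change among DEGs whose phenotypes did not overlap was that of LOC100650436, with a normalized count of 942555 ± 186338 (SD, n = 3 pools) in ovary-active and 50265 ± 23122 (SD, n = 3) in ovary-inactive workers, a log2 fold change of 4.31 (standard error 0.32, adjusted p = 0.00363 from limma with Benjamini-Hochberg adjustment). LOC100648607, LOC100645190, LOC100646544, and LOC100648536 followed with log2 fold changes of 4.28, 4.24, 4.03, and 3.48. LOC100650436 and LOC100646544 were called with each library left out in turn. LOC100648607 was called in 5 of these 6 fits, all but that without ovary-active replicate 2, and LOC100648536 in 2, those without replicate 3 of either phenotype. LOC100645190 was called in 0. The largest ovary-inactive change was that of LOC100650745, with 67.1 ± 21.8 in ovary-active and 843 ± 300 in ovary-inactive workers, a log2 fold change of -3.62 (standard error 0.29, adjusted p = 0.00398 from limma with Benjamini-Hochberg adjustment), called in all 6 of these fits. LOC100645988, LOC100643580, LOC100646374, and LOC100647588 followed with log2 fold changes of -2.49, -2.08, -2.06, and -1.84, and were called in 1, 5, 3, and 6 of the 6 fits. LOC100645988 was called without ovary-active replicate 3, LOC100643580 was not called without ovary-active replicate 2, and LOC100646374 was not called without ovary-active replicate 1 or 2 or ovary-inactive replicate 2.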

In fat body, there were 363 ovary-active worker DEGs and 643 ovary-inactive worker DEGs (Fig. 1a and b and 3; supplementary table S6, Supplementary Material online). In ovary, there were 408 ovary-active worker DEGs with EEGs excluded (2,827 with EEGs included) and 2,726 ovary-inactive worker DEGs (Fig. 1a and b and 4; supplementary table S7, Supplementary Material online). 

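In ovary, limma called 2592 ovary-active worker DEGs, of which 347 were not EEGs, and 2531 ovary-inactive worker DEGs. The 347 became 169 without egg replicate 2, 339 without egg replicate 1, and 161 when expression in either egg library sufficed. Scaling each library to its total count shifted the median log2 fold change of all genes tested from 0.02 to -0.32 and gave 1572 and 3794 DEGs, so that the ovary-active share of the calls fell from 50.6% to 29.3%. All 2531 ovary-inactive worker DEGs remained among the 3794. TMM scaling gave a median of 0.00 and 2519 and 2614 DEGs, an ovary-active share of 49.1%. With each library left out in turn, limma called 1952 to 2590 ovary-active and 1876 to 2601 ovary-inactive worker DEGs. On whole-read genes, DESeq2 called 1732 and 1352 and edgeR called 1375 and 1430. Among the DEGs whose phenotypes did not overlap, the largest ovary-inactive changes were those of LOC110119561, LOC105666807, LOC105666062, LOC100643781, and LOC110120177. LOC110119561 had a normalized count of 0.927 ± 0.849 (SD, n = 3 pools) in ovary-active and 224 ± 137 (SD, n = 3) in ovary-inactive workers, a log2 fold change of -6.74 (standard error 0.65, adjusted p = 2.7e-04 from limma with Benjamini-Hochberg adjustment). LOC105666062 and LOC100643781 had log2 fold changes of -6.13 and -5.61 (standard errors 0.68 and 0.87). LOC105666807 and LOC110120177 were listed at 0 in every ovary-active library and had 92.0 ± 11.9 and 45.2 ± 23.4 in ovary-inactive workers. These 5 genes were called with each library left out in turn.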

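Of the 85 ovary-active worker DEGs that limma called in fat body, 41 were also ovary-active worker DEGs in ovary (48.2%, exact 95% binomial interval 37.3% to 59.3%), where 21.9 would be expected by chance among the 8705 genes tested in both tissues (2-sided Fisher's exact test, odds ratio 2.77, p = 7.1e-06). With EEGs excluded from the ovary list, 11 were shared (12.9%, exact interval 6.6% to 22%), where 2.5 would be expected (odds ratio 5.14, p = 3.2e-05 from Fisher's exact test). The 41 shared genes became 8 without ovary-active replicate 1, 8 without ovary-active replicate 2, 21 without ovary-inactive replicate 1, and 14 without ovary-inactive replicate 2. The excess over chance was not past 0.05 in 3 of these fits (p = 0.339 without ovary-active replicate 1, p = 0.102 without ovary-active replicate 2, and p = 0.133 without ovary-inactive replicate 2, from Fisher's exact test), nor among the 6 genes shared at an adjusted p under 0.01 (p = 0.11 from Fisher's exact test). With a replicate block, 15 of 32 genes were shared (odds ratio 3.51, p = 6.8e-04 from Fisher's exact test). The 11 became 3 without ovary-active replicate 1, 6 without ovary-active replicate 2, 22 without ovary-active replicate 3, and 6 without ovary-inactive replicate 2. DESeq2 on whole-read genes shared 122 of its 205 fat body genes. One gene, LOC100648536, was called by limma in all 3 tissues, and it was an EEG, with estimated counts of 567 and 643 in the egg libraries. LOC105665834, which was not an EEG, was called in brain and ovary and not in fat body (adjusted p = 0.113 from limma with Benjamini-Hochberg adjustment), while DESeq2 on whole-read genes called both genes in all 3 tissues.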

Descriptively, the data showed that, among the ovary-active worker DEGs, one gene was differentially expressed in all three tissues (*uncharacterized protein LOC105665834*) with EEGs excluded (two genes with EEGs included, the additional gene being *transcription factor SPT20 homolog*), while 9% (31/363) of ovary-active worker DEGs in fat body were also differentially expressed in ovary of ovary-active workers with EEGs excluded (61% [221/363] with EEGs included) (Fig. 1a; supplementary table S8, Supplementary Material online). Among the ovary-inactive worker DEGs, no genes were differentially expressed in all three tissues, while two genes were differentially expressed in both brain and ovary (*uncharacterized protein LOC100645366* and *muscle-specific protein 20* [*Mp20*]) and 51% (330/643) of ovary-inactive worker DEGs in fat body were also differentially expressed in ovary of ovary-inactive workers (Fig. 1b; supplementary table S9, Supplementary Material online).

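Of the 174 ovary-inactive worker DEGs that limma called in fat body, 91 were also ovary-inactive worker DEGs in ovary (52.3%, exact 95% binomial interval 44.6% to 59.9%), where 45.8 would be expected by chance (2-sided Fisher's exact test, odds ratio 3.15, p = 2.0e-13). The 91 became 10 without ovary-active replicate 1, 9 without ovary-active replicate 2, 154 without ovary-active replicate 3, 14 without ovary-inactive replicate 2, and 166 without ovary-inactive replicate 3. With each library left out in turn, the shared part of the fat body list lay between 41.2% and 55.2%. With a replicate block, 9 of 31 genes were shared, which was not past chance (odds ratio 1.48, p = 0.38 from Fisher's exact test). With no ovary-inactive worker DEG in brain by limma, no gene was shared by brain and ovary. DESeq2 on whole-read genes called 2 genes in both, LOC100645366 and LOC100646044. The latter was chosen after its values were seen, and its brain count was 20.9 ± 3.87 (SD, n = 3 pools) in ovary-active and 478 ± 547 (SD, n = 3) in ovary-inactive workers, of which replicate 2 held 1109.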

**Fig. 1.**
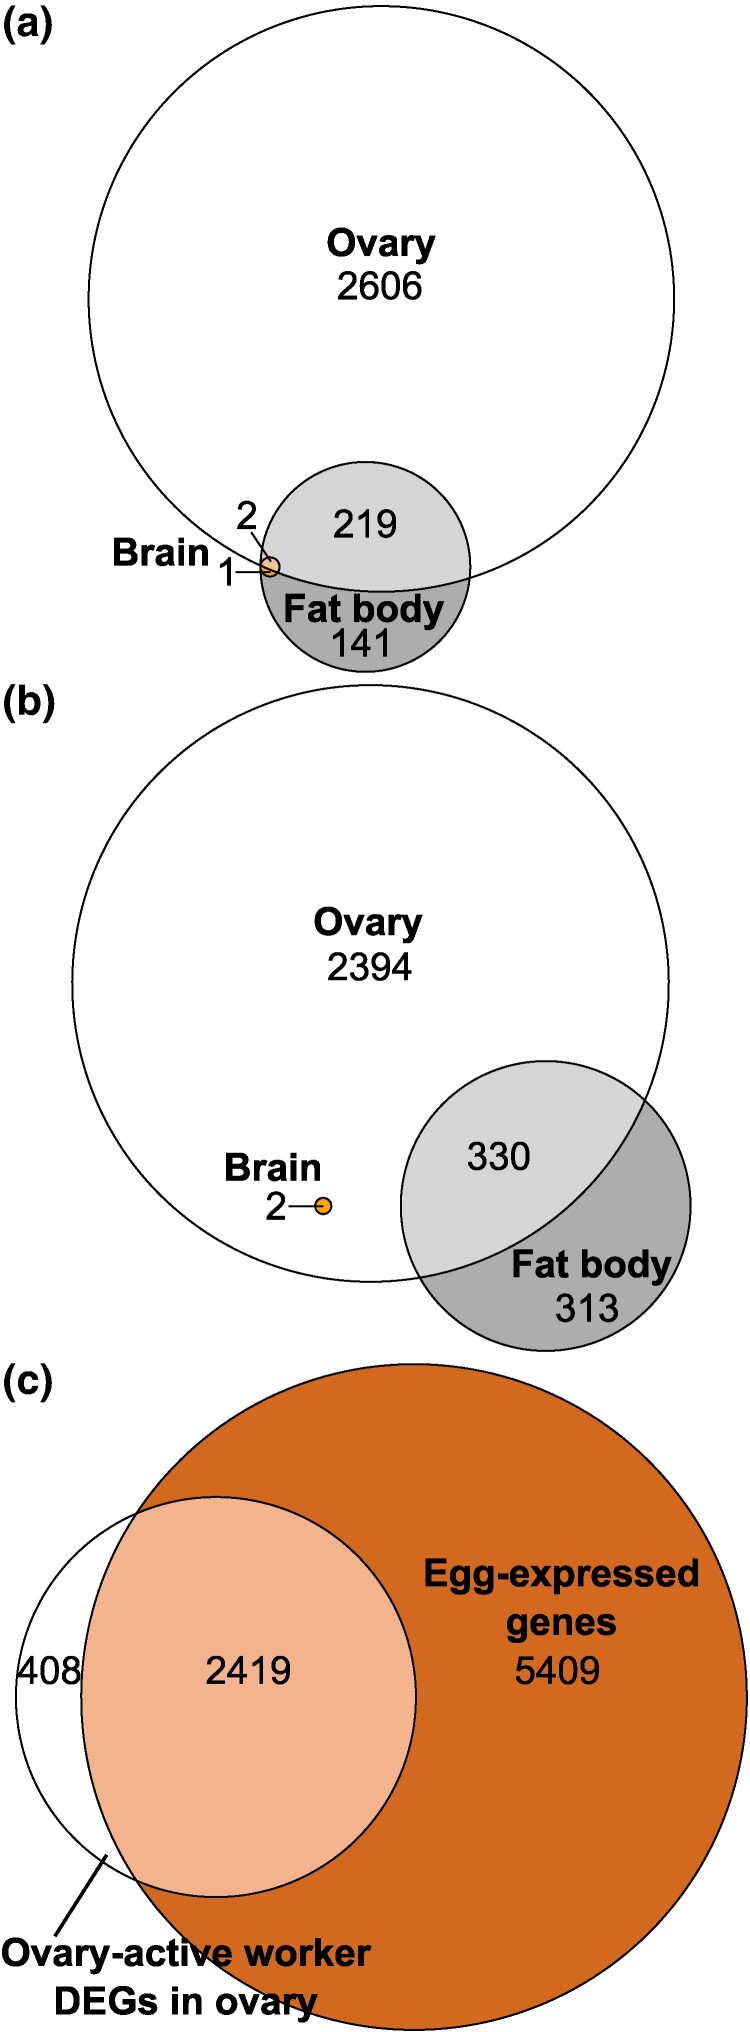
Comparison of gene expression profiles in *B. terrestris* worker tissues and eggs (current study). Euler diagrams of overlaps in DEGs from the mRNA-seq data, i.e. genes differentially expressed between ovary-active and ovary-inactive workers, between tissues, or in DEGs in ovary and EEGs. a) Ovary-active worker DEGs (genes more highly expressed in ovary-active workers) in brain, fat body, and ovary; b) ovary-inactive worker DEGs (genes more highly expressed in ovary-inactive workers) in brain, fat body, and ovary; c) ovary-active worker DEGs in ovary and genes expressed in worker-laid eggs. Numbers are number of genes in each category.

**Fig. 2.**
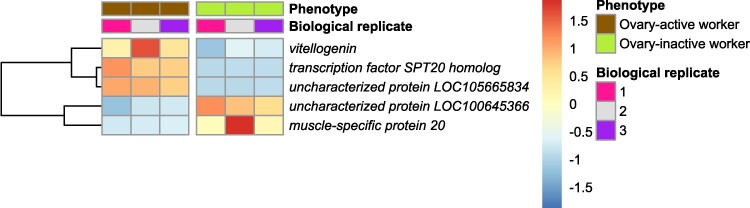
Gene expression in brain in ovary-active versus inactive *B. terrestris* workers (current study). Heatmap showing relative changes in gene expression (regularized log_2_-transformed counts) within each gene for all DEGs in brain (five in total), with each row representing an individual gene and each column representing a biological replicate from the mRNA-seq data. The vertical break separates samples from the two phenotypes (ovary-active and ovary-inactive workers). The dendrogram shows genes that cluster together according to their gene expression patterns.

**Fig. 3.**
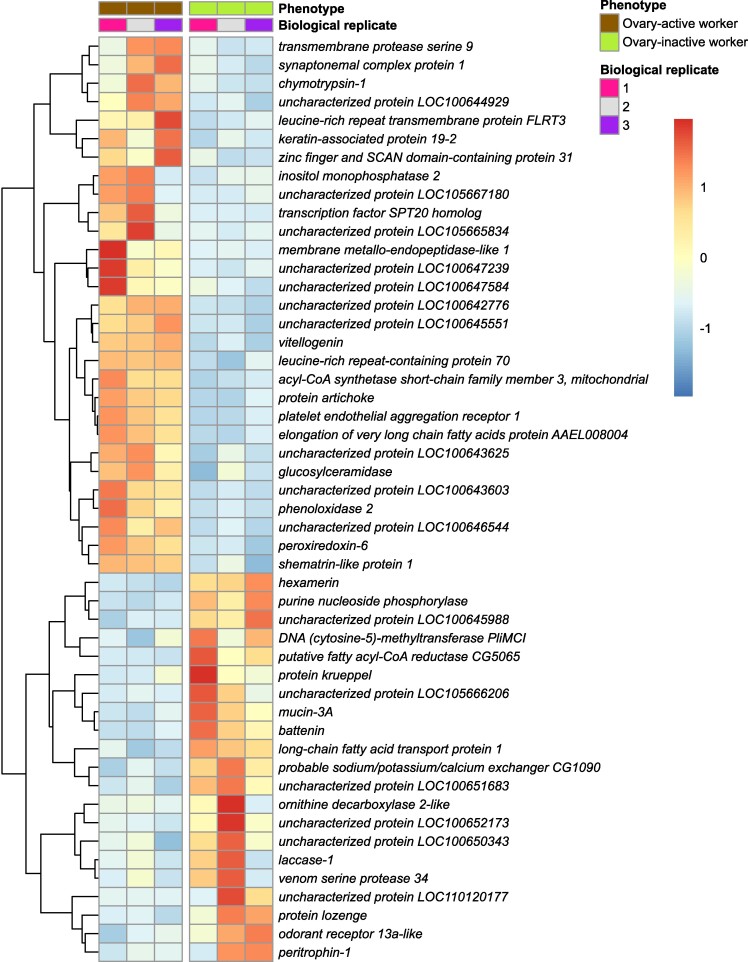
Gene expression in fat body in ovary-active versus inactive *B. terrestris* workers (current study). Heatmap showing relative changes in gene expression (regularized log_2_-transformed counts) within each gene for the 50 most DEGs in fat body (out of 1,006 DEGs in total), with each row representing an individual gene and each column representing a biological replicate from the mRNA-seq data. The vertical break separates samples from the two phenotypes (ovary-active and ovary-inactive workers). The dendrogram shows genes that cluster together according to their gene expression patterns.

**Fig. 4.**
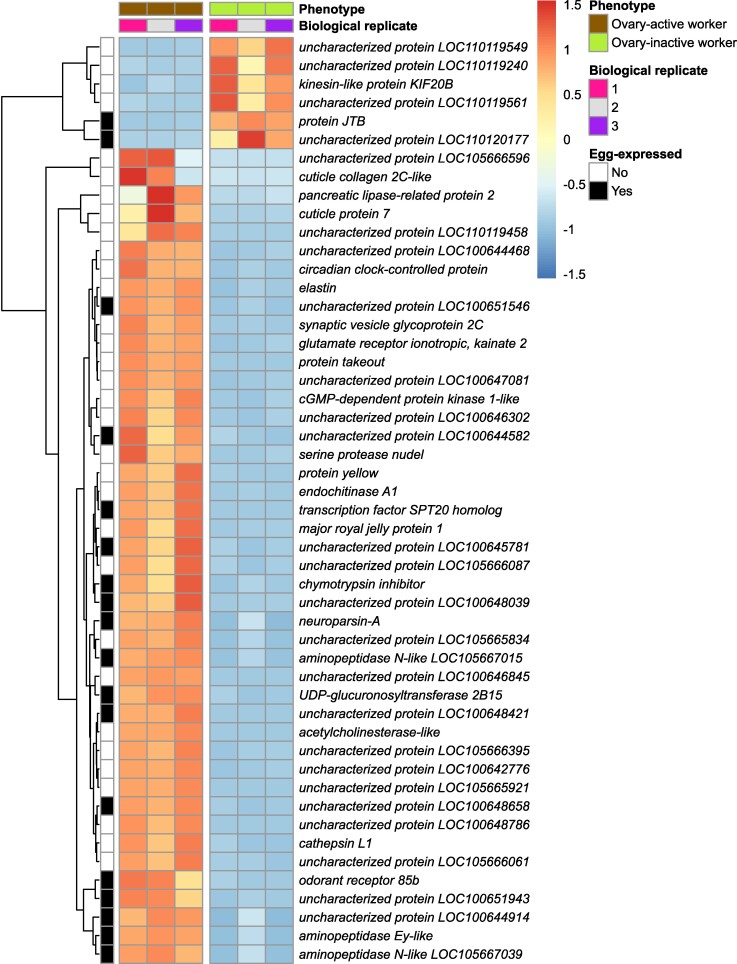
Gene expression in ovary in ovary-active versus inactive *B. terrestris* workers (current study). Heatmap showing relative changes in gene expression (regularized log_2_-transformed counts) within each gene for the 50 most DEGs in ovary (out of 5,553 DEGs in total), with each row representing an individual gene and each column representing a biological replicate from the mRNA-seq data. The vertical break separates samples from the two phenotypes (ovary-active and ovary-inactive workers). The dendrogram shows genes that cluster together according to their gene expression patterns (in ovary). The annotations at left represent whether the genes are expressed (yes—black) or not expressed (no—white) in worker-laid eggs.

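In worker-laid eggs, 2245 of the 2592 ovary-active worker DEGs that limma called in ovary were expressed (86.6%, exact 95% binomial interval 85.2% to 87.9%). Of the 2531 ovary-inactive worker DEGs, 77% were expressed in eggs (exact interval 75.3% to 78.6%), and of the 4373 genes tested and not called, 82.2% were (exact interval 81% to 83.3%). The share was higher among ovary-active worker DEGs than among the other genes tested (2-sided Fisher's exact test, odds ratio 1.59, p = 2.8e-13) and than among ovary-inactive worker DEGs (odds ratio 1.93, p = 4.4e-19 from the same exact test). Without ovary-inactive replicate 3, the share was 82.3% and no longer differed from that of the other genes (p = 0.895 from Fisher's exact test). The counts lead the paper to treat EEGs as a separate part of the ovary-active list and to exclude them.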

Of the 2,827 ovary-active worker DEGs in ovary, 86% were expressed in eggs (2,419 genes), leaving the 408 ovary-active worker DEGs in ovary with EEGs excluded (Table 1; Fig. 1c). However, of the ten most highly differentially expressed ovary-active worker DEGs in ovary, eight were not expressed in eggs and so remained among the ten most highly differentially expressed ovary-active worker DEGs in ovary when EEGs were excluded (supplementary table S7, Supplementary Material online).

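The 10 ovary-active worker DEGs with the largest log2 fold change in ovary by limma were LOC100648786, LOC100648536, LOC100649020, LOC105665834, LOC100648898, LOC100646065, LOC105665921, LOC100646104, LOC100652273, and LOC100646845, from the largest to the smallest. Their log2 fold changes lay between 10.62 and 13.69, and all 10 were called with each library left out in turn. Of these, 9 were not EEGs, their estimated counts lying between 0 and 37.1 in the egg libraries, and LOC100648536 was. Ranking depended on low counts in ovary-inactive workers. LOC100646065 was listed at 0 in each of their 3 ovary libraries, and LOC100648786 at 0, 0, and 2.02. LOC105665834 had 23.6, 4479, and 13.1 there. With DESeq2 or edgeR on whole-read genes, or with limma without ovary-active replicate 2, 2 of the 10 largest were EEGs. Without ovary-inactive replicate 2 there were 3, and ranking by adjusted p in place of the fold change gave 4. At a zFPKM threshold of -1, no gene of the 10 was expressed in eggs.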

**Table 1:** Gene expression in ovary-active workers and in haploid eggs in *Bombus* and *Apis*

Data source	Species	Tissue(s)	Total number of ovary-active worker DEGs	Number of ovary-active worker DEGs expressed in eggs	Number of ovary-active worker DEGs not expressed in eggs	Proportion (% of total DEGs) of ovary-active worker DEGs expressed in eggs
Current study	*B. terrestris*	Ovary	2,827	2,419	408	86%
Current study	*B. terrestris*	Combined fat body and ovary	2,674	2,321	353	87%
Harrison et al. (2015)	*B. terrestris*	Whole body	1,208	1,164	44	96%
Galbraith et al. (2016)	*A. mellifera*	Combined fat body and ovary	1,627	1,566	61	96%
Duncan et al. (2020)	*A. mellifera*	Ovary	2,785	2,725	60	98%

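For combined fat body and ovary, the paper combined the read files of the current study, which were not used here. In their place, the normalized counts of both tissues were divided by the constant of their library, summed for each phenotype and replicate number, and scaled by median-of-ratios size factors. By limma on log2(sum + 1), 2420 of 9445 genes were ovary-active worker DEGs and 2451 were ovary-inactive worker DEGs. With each sum scaled to its total count, 1423 and 3326 were called, and with TMM scaling 2410 and 2455. Of the 2420, 2141 were EEGs (88.5%, exact 95% binomial interval 87.1% to 89.7%) and 279 were not. With each replicate left out in turn, the share lay between 86.9% and 89.6%. The alternative that moved it most was to require an absolute log2 fold change of at least 1, which left 671 genes and a share of 70.3%, below that of the other genes tested (2-sided Fisher's exact test, odds ratio 0.52, p = 2.3e-12).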

Numbers of DEGs in ovary-active workers of *B. terrestris* and *A. mellifera*, in newly laid eggs of workers (*B. terrestris*) (current study) or virgin queens (*A. mellifera*) (Pires et al. 2016) and in EEGs as a proportion of DEGs. Ovary-active worker DEGs, genes more highly expressed in ovary-active workers than in ovary-inactive workers.

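The order of the tissues by their number of DEGs was the same under each setting tried. The fewest DEGs called in ovary were 2749, the most in fat body were 1002, the fewest in fat body were 36, and the most in brain were 6. In a single limma fit of the 12 fat body and ovary libraries, the effect of ovary activation differed between these tissues for 3372 of 8705 genes at an adjusted p under 0.05 (interaction term, Benjamini-Hochberg adjustment). It was higher in ovary for 1746 of them and lower for 1626, and with each library scaled to its total count it was higher for 981 and lower for 2684. Pairing fat body and ovary libraries of the same phenotype and replicate number gave 2716 genes, the effect being higher in ovary for 1433 and lower for 1283. The difference of either tissue from brain was not tested. From the numbers of DEGs, the paper ranks ovary before fat body and fat body before brain.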

Overall, of the three tissues investigated, ovary showed most differential gene expression, including when EEGs were excluded from ovary-active worker DEGs, followed by fat body, followed by brain (Fig. 1). The identities of the most highly DEGs in each tissue are detailed in Figs. 2 to 4 and supplementary tables S5 to S7, Supplementary Material online. The majority of differential gene expression (86% of DEGs) in ovary of ovary-active compared to ovary-inactive workers was attributable to gene expression in eggs within the ovaries of ovary-active workers. However, some differential gene expression remained between ovary tissue alone of the two worker phenotypes, including eight of the ten most highly differentially expressed DEGs (supplementary table S7, Supplementary Material online). These findings confirmed that genes expressed in eggs potentially confound comparisons of gene expression in ovary-active versus ovary-inactive females. Therefore, in ovary, subsequent analyses and comparisons focused on the data from ovary-active workers with EEGs excluded (results in the following sections). 

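Genes that were abundant in ovary were mostly expressed in eggs, whatever their difference between the phenotypes. With the genes tested ordered by mean normalized count in ovary and parted into 10 groups of equal size, 24.2% were EEGs in the lowest group, followed by 50.4%, 76.1%, and 89.5%, and between 94.9% and 97.6% in each of the other 6 groups. In 10000 random lists of genes tested, matched to the ovary-active worker DEGs on the mean of all 6 ovary libraries in 20 bins, the share of EEGs was 86.9% (95% of lists between 85.9% and 87.7%). Matched instead on the mean of the ovary-inactive libraries, it was 81.4% (80.4% to 82.3%). From the share of EEGs among ovary-active worker DEGs, the paper concludes that the majority of differential expression in ovary was attributable to expression in eggs within the ovaries of ovary-active workers.

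**Figure D1:**
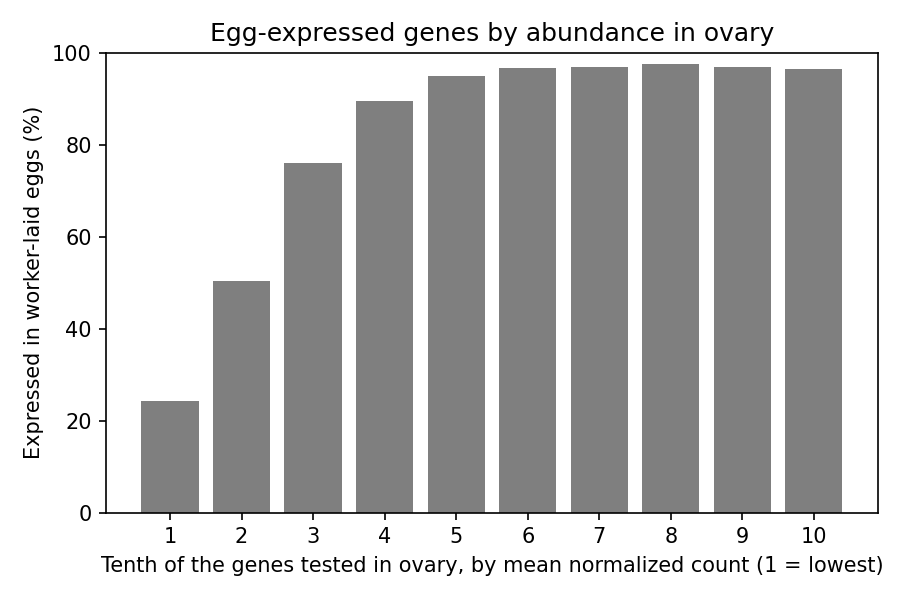
Percentage of the genes tested in ovary that were expressed in worker-laid eggs (vertical axis, in %), in 10 groups of the genes by their mean normalized count over the 6 ovary libraries (horizontal axis, 1 being the lowest). Each bar stands for 949 or 950 genes, and the share rises from 24.2% in the lowest group to 96.6% in the highest.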

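Among the ovary-active worker DEGs in ovary with an absolute log2 fold change of at least 1, which numbered 1307, 986 were EEGs (75.4%, exact 95% binomial interval 73% to 77.8%). The share was lower than among the other genes tested (2-sided Fisher's exact test, odds ratio 0.63, p = 1.3e-10).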

For the purposes of completeness and comparison, the results of analyses of data in ovary from ovary-active workers with EEGs included are available in supplementary results and figs. S1 to S4, Supplementary Material online.

#### GO Enrichment Analysis

Using OrthoFinder, we identified 6,025 single-copy orthologs between *B. terrestris* and *Drosophila melanogaster* (58.0% of the 10,383 genes expressed across the *B. terrestris* mRNA-seq libraries). 

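The tables of normalized counts for brain, fat body, and ovary listed 10383 genes in at least 1 tissue. Within a library, the number of genes above 0 was 10002 to 10025 in brain, 9582 to 9616 in fat body, and 9929 to 10020 in ovary.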

We used these to isolate 264 non-redundant enriched GO terms for the DEGs (supplementary table S10, Supplementary Material online).

In brain, ovary-active worker DEGs were not enriched for GO terms, while ovary-inactive worker DEGs were enriched for terms associated with “syncytium” (3/11 non-redundant terms) (i.e. 3 non-redundant GO terms were associated with “syncytium” out of the total of 11 non-redundant GO terms enriched in brain ovary-inactive worker DEGs) and “myoblast/myotube” (3/11 non-redundant terms) (supplementary table S10, Supplementary Material online). In fat body, ovary-active worker DEGs were not enriched for GO terms, while ovary-inactive worker DEGs were enriched for terms associated with a range of processes including “regulation” (38/114 non-redundant terms) and “cell/cellular” (27/114 non-redundant terms) (supplementary table S10, Supplementary Material online). In ovary, ovary-active worker DEGs with EEGs excluded were enriched for “sensory perception” (GO:0007600) and “G-protein-couple receptor signaling pathway” (GO:0007186). Ovary-inactive worker DEGs in ovary were enriched for terms associated with a range of processes including “regulation” (41/114 non-redundant terms), “cell/cellular” (35/114 non-redundant terms), and “development” (16/114 non-redundant terms) (supplementary table S10, Supplementary Material online).

Comparison of DEGs and enriched GO terms between the current study and that of Harrison et al. (2015) showed that the two studies were broadly congruent (supplementary figs. S5 and S6 and tables S11 to S14, Supplementary Material online; for additional details, see supplementary results, Supplementary Material online).

### Comparison of Gene Expression Differences Associated with Worker Reproductivity in *Bombus* versus *Apis*

#### Comparison of DEGs between *B. terrestris* and *A. mellifera*

Comparing ovary-active worker DEGs with EEGs excluded from *B. terrestris* ovary in the current study and *A. mellifera* ovary in Duncan et al. (2020) revealed significant overlap (7.5% of current study genes, *P* < 0.001; Fig. 5a; supplementary tables S15 and S16, Supplementary Material online).

**Fig. 5.**
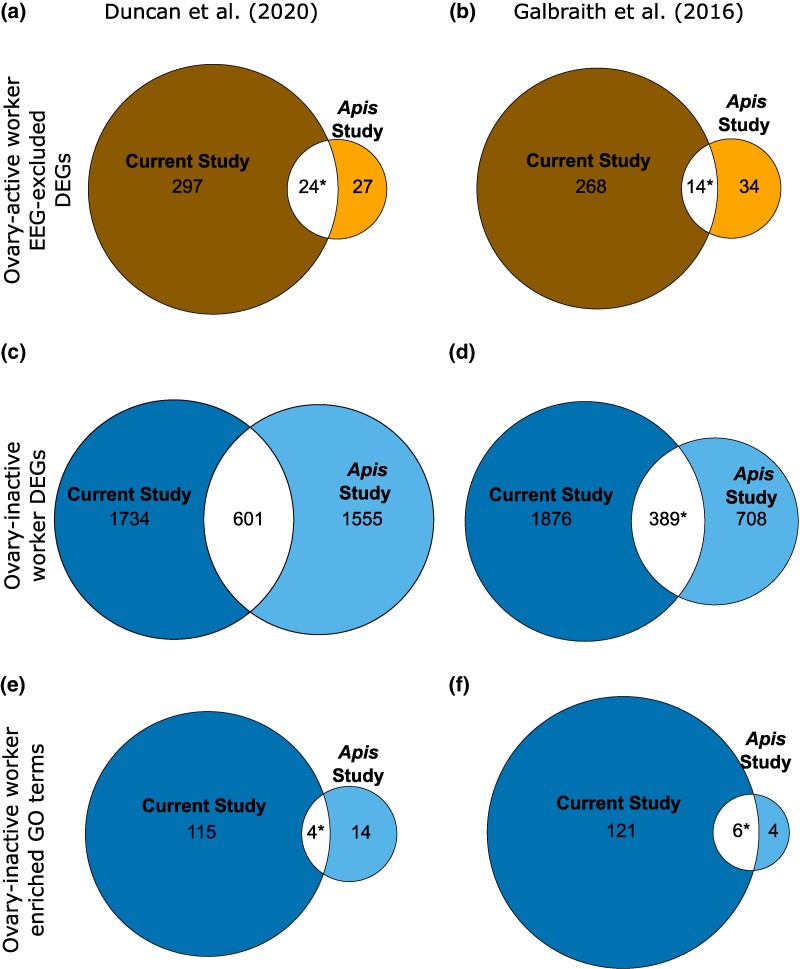
Comparison of gene expression and ontology in *B. terrestris* and *A. mellifera* workers. Euler diagrams of overlaps in DEGs or associated enriched GO terms from mRNA-seq data for ovary-active versus ovary-inactive workers between *B. terrestris* (current study) and *A. mellifera* (Duncan et al. 2020; Galbraith et al. 2016) (‘*Apis* study’) for the following combinations (where ovary-active worker DEGs are genes more highly expressed in ovary-active workers and ovary-inactive worker DEGs are genes more highly expressed in ovary-inactive workers): a) ovary-active worker DEGs in ovary with EEGs excluded and Duncan et al. (2020); b) ovary-active worker DEGs in combined fat body and ovary with EEGs excluded and Galbraith et al. (2016); c) ovary-inactive worker DEGs in ovary and Duncan et al. (2020); d) ovary-inactive worker DEGs in combined fat body and ovary and Galbraith et al. (2016); e) enriched GO terms from ovary-inactive worker DEGs in ovary and Duncan et al. (2020); f) enriched GO terms from ovary-inactive DEGs in combined fat body and ovary and Galbraith et al. (2016). Numbers are number of DEGs/enriched GO terms in each category. Asterisks (*), significant overlap in DEGs or enriched GO terms (Fisher's exact test, *P* < 0.05 after Bonferroni correction [adjusted *P* value threshold for significance = 0.017]). Results of statistical tests are in supplementary tables S15, S17, S20, and S22, Supplementary Material online, and identities of DEGs/enriched GO terms are in supplementary tables S16, S18, S21, and S23, Supplementary Material online.

Comparing ovary-active worker DEGs with EEGs excluded from *B. terrestris* combined fat body and ovary in the current study and *A. mellifera* combined fat body and ovary in Galbraith et al. (2016) also revealed significant overlap (5.0% of current study genes*, P* < 0.001; Fig. 5b; supplementary tables S17 and S18, Supplementary Material online). Comparing ovary-inactive worker DEGs between the current study and Duncan et al. (2020) revealed no significant overlap (25.7% of current study genes, *P* = 0.597; Fig. 5c; supplementary tables S15 and S16, Supplementary Material online), while comparing ovary-inactive worker DEGs between the current study and Galbraith et al. (2016) did reveal significant overlap (17.2% of current study genes, *P* < 0.001; Fig. 5d; supplementary tables S17 and S18, Supplementary Material online). For ovary-active worker DEGs with EEGs excluded and ovary-inactive worker DEGs, there were, respectively, 11 and 214 overlapping DEGs between the current study and both *A. mellifera* studies (supplementary table S19, Supplementary Material online). For ovary-active worker DEGs with EEGs excluded, the 11 overlapping DEGs included 3 *uncharacterized proteins,* as well as *protein takeout, major royal jelly protein 1* and *protein yellow*. Overall, therefore, *B. terrestris* and *A. mellifera* shared a significant percentage of DEGs in both (2/2) comparisons of ovary-active worker DEGs with EEGs excluded (albeit the percentage overlap was low, 5.0% to 7.5%) and a significant percentage of ovary-inactive worker DEGs in 1/2 comparisons (significant percentage overlap, 17.2%).

#### Comparison of Enriched GO Terms between *B. terrestris* and *A. mellifera*

Comparing enriched GO terms from ovary in the current study to enriched GO terms from *A. mellifera* ovary in Duncan et al. (2020) revealed significant overlap in GO terms enriched in ovary-inactive worker DEGs (3.4% of current study enriched GO terms, *P* = 0.001; Fig. 5e; supplementary tables S20 and S21, Supplementary Material online). Comparison between GO terms enriched in ovary-active worker DEGs with EEGs excluded was not possible, as no such enriched GO terms were found for Duncan et al. (2020). Comparing enriched GO terms from combined fat body and ovary in the current study to enriched GO terms from *A. mellifera* combined fat body and ovary in Galbraith et al. (2016) revealed significant overlap in GO terms enriched in ovary-inactive worker DEGs (4.7% of current study enriched GO terms, *P* < 0.001; Fig. 5f; supplementary tables S22 and S23, Supplementary Material online). Comparison between GO terms enriched in ovary-active worker DEGs with EEGs excluded was again not possible, as no such enriched GO terms were found for Galbraith et al. (2016). For ovary-inactive worker DEGs, two enriched GO terms were shared by all three studies: muscle structure development (GO:0061061) and myofibril assembly (GO:0030239). Overall, therefore, *B. terrestris* and *A. mellifera* shared a significant percentage of enriched GO terms in ovary-inactive worker DEGs in both (2/2) possible comparisons (albeit the percentage overlap was low, 3.4% to 4.7%).

### Behavioral–Morphological Caste Homology Hypothesis Tests

#### Comparison of DEGs between *B. terrestris* Workers and Larvae

As regards BMCH hypothesis prediction 1 at the gene level, the results showed no significant overlap between DEGs from fat body of ovary-active workers and either mid- or late-instar queen-destined larvae (Fig. 6a and b; supplementary tables S24 and S25, Supplementary Material online). They showed significant overlap between DEGs from ovary of ovary-active workers with EEGs excluded and queen-destined larvae for both mid and late instars (4.9% of current study genes, *P <* 0.001; Fig. 6c; 12.3% of current study genes, *P <* 0.001; Fig. 6d, respectively; supplementary tables S24 and S25, Supplementary Material online). Therefore, for prediction 1 at the gene level, 2/4 comparisons returned significant overlaps (range, 4.9% to 12.3%). For BMCH hypothesis prediction 2 at the gene level, the results showed significant overlap between DEGs from fat body of ovary-inactive workers and worker-destined larvae for mid (11.0% of current study genes, *P* < 0.001; Fig. 7a) but not late instars (Fig. 7b; supplementary tables S24 and S25, Supplementary Material online). They also showed no significant overlap between DEGs from ovary of ovary-inactive workers and worker-destined larvae at mid instars (Fig. 7c) but significant overlap at late instars (5.9% of current study genes, *P* < 0.001; Fig. 7d; supplementary tables S24 and S25, Supplementary Material online). Therefore, for prediction 2 at the gene level, 2/4 comparisons returned significant overlaps (range, 5.9% to 11.0%). The full list of overlapping genes is in supplementary table S25, Supplementary Material online.

**Fig. 6.**
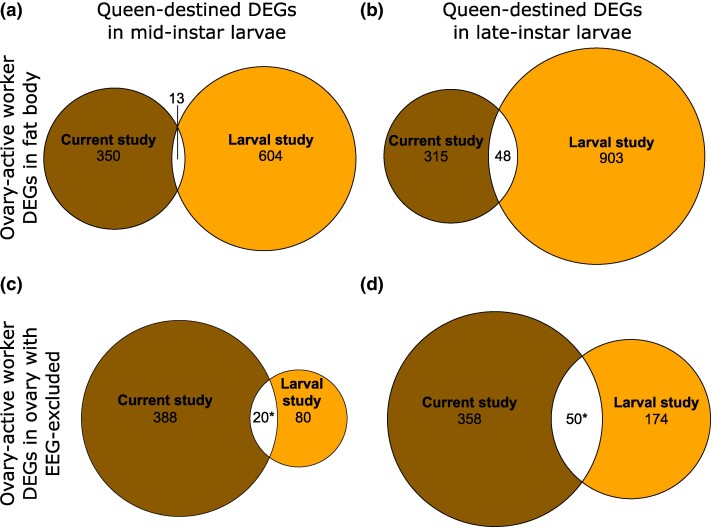
Comparison of gene expression in *B. terrestris* ovary-active adult workers and queen-destined larvae (BMCH hypothesis prediction 1). Euler diagrams of overlaps in DEGs from mRNA-seq data in fat body and ovary (with EEGs excluded) in ovary-active versus ovary-inactive *B. terrestris* workers (current study) and in mid and late-instars of queen-destined versus worker-destined *B. terrestris* whole larvae (Collins et al. 2021) (“Larval study”). a) Genes more highly expressed in fat body of ovary-active workers and mid-instar queen-destined larvae; b) genes more highly expressed in fat body of ovary-active workers and late-instar queen-destined larvae; c) genes more highly expressed in ovary of ovary-active workers and mid-instar queen-destined larvae (with EEGs removed); d) genes more highly expressed in ovary of ovary-active workers and late-instar queen-destined larvae (with EEGs removed). Numbers are number of DEGs in each category. Asterisks (*), significant overlap in DEGs (Fisher's exact test, *P* < 0.05 after Bonferroni correction [adjusted *P* value threshold for significance = 0.0083]). Results of statistical tests are in supplementary table S24, Supplementary Material online, and identities of DEGs are in supplementary table S25, Supplementary Material online.

**Fig. 7.**
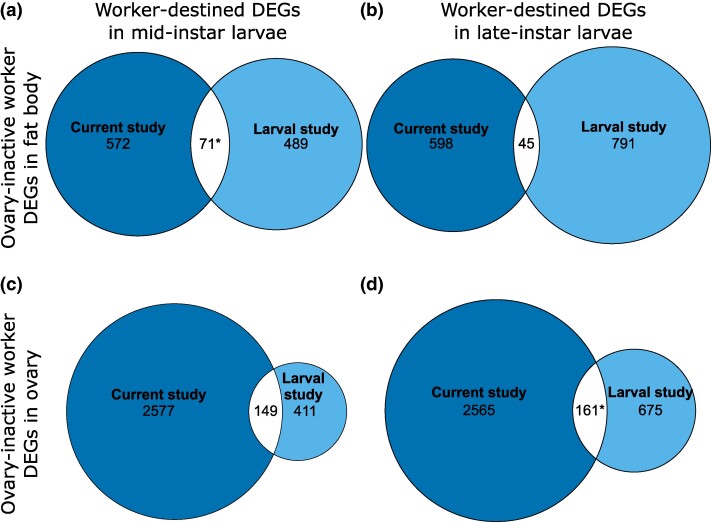
Comparison of gene expression in *B. terrestris* ovary-inactive adult workers and worker-destined larvae (BMCH hypothesis prediction 2). Euler diagrams of overlaps in DEGs from mRNA-seq data in fat body and ovary in ovary-active versus ovary-inactive *B. terrestris* workers (current study) and in mid and late-instars of queen-destined versus worker-destined *B. terrestris* whole larvae (Collins et al. 2021) (“Larval study”). a) Genes more highly expressed in fat body of ovary-inactive workers and mid-instar worker-destined larvae; b) genes more highly expressed in fat body of ovary-inactive workers and late-instar worker-destined larvae; c) genes more highly expressed in ovary of ovary-inactive workers and mid-instar worker-destined larvae; d) genes more highly expressed in ovary of ovary-inactive workers and late-instar worker-destined larvae. Numbers are number of DEGs in each category. Asterisks (*), significant overlap in DEGs (Fisher's exact test, *P* < 0.05 after Bonferroni correction [adjusted *P* value threshold for significance = 0.0083]). Results of statistical tests are in supplementary table S24, Supplementary Material online, and identities of DEGs are in supplementary table S25, Supplementary Material online.

#### Comparison of Enriched GO Terms between *B. terrestris* Workers and Larvae

Testing BMCH hypothesis prediction 1 at the GO level from either fat body or ovary data was not possible, as DEGs from fat body of ovary-active workers in the current study, and DEGs with EEGs excluded for mid and late instars of queen-destined larvae from Collins et al. (2021), were not enriched for any GO terms. For BMCH hypothesis prediction 2 at the GO level, comparing enriched GO terms derived from DEGs in the current study from either fat body or ovary of ovary-inactive workers and worker-destined larvae showed no significant overlap with either mid or late instars (0% of current study enriched GO terms, *P* = 1 in all cases) (supplementary figs. S7 and S8 and table S26, Supplementary Material online). For the prediction 2 tests, therefore, 4/4 possible comparisons returned no significant overlaps.

In summary, the results were consistent with BMCH hypothesis predictions 1 and 2 at the gene level (2/4 and 2/4 possible comparisons returning significant overlaps, respectively) but not at the level of enriched GO terms (4/4 possible comparisons returning no significant overlaps).

## Discussion

Using mRNA-seq, we isolated genes differentially expressed between age-matched ovary-active versus ovary-inactive *B. terrestris* workers in brain, fat body, and ovary. We also isolated genes expressed in *B. terrestris* worker-laid eggs, allowing us, for the first time, to make comparisons using genes differentially expressed in ovary without the potential confound caused by gene expression in eggs. By comparing our data with those from previous studies in *B. terrestris* and *A. mellifera*, we then characterized gene expression differences associated with worker reproductivity as a function of the degree of eusocial complexity in this lineage and tested the behavioral–morphological caste homology hypothesis. We now discuss the main findings as regards these goals.

### Differential Gene Expression and GO Differences between Ovary-Active and Ovary-Inactive Workers of *B. terrestris*

In the current study, we found the smallest number (5) of DEGs between the two worker phenotypes in brain (Fig. 1). By contrast, the mRNA-seq study of Marshall et al. (2019) found 334 DEGs in head tissue in ovary-active and ovary-inactive *B. terrestris* workers. 

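Over all genes tested, the median size of the log2 fold change between the phenotypes was 0.07 in brain, 0.18 in fat body, and 0.62 in ovary. In simulated brain libraries, made from the means and totals of the real ones with 200 genes changed, limma called 76.5% of the changed genes among the 9492 tested, and 4.4% of its calls were unchanged genes. DESeq2 on the same simulated libraries called 87.5% of the changed genes, and 21.9% of its calls were unchanged genes. Each simulated change had an absolute log2 fold change of at least 1, far above the real median of 0.07. These shares do not tell how many smaller real changes would be called, or what part of the real calls is false.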

The reasons for this difference are unknown but potentially stem from differences between the current study and Marshall et al. (2019) in tissue sampled (brain vs. head, respectively), social environment (queenright colonies [i.e. with a queen] vs. small queenless groups, respectively) and worker age (mean ∼28 d vs. 6 d, respectively). In *A. mellifera*, ovary-active workers differ in brain gene expression profile as a function of their level of egg-laying (Jones et al. 2020), and given our phenotyping of workers was based on ovary status alone, level of egg-laying could therefore have been an additional factor affecting DEG numbers in brain. The current study found 1,006 DEGs in fat body (Fig. 1), confirming that this tissue plays a key role in female reproductivity in bumblebees (Amsalem et al. 2015b; Lockett et al. 2016; Collins et al. 2023). 

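The median size of the log2 fold change of fat body DEGs was 0.77, with a median standard error of 0.13, and 16 of the 259 (6.2%) exceeded 2. The median was 1.31 without ovary-active replicate 1, 1.38 without ovary-active replicate 2, and 1.42 without ovary-inactive replicate 2, fits in which fewer genes were called. With an absolute log2 fold change of at least 1 required, limma called 38 ovary-active and 36 ovary-inactive worker DEGs. At an adjusted p under 0.01, with Benjamini-Hochberg adjustment, it called 19 and 17.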

We found the largest number of DEGs (3,134 with EEGs excluded), and the largest fold-changes in expression, in ovary (Fig. 1; supplementary tables S5 to S7, Supplementary Material online), consistent with the large morphological changes occurring in ovary during ovary activation in *B. terrestris* (Duchateau and Velthuis 1989). 

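Of the 5123 DEGs in ovary, 946 (18.5%) had a log2 fold change of a size over 2, and 87 of a size over 5. No DEG of brain or fat body exceeded 5. The median size was 1.06 in ovary, with a median standard error of 0.20, and 1.21 when EEGs were left out of the ovary-active worker DEGs. In brain the median of 4.33 rests on 2 DEGs. Over all genes tested, called or not, the median size was largest in ovary, at 0.62. The largest change in ovary was 13.69 for LOC100648786, whose size rests on the pseudocount, since its ovary-inactive counts were at or near 0. The next was 13.12 (standard error 0.35) for LOC100648536, with a normalized count of 1147412 ± 626613 (SD, n = 3 pools) in ovary-active and 116 ± 5.48 (SD, n = 3) in ovary-inactive workers.

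**Figure D2:**
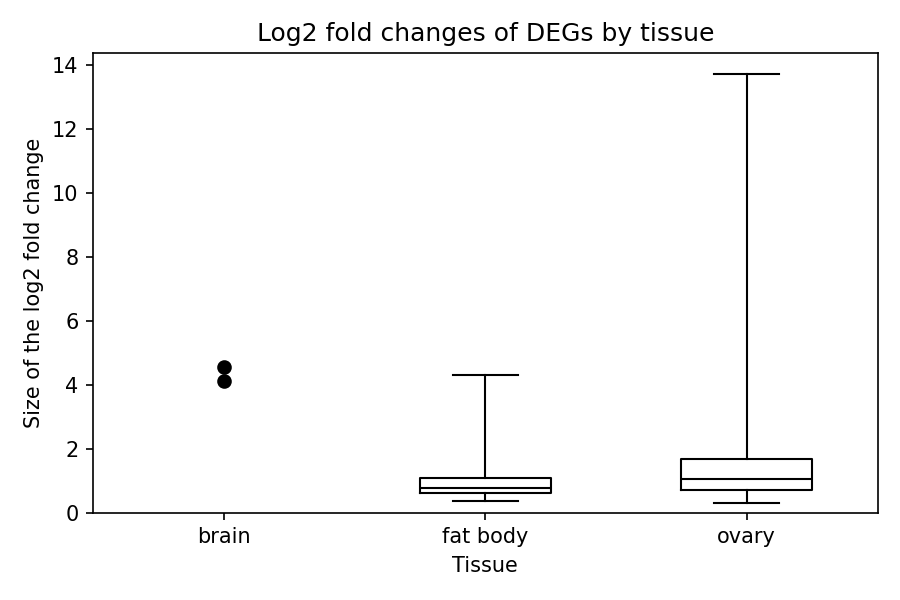
Size of the log2 fold change (vertical axis, log2 units) of the DEGs of each tissue (horizontal axis). In fat body and ovary, boxes span the quartiles around the median and whiskers reach the smallest and largest DEG, while the 2 brain DEGs are single points. The ovary whisker ends at 13.69 and the median line lies at 1.06, against 0.77 in fat body.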

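Raising the zFPKM threshold for expression in eggs separated the lists further. At -2, 80.9% of ovary-active worker DEGs in ovary and 61.6% of ovary-inactive worker DEGs were EEGs. At -1 these were 73.6% and 37.1%, and at 0 they were 57.8% and 11.4%. Across the 9496 genes tested in ovary, Spearman's rho between the mean egg value and the log2 fold change was 0.37, and 0.45 across the 7788 of them that were EEGs. Genes are not independent replicates, so no p is given.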

While the great majority (86%) of ovary-active worker DEGs in ovary were expressed in workers' eggs, suggesting that most differential gene expression in ovary between ovary-active versus inactive workers was influenced by gene expression in eggs, a number of DEGs (408) remained after EEGs were excluded (Table 1). These represent the set of genes conservatively estimated to be differentially more highly expressed in ovary of ovary-active compared to ovary-inactive workers. 

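In fat body, LOC105665834 had normalized counts of 23.2, 58.2, and 4.06 in ovary-active workers and 2.23, 0, and 2.59 in ovary-inactive workers, a log2 fold change of 3.10 with a standard error of 0.98. With each library left out in turn it was called in 1 of the 5 fits that tested it, that without ovary-active replicate 3, the adjusted p lying between 0.0395 and 0.275 (limma, Benjamini-Hochberg adjustment). LOC100648536 had 56.5, 93.8, and 12.2 against 2.23, 3.43, and 2.59 (adjusted p = 0.0463 from limma with Benjamini-Hochberg adjustment, between 0.0126 and 0.178 with each library left out). For both genes, ovary-active replicate 3 was the lowest ovary-active library in fat body and the highest in ovary. In ovary-active ovary, the mean normalized count of LOC105665834 was 616405 ± 178695 (SD, n = 3 pools), and its log2 fold change was 12.34 (standard error 1.90, adjusted p = 0.00156 from limma with Benjamini-Hochberg adjustment). Its fat body mean was 46.2 ppm of that, and that of LOC100648536 was 47.2 ppm of its own ovary mean.

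**Figure D3:**
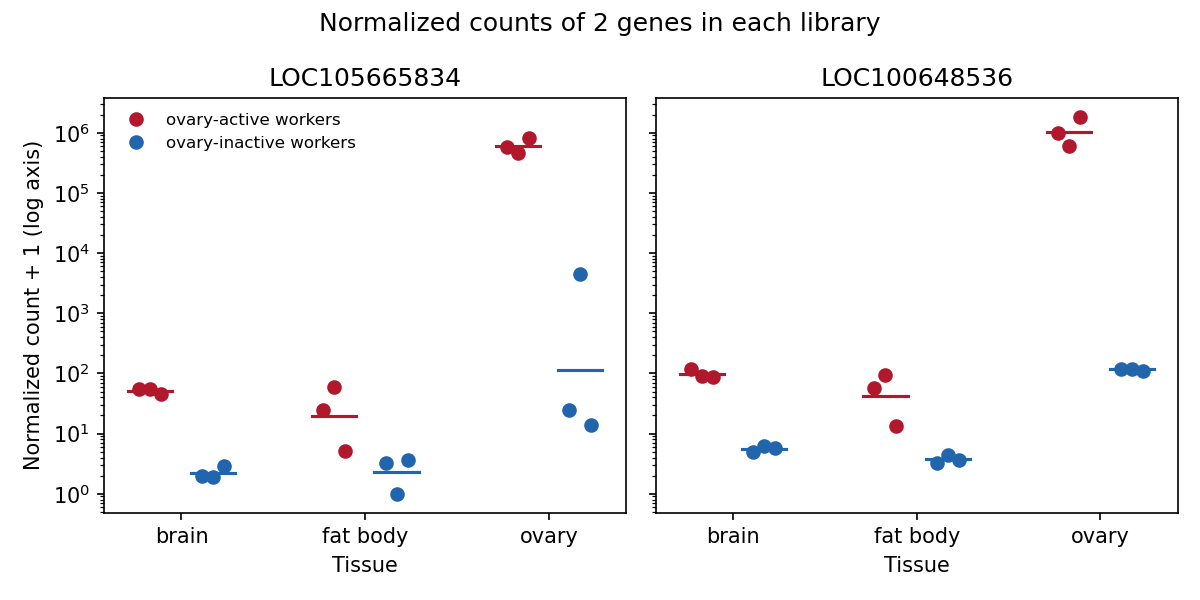
Normalized count + 1 (vertical log axis, in normalized counts) of LOC105665834 and LOC100648536 in each of the 18 libraries, by tissue (horizontal axis) and phenotype (red, ovary-active workers, blue, ovary-inactive workers). Points are libraries and lines are geometric means of 3 libraries. Both genes are highest in ovary-active ovary, and 1 ovary-inactive ovary library lies apart for LOC105665834, at 4479.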

There was only one ovary-active worker DEG (*uncharacterized protein LOC105665834*) shared by all three tissues in the current study (there were two when EEGs were included, but the second, *transcription factor SPT20 homolog*, was also expressed in worker-laid eggs). *Uncharacterized protein LOC105665834* has homologs, as determined by *BLAST*, in other bee species; however, the potential function of the protein is unclear. 

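In brain, LOC100645366 had a normalized count of 1073 ± 44.0 (SD, n = 3 pools) in ovary-active and 1444 ± 67.8 (SD, n = 3) in ovary-inactive workers, and every ovary-inactive library lay above every ovary-active library. The log2 fold change was -0.43 (standard error 0.08), with an unadjusted p of 0.00133 and an adjusted p of 1 from limma with Benjamini-Hochberg adjustment. DESeq2 on whole-read genes gave an adjusted p of 0.00768 for the same fold change, and the adjusted p over all alternatives lay between 0.00768 and 1. In ovary, the gene had 576 ± 120 and 1335 ± 312, a log2 fold change of -1.21 (standard error 0.23, adjusted p = 0.00343 from limma), and it was called with each library left out in turn. In fat body it was not called (adjusted p = 0.521 from limma). Its estimated counts in the egg libraries were 31.8 and 11.2, under the threshold for an EEG.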

While no ovary-inactive worker DEGs were shared by all three tissues in the current study, *uncharacterized protein LOC100645366* and *Mp20* were shared by brain and ovary. In *Drosophila*, the ortholog of *uncharacterized protein LOC100645366* is *dumpy* (*FBgn0053196*), which has diverse roles in extracellular matrix assembly, wing shape, and trachea development (Carmon et al. 2010a, 2010b), whereas *Mp20* is expressed predominantly in muscle cells (Vakaloglou et al. 2021).

Tian et al. (2021) showed using RNAi (RNA interference) that reduced expression of the gene *Immune Responsive Protein 30* (*IRP30*) decreased worker ovary-activation and egg-laying in *B. terrestris*. Similarly, Dong et al. (2020) found higher protein and mRNA levels for *IRP30* in egg-laying versus non-egg-laying workers in *Bombus lantschouensis*. Consistent with both these sets of findings, the current study showed that this gene (*LOC100642443*) was more highly expressed in ovary-active worker fat body and ovary and was not expressed in worker-laid eggs (supplementary tables S6 and S7, Supplementary Material online).

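LOC100642443 had a normalized count in fat body of 39860 ± 1653 (SD, n = 3 pools) in ovary-active and 4087 ± 2039 (SD, n = 3) in ovary-inactive workers, a log2 fold change of 3.41 (standard error 0.32, adjusted p = 0.00485 from limma with Benjamini-Hochberg adjustment). In ovary it had 2014 ± 1225 and 129 ± 162, a log2 fold change of 4.56 (standard error 0.86, adjusted p = 0.00358 from limma with Benjamini-Hochberg adjustment). All ovary-active libraries lay above all ovary-inactive libraries in both tissues, and the gene was called in both with each library left out in turn. The effect was not shown to differ between fat body and ovary (interaction, adjusted p = 0.406 from limma). In brain, with 128 ± 64.6 and 81.9 ± 57.3, the difference was smaller than the spread between replicates (adjusted p = 1 from limma). The estimated counts in the egg libraries were 13.1 and 8.58, both under the threshold for expression. The paper sets this difference beside earlier reports on the same gene.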

Our GO analyses found a variety of differences between the worker phenotypes in the three tissues. For example, in ovary, ovary-active worker DEGs with EEGs excluded were enriched for genes associated with the G-protein-couple receptor signaling pathway, suggesting that G-protein-couple receptors in ovary tissue itself may be important in ovary activation. In general, the DEGs and enriched GO terms from the current study, along with those from comparable previous studies (see Introduction), provide a basis for future functional studies of genes affecting worker reproductivity in bees.

### Comparison of Gene Expression Differences Associated with Worker Reproductivity in *Bombus* versus *Apis*

Comparison of *B. terrestris* worker DEGs from the current study and *A. mellifera* worker DEGs from two previous studies (Duncan et al. 2020; Galbraith et al. 2016) showed that *B. terrestris* and *A. mellifera* workers shared a significant percentage of ovary-active worker DEGs (with EEGs excluded) in both (2/2) comparisons and a significant percentage of ovary-inactive genes in 1/2 comparisons. While comparisons of enriched GO terms in ovary-active worker DEGs (with EEGs excluded) were not possible (because of a lack of enriched GO terms in the two *A. mellifera* studies when EEGs were excluded), the two species shared a significant percentage of enriched GO terms in ovary-inactive worker DEGs in 2/2 comparisons (Fig. 5). These results suggest that, within both *Bombus* and *Apis*, differences between workers in reproductivity are to some extent influenced by a shared set of conserved genes and pathways. Such conserved genes and pathways seem likely to be those involved, in individual workers, in shared processes of ovary activation downstream of those processes that potentially differ more between the lineages (see Introduction) and that affect such traits as the likelihood of becoming an ovary-active worker in the first place. For both DEGs and enriched GO terms, significant percentage overlaps were low (5.0% to 17.2% and 3.4% to 4.7%, respectively), so the proportion of conserved genes and pathways appears to be small. Therefore, the findings also suggest that, for the molecular underpinnings of worker reproductivity, and as also found for caste determination and/or differentiation (Collins et al. 2021), there has been a substantial level of independent evolution between the *Bombus* and *Apis* lineages. Similarly, when comparing across independent origins of eusociality, studies suggest roles for both conserved sets of genes and gene pathways and for novel genes (Berens et al. 2014; Mikheyev and Linksvayer 2015; Standage et al. 2016; Warner et al. 2019; Wyatt et al. 2023).

Eleven ovary-active worker DEGs were shared, after exclusion of EEGs, in all three studies (supplementary table S19, Supplementary Material online). Among these genes was *protein takeout*, which was more highly expressed in ovary of ovary-active workers in both *B. terrestris* and *A. mellifera*. There are currently no functional studies of the *D. melanogaster* ortholog (*Juvenile hormone binding protein 5* [*Jhbp5*]) (Vanaphan et al. 2012) of the *protein takeout* gene identified in the current study. The *A. mellifera* ortholog contains a predicted juvenile hormone (JH) binding domain (Hagai et al. 2007), and JH is a key regulator of ovary development and reproduction in female insects (Roy et al. 2018), including bumblebees (Amsalem et al. 2015a). However, in *A. mellifera*, JH appears mainly to regulate age-related division of labor, rather than reproduction (Pandey and Bloch 2015). Therefore, the exact, relative roles of this gene in *B. terrestris* and *A. mellifera* reproduction remain a subject for future investigation.

### Behavioral–Morphological Caste Homology Hypothesis Tests

Comparing DEGs associated with worker reproductivity (current study) with those associated with larval caste determination and/or differentiation (Collins et al. 2021) in *B. terrestris* yielded results for DEGs consistent, at least in part, with BMCH predictions 1 and 2 (2/4 and 2/4 comparisons returning significant overlaps, respectively). However, results for enriched GO terms supported neither prediction (for prediction 1, no comparisons were possible, and for prediction 2, 4/4 comparisons returned no significant overlaps). These findings provided support for the BMCH hypothesis with the qualification that, while some genes associated with the molecular underpinnings of adult worker reproductivity appear to have been co-opted for a role in queen-worker larval caste determination and/or differentiation, the genetic pathways affecting queen-worker larval caste determination and/or differentiation appear to have diverged from those affecting adult worker reproductivity. Percentages of DEGs overlapping were relatively small (range, 4.9% to 12.3% for prediction 1, 5.9% to 11.0% for prediction 2), reflecting that the numbers of shared genes were low (range, 20 to 140 for prediction 1, 45 to 161 for prediction 2). Nonetheless, the fact that both BMCH hypothesis predictions 1 and 2 were supported in part (at the gene level) by the DEG data suggests that, in *B. terrestris*, a small number of genes that promote adult worker reproduction have been co-opted to underpin caste determination and/or differentiation along the queen developmental pathway in larvae, while genes promoting adult worker sterility have been co-opted to underpin caste determination and/or differentiation along the worker developmental pathway in larvae. Future studies might therefore establish whether genes associated with adult queen-worker reproductive differences have been similarly co-opted in queen-worker larval caste determination and/or differentiation in *B. terrestris* and other eusocial taxa.

Among the genes with the largest fold-change that overlapped between ovary of ovary-active workers and late-instar queen-destined larvae, when EEGs were excluded (supplementary table S25, Supplementary Material online), was *major royal jelly protein 1 LOC100648898*. This gene was also more highly expressed in ovary-active workers compared to ovary-inactive workers (when EEGs were excluded) in both *B. terrestris* and *A. mellifera* (supplementary table S19, Supplementary Material online). 

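LOC100648898 had normalized counts in ovary of 23482, 9641, and 39691 in ovary-active workers and 0.883, 5.46, and 6.14 in ovary-inactive workers. The log2 fold change was 12.20 (standard error 0.64, adjusted p = 3.1e-05 from limma with Benjamini-Hochberg adjustment) and lay between 11.58 and 12.75 with each library left out in turn. In brain the counts were 12.3 ± 1.62 (SD, n = 3 pools) and 4.37 ± 1.15 (SD, n = 3), and in fat body 3.97 ± 0.873 and 1.02 ± 1.11. Both tissues were under the minimum mean of 10 and were not tested. In the egg libraries the estimated counts were 0 and 0.937.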

While the *B. terrestris* annotation for the gene is *major royal jelly protein 1*, this is not the gene named *royal jelly protein like* (*RJPL*) investigated by Kupke et al. (2012) and Albert et al. (2014), which was *LOC100651683* (the homolog of *A. mellifera* ancestral *mrjp9* [Buttstedt et al. 2013]). Instead, the single-copy ortholog of *LOC100648898* (based on OrthoFinder analysis) in both *A. mellifera* (LOC413379) and *D. melanogaster* (FBgn0041709) is annotated as *yellow-g*. *Yellow-g* expression in ovaries of adults appears conserved in several insect species (Claycomb et al. 2004; Irles et al. 2009; Noh et al. 2020; Noh et al. 2023), while deficiency in *yellow-g* leads to abnormal eggs (Claycomb et al. 2004; Noh et al. 2020; Noh et al. 2023), which is consistent with increased *yellow-g* expression being linked with ovary activation and reproduction in *B. terrestris* and *A. mellifera* workers. Although, in *B. terrestris*, queen and workers share the same number of ovarioles per ovary (see Introduction), the higher expression of *yellow-g* in queen-destined versus worker-destined larvae suggests a possible molecular underpinning for the greater fecundity of queens.

### Conclusions

We isolated DEGs and enriched GO terms in brain, fat body, and ovary of ovary-active and ovary-inactive *B. terrestris* workers, as well as genes expressed in worker-laid eggs. The results showed that gene expression differences between the two worker phenotypes were mainly in fat body and ovary, with highly DEGs including *protein takeout* and *yellow-g*. In addition, 86% (2,419/2,827) of all ovary-active worker DEGs in ovary were expressed in worker-laid eggs (Table 1, Fig. 1). Similarly, excluding EEGs from ovary-active worker DEGs lists reduced gene list size by 96% in the *B. terrestris* data of Harrison et al. (2015) and 96% to 98% in the *A. mellifera* data of Duncan et al. (2020) and Galbraith et al. (2016) (Table 1). Therefore, removing these genes from ovary-active worker DEG lists can reduce the size of such lists by 86% to 98%. It follows that, unless excluded from whole-body, abdominal, or ovary gene lists, genes expressed in eggs potentially confound comparisons of gene expression in ovary-active versus ovary-inactive females (or in ovary-active females between species), as any differences or similarities in gene-expression profiles might mainly reflect presence or absence of eggs within samples. Excluding EEGs from ovary data tended to increase support for significant overlaps between genes and gene pathways associated with worker reproductivity in *Bombus* versus *Apis*, but such support remained whether EEGs were excluded or included (supplementary results and figs. S1 and S2, Supplementary Material online). BMCH hypothesis prediction 1 was supported at the gene level when EEGs were excluded, but not when they were included (supplementary results and figs. S3 and S4, Supplementary Material online). (The tests of BMCH hypothesis prediction 2 at the gene level were unaffected by excluding or including EEGs [supplementary results, Supplementary Material online] and returned overall positive results.) Because excluding EEGs resulted in the more conservative gene set, including EEGs in the case of prediction 1 at the gene level would therefore arguably have obscured important commonalities between differential expression of genes in ovarian tissue of adult ovary-active workers and in developing queen-destined larvae.

The comparisons of our *B. terrestris* data and the published *A. mellifera* data showed that it is likely that conserved gene functions played a role in the evolution of worker reproductivity in the change from intermediate to advanced eusociality in corbiculate bees and also that some independent evolution of gene function has occurred in this process, potentially associated with the far lower worker reproductivity in *Apis* relative to *Bombus*. Additional molecular phenomena not investigated in the current study might also be operative and include novel gene evolution (Sumner 2014), alternative splicing (Price et al. 2018), histone acetylation (Choppin et al. 2021), and DNA methylation (Amarasinghe et al. 2014; Li et al. 2018; Marshall et al. 2019). Comparisons of our data with lists of genes associated with larval queen-worker caste determination and/or differentiation in *B. terrestris* also provided support for the BMCH hypothesis at the gene level, suggesting that a number of genes influencing adult worker reproductivity have been co-opted to underpin queen-worker larval caste determination and/or differentiation within this lineage. Overall, therefore, our results suggest that, within bees, both a degree of conserved gene use and gene co-option underlie the molecular basis of worker reproductivity and caste determination and/or differentiation in the evolution of eusociality.

## Materials and Methods

### Bumblebee Colony Rearing

We obtained *Bombus terrestris audax* colonies, consisting of the queen, workers, and brood, from a commercial supplier, Biobest Belgium NV (Westerlo, Belgium) or Biobest UK Ltd (Ashford, UK) (see supplementary methods, Supplementary Material online). On receipt, we transferred colonies into individual wooden nest boxes with internal dimensions, 17 cm × 27.5 cm × 16 cm high, and counted the number of workers in each colony. We maintained all colonies in constant darkness at 28 °C and 60% humidity, conducting all manipulations under red light and supplying colonies ad libitum with sugar solution (“Biogluc,” Biobest Belgium NV/Biobest UK Ltd) and dried pollen (Koppert UK Ltd, Haverhill, UK).

### Sample Collection

#### Brain, Fat Body, and Ovary Sequencing Experiment

We removed workers for dissection from the queenright, post-competition point colonies when individually marked workers were 20 to 35 d old, with worker age defined as the number of days since eclosion (see supplementary methods, Supplementary Material online). We anesthetized each removed worker on ice for 10 min before dissection and then, to minimize RNA degradation, quickly dissected its brain, fat body, and ovaries on ice in bee Ringer's solution (Mercer and Menzel 1982) (see supplementary methods, Supplementary Material online). We scored each worker's level of ovary activation using a modification of the 6-point scale of Duchateau and Velthuis (1989). We defined “ovary-active workers” as those with ovaries scoring 4 to 6 (active ovaries) and “ovary-inactive workers” as those with ovaries scoring 0 to 1 (inactive ovaries) on the scale. We excluded workers scoring 2 to 3 (intermediate ovaries) from further analysis. We then stored dissected tissues in RNAlater (Sigma-Aldrich) in the case of brain and ovary and AllProtect (Qiagen, Manchester, UK) in the case of fat body at −20 °C until RNA extraction.

#### Egg Sequencing Experiment

To isolate genes expressed in eggs, we obtained expression profiles from *B. terrestris* worker-laid eggs sampled very shortly after being laid. Pires et al. (2016) found relatively few differences in gene expression in *A. mellifera* between mature oocytes and eggs aged less than 2 h (since being laid), thereby providing evidence that recently laid eggs represent a good proxy for mature oocytes. We established microcolonies each containing three *B. t. audax* workers of unknown age randomly selected from the same colony (see supplementary methods, Supplementary Material online). We housed each microcolony in a clear plastic box (7.5 cm × 14 cm × 5 cm high) with thawed wax from a different *B. t. audax* colony (Biobest UK Ltd) and provided sugar solution (“Attracker,” Koppert UK Ltd) and pollen (Biobest UK Ltd) ad libitum. We observed microcolonies for the presence of eggs. Once the first eggs had been laid, we removed all eggs in the microcolony and then removed any new eggs laid hourly (hence sampled eggs were up to 1 h old), flash froze them in liquid nitrogen within 5 min of collection, and stored them at −80 °C (see supplementary methods, Supplementary Material online).

### RNA Extraction, Library Construction, and Sequencing

#### Brain, Fat Body, and Ovary Sequencing Experiment

We pooled tissue samples to extract sufficient RNA for sequencing. For all three tissues in both phenotypes, we divided samples into three biological replicates. All replicates consisted of pooled tissues of 7 workers each, except for one replicate for brain of ovary-inactive workers that consisted of tissues of 14 workers (see supplementary methods, Supplementary Material online). In total, we created six samples per tissue (three for ovary-active workers and three for ovary-inactive workers). To control for worker age, we paired pools of ovary-active and ovary-inactive workers, matching pools within pairs as closely as possible by worker age while keeping the mean age of the workers in the pool similar. Age-matched workers were mostly from different colonies (21/21 and 18/21 pairs of age-matched workers for brain and fat body/ovary samples, respectively), as it was not possible to age-match ovary-active and ovary-inactive workers within a colony (supplementary table S27, Supplementary Material online). Following these procedures, brain samples for ovary-active workers comprised 3 biological replicates drawn, in total, from 21 individual workers from 6 colonies, with mean (range) age of workers of 28.3 (22 to 34) days. Brain samples for ovary-inactive workers comprised 3 biological replicates drawn, in total, from 28 individuals from 11 colonies, with mean (range) age of workers of 27.9 (24 to 32) days. Fat body and ovary samples for ovary-active workers each comprised 3 biological replicates drawn, in total, from 21 individual workers from 6 colonies, with mean (range) age of workers of 28.3 (22 to 34) days. Fat body and ovary samples for ovary-inactive workers each comprised 3 biological replicates drawn, in total, from 21 individual workers from 5 colonies, with mean (range) age of workers of 27.9 (24 to 32) days (for additional details, see supplementary methods, Supplementary Material online). We extracted total RNA from the samples, DNase-treated it, and assessed it for quality as described in supplementary methods, Supplementary Material online.

We sent samples to Edinburgh Genomics (Edinburgh, UK) for library construction and sequencing. The provider constructed a total of 18 TruSeq stranded mRNA libraries (Illumina, Cambridge, UK), i.e. from 2 phenotypes (ovary-active and ovary-inactive workers) × 3 tissues (brain, fat body, and ovary) each × 3 biological replicates (pooled samples) each, and sequenced the 18 libraries on each of three lanes of an Illumina HiSeq 2500, resulting in 54 raw data files (18 libraries × 3 technical replicates) of 50 base pair single-end reads.

#### Egg Sequencing Experiment

We created two samples of 24 eggs each from the worker-laid eggs, extracted total RNA from them, DNase-treated it, and then assessed it for quality as described in supplementary methods, Supplementary Material online. We sent these samples to BaseClear (Leiden, The Netherlands) for library construction and sequencing. The provider constructed two TruSeq stranded mRNA libraries (Illumina) and sequenced them on an Illumina HiSeq 2500, resulting in two raw data files of 50 base pair single-end reads.

### Bioinformatic Analysis

#### Brain, Fat Body, and Ovary Sequencing Experiment Analysis

We assessed the quality of the mRNA-seq reads using several complementary approaches. First, we used FastQC v0.11.9 (Andrews 2010) to examine a range of quality measures including base quality and potential adapter contamination in each sample, with the results for each sample combined into a report for each tissue (brain, fat body, and ovary) using the MultiQC v1.9 Python library (Ewels et al. 2016) with Python v3.7 (Python Core Team 2017) (supplementary files S1 to S3, Supplementary Material online). Subsequently, we aligned reads against the *B. terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa) (Sadd et al. 2015) using HISAT2 v2.1.0 (Kim et al. 2015) and recorded mapping statistics (supplementary table S28, Supplementary Material online). We used the HISAT2 alignment files to assess gene body coverage and junction saturation using the RSeQC v3.0.1 Python library (Wang et al. 2012) with Python v3.7. We determined that each mRNA-seq library passed quality assessment and therefore retained all libraries for further analysis.

We pseudoaligned reads to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray et al. 2016) (supplementary table S2, Supplementary Material online) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts for each gene. We used these estimated counts for differential expression analysis in R (v4.1.3) (R Core Team 2018) with the DESeq2 package v1.34.0 (Love et al. 2014) using an FDR adjusted *P* value threshold of 0.05 and the model ∼ condition where condition was a categorical factor denoting worker ovary-activation status (“ovary-active” or “ovary-inactive”). We produced boxplots of the normalized count data and conducted principal component analysis (PCA) from DESeq2 for each tissue to check normalization and library clustering, respectively (supplementary figs. S9 to S11, Supplementary Material online). The subsequent PCA plots revealed that samples clustered by ovary-activation status of the worker in fat body and ovary (supplementary figs. S10 and S11, Supplementary Material online). 

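In a principal component analysis of log2(normalized count + 1) over the 2000 genes with the highest mean, the first component held 57.3% of the variance in fat body and 88% in ovary. In fat body, the ovary-active libraries lay between 6.42 and 11.21 on it and the ovary-inactive libraries between -13.70 and -5.96. In ovary, they lay between 28.37 and 36.35 and between -38.39 and -21.72. The first component also separated the phenotypes in both tissues with 500 genes, with all genes tested, with the 2000 most variable genes, and with regularized log2 values of whole-read genes. In fat body its part of the variance fell to 44.8% with all genes tested.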

In brain, one ovary-inactive worker library (OI_rep3) clustered with two of the ovary-active worker libraries (supplementary fig. S9, Supplementary Material online), but because it fell mid-way between the two other ovary-inactive worker libraries, it was retained in the analysis.

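In brain, the first component held 76.4% and the second 20.4% of the variance, and neither separated the phenotypes. On the first, ovary-active replicate 2 lay apart at 28.56, followed by ovary-inactive replicate 1 at 7.32, while the other 4 libraries lay between -10.84 and -6.03. Ovary-inactive replicate 3 lay at -9.93. On the second component it lay at 1.92, between ovary-inactive replicates 1 (9.87) and 2 (-13.74). By Euclidean distance over the 2000 genes, its nearest library was ovary-active replicate 3, at 4.71. Ovary-inactive replicate 3 was in turn the nearest library of ovary-active replicate 1, at 5.86, and of ovary-inactive replicate 1, at 19.64. Ovary-inactive replicate 3 is the library that was scaled in another way than the rest of the brain table. The 10 most abundant genes took 23.9% of the normalized counts of ovary-active replicate 2, against at most 10.3% in the other brain libraries.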

#### Egg Sequencing Experiment Analysis

Using the same workflow as described above (Brain, Fat Body, and Ovary Sequencing Experiment Analysis section) to assess the quality of the mRNA-seq reads (supplementary file S4 and table S29, Supplementary Material online), we determined that both libraries from worker-laid eggs passed quality assessment and therefore retained both for further analysis.

We pseudoaligned reads to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray et al. 2016) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts as “scaledTPM” for each gene. We transformed the counts using the zFPKM transformation (Hart et al. 2013) in the zFPKM package v1.16.0 (Ammar and Thompson 2021) in R (v4.1.3) (R Core Team 2018). Following Hart et al. (2013), we considered genes to be expressed if the zFPKM transformed estimate count value was greater than −3 in both libraries (supplementary table S4, Supplementary Material online). We then searched the earlier lists of ovary-active worker DEGs in ovary for the presence of genes expressed in worker-laid eggs and removed these genes to create the list of ovary-active worker DEGs in ovary with EEGs excluded.

#### GO Enrichment Analysis

To perform GO enrichment analysis, and comparative analyses with other gene lists, we used OrthoFinder v2.5.2 (Emms and Kelly 2019) to identify orthologs between *B. terrestris*, *D. melanogaster*, and *A. mellifera*. We used *D. melanogaster* single-copy orthologs for *B. terrestris* DEGs for GO enrichment analysis, as GO annotations for *D. melanogaster* are much more complete. We then performed GO enrichment analysis in R (v4.1.3) (R Core Team 2018) via the clusterProfiler package (v4.2.2) (Wu et al. 2021) using biological processes GO annotations from the org.Dm.eg.db package (v3.14.0) (Carlson 2021). We used an over-representation test (Boyle et al. 2004) to identify GO terms that were significantly over-represented (*P* < 0.05 after adjustment for multiple testing with *Benjamini-Hochberg*) in a set of DEGs against a background consisting of all genes that were expressed in the relevant tissue. We reduced redundancy in the resulting enriched GO terms using the GoSemSim package (v2.20.0) (Yu et al. 2010; Yu 2020).

### Comparison of DEGs and Enriched GO Terms between *B. terrestris* Studies

To assess congruence across studies, we compared DEGs and enriched GO terms from the current study with data from Harrison et al. (2015), who investigated gene expression in ovary-active versus ovary-inactive *B. terrestris* workers using a whole-body approach. To standardize comparisons, we reanalyzed the data from Harrison et al. (2015) with the bioinformatics pipeline used in the current study. We downloaded raw mRNA-seq files for Harrison et al. (2015) from the European Bioinformatics Institute (EBI) European Nucleotide Archive (ENA) (accession numbers: ERR883782-ERR883787) and determined DEGs and enriched GO terms as described above (Brain, Fat Body, and Ovary Sequencing Experiment Analysis and GO Enrichment Analysis sections) and in supplementary fig. S12 and tables S30 to S33, Supplementary Material online. As Harrison et al. (2015) used whole bodies (in pools) rather than specific tissues, we compared fat body and ovary data from the current study separately to their data. We conducted comparisons including and excluding EEGs and egg-associated GO terms from ovary-active worker DEGs and their enriched GO terms, respectively. We used two-tailed Fisher's exact tests to test for significant overlap between pairs of DEG lists or enriched GO term lists, with each test calculating whether the two lists being compared contained a greater-or-less-than-random number of shared items based on the respective sizes of the two lists and the total number of genes expressed in both data sets or GO terms derived from these expressed genes (in later Fisher's exact tests of the same design but applied between species, i.e. between *B. terrestris* and *A. mellifera*, the values corresponding to the latter values were the total number of shared orthologs expressed in both data sets or GO terms associated with the shared expressed orthologs).

### Comparison of Gene Expression Differences Associated with Worker Reproductivity in *Bombus* versus *Apis*

We searched the literature for previous mRNA-seq studies comparing gene expression between ovary-active and ovary-inactive workers in fat body or ovary in *A. mellifera* (omitting brain as the low number of DEGs found in brain in the current study prevented meaningful comparison [*Genes Differentially Expressed between Ovary-Active and Ovary-Inactive Workers of B. terrestris* section]). This search identified two studies suitable for the planned analyses, Duncan et al. (2020) (ovary data) and Galbraith et al. (2016) (combined fat body and ovary data). Workers in these two *Apis* studies came from queenright conditions (ovary-inactive workers, Duncan et al. (2020)) and queenless conditions (ovary-inactive workers, Galbraith et al. (2016); ovary-active workers, both studies). This was essentially because ovary-active workers occur only very rarely in queenright conditions in *Apis* (see Introduction). Therefore, given *Bombus* workers in our study were from queenright conditions, our *Bombus*/*Apis* comparisons assumed that, as in the original *Apis* studies, the main differences in ovary-active versus ovary-inactive worker gene expression remain comparable between queenright and queenless conditions.

#### DEGs

To standardize comparisons, we reanalyzed data from Duncan et al. (2020) and Galbraith et al. (2016) with the bioinformatics pipeline used in the current study. We downloaded raw mRNA-seq files for Duncan et al. (2020) and Galbraith et al. (2016) from the National Centre for Biotechnology Information (NCBI) gene expression omnibus (GEO) (accession numbers: GSE120563 and GSE76164, respectively) and determined DEGs as described above (Brain, Fat Body, and Ovary Sequencing Experiment Analysis section) and in supplementary figs. S13 and S14, tables S34 to S40, and file S5, Supplementary Material online. For the comparison with the data of Galbraith et al. (2016), which used fat body and ovary combined, we combined fat body and ovary mRNA-seq files from the current study and determined DEGs as described above (Brain, Fat Body, and Ovary Sequencing Experiment Analysis section) and in supplementary fig. S15 and tables S41 to S43, Supplementary Material online.

#### Determining Genes Expressed in *Apis mellifera* Haploid Eggs

As gene expression profiles for worker-laid *A. mellifera* eggs were not available, to exclude EEGs from the lists of DEGs in the *A. mellifera* studies of Duncan et al. (2020) and Galbraith et al. (2016), we analyzed mRNA-seq data from 0 to 2 h old *A. mellifera* eggs laid by virgin queens from Pires et al. (2016), since both virgin queens and workers lay unfertilized, haploid eggs. We downloaded these data from the NCBI Sequence Read Archive (SRA) (accession number: SRR1538449) and determined expressed genes as described above (Egg Sequencing Experiment Analysis section) and in supplementary tables S44 to S46, Supplementary Material online.

#### Comparison of DEGs and Enriched GO Terms between *B. terrestris* and *A. mellifera*

We used *D. melanogaster* single-copy orthologs for *A. mellifera* DEGs for GO enrichment analysis as described above (GO Enrichment Analysis section) and in supplementary tables S47 and S48, Supplementary Material online. We compared *B. terrestris* DEG and enriched GO term lists from ovary, or from combined fat body and ovary, from the current study with the corresponding lists of *A. mellifera* DEGs and enriched GO terms from Duncan et al. (2020) and Galbraith et al. (2016), respectively. We conducted both sets of comparisons excluding and including EEGs and egg-associated GO terms. We used Fisher's exact test to assess the degree of overlap between gene lists or enriched GO term lists as previously described (Comparison of DEGs and Enriched GO Terms between B. terrestris Studies section).

### Behavioral–Morphological Caste Homology Hypothesis Tests

To test BMCH hypothesis prediction 1, we compared DEGs and enriched GO terms between fat body and ovary in ovary-active workers (with EEGs either excluded or included) in the current study and queen-destined *B. terrestris* larvae (mid- and late-instar) in Collins et al. (2021), resulting, for each of the set of DEGs and GO terms, in two possible comparisons involving fat body, two involving ovary with EEGs excluded, and two involving ovary with EEGs included. Similarly, to test BMCH hypothesis prediction 2, we compared DEGs and enriched GO terms between fat body and ovary in ovary-inactive workers in the current study and worker-destined *B. terrestris* larvae (mid- and late-instar) in Collins et al. (2021), resulting, for each of the set of DEGs and GO terms, in two possible comparisons involving fat body and two involving ovary. For both predictions, we compared fat body and ovary separately to the larval data because Collins et al. (2021) used whole larvae (in pools) rather than specific tissues.

To standardize comparisons, we reanalyzed the mRNA-seq data from Collins et al. (2021) with the bioinformatics pipeline used in the current study. We downloaded raw mRNA-seq files for Collins et al. (2021) from NCBI GEO (accession number: GSE90751) and determined DEGs as described above (Brain, Fat Body, and Ovary Sequencing Experiment Analysis section) and in supplementary fig. S16 and tables S49 to S51, Supplementary Material online. We used *D. melanogaster* single-copy orthologs for *B. terrestris* DEGs for GO enrichment analysis as described above (GO Enrichment Analysis section) and in supplementary table S52, Supplementary Material online. We tested for overlaps in DEGs and enriched GO terms using Fisher's exact test as previously described (Comparison of DEGs and Enriched GO Terms between B. terrestris Studies section).

## Supplementary Material

evae269_Supplementary_Data

## Data Availability

All sequencing data generated by this article have been deposited in the National Center for Biotechnology Information's (NCBI's) Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/ and are available under series accession number GSE93274. The custom code used for the analyses is available at https://github.com/davidprince84/Prince-et-al_NE-L006758-1_exp1a_mRNA-seq_scripts.

# Supplementary material for: Molecular Basis of Eusocial Complexity: The Case of Worker Reproductivity in Bees
**Source:** Genome Biol Evol. 2024 Dec 12;16(12):evae269. doi: 10.1093/gbe/evae269
**Supplement:** evae269_Supplementary_Data

Supplementary Material for:

Molecular basis of eusocial complexity: the case of worker reproductivity in bees

David C. Prince*, Anders Wirén, Timothy J. Huggins, David H. Collins, Tamas Dalmay, Andrew F. G. Bourke

**This file includes:**

Supplementary Methods

Supplementary Results

Supplementary References

Supplementary Figures S1 – S16

**Supplementary Methods**

**Bumble bee colony rearing**

For the brain, fat body and ovary sequencing experiment, we obtained 12 colonies (mean ± SD number of workers = 22 ± 9) from Biobest Belgium NV on 22 October 2014. To generate an additional pool of brain tissue, we obtained additional batches of 12 colonies (mean ± SD number of workers = 27 ± 12) and 15 colonies (mean ± SD number of workers = 16 ± 5) on 12 March 2015 and 2 April 2015, respectively, both from Biobest Belgium NV. For the egg sequencing experiment, we obtained three colonies from Biobest UK Ltd on 27 June 2016.

**Sample collection**

Brain, fat body and ovary sequencing experiment

We monitored colonies daily for callow (i.e. newly-eclosed) workers and all such workers were individually marked on the day they were detected with a numbered and coloured plastic disk (Swienty, Sønderborg, Denmark) glued to the thorax. Worker age was then defined as the number of days since marking, i.e. eclosion. We identified the competition point (date of first worker egg laying) for each colony by observing the colony every 1-2 days in two scans per day of three minutes per scan. Following Duchateau et al. (2004), a colony was considered to have passed the competition point when at least one of the following criteria was observed: 1) multiple open egg cells; 2) egg-eating by queen or workers; 3) aggression between queen and workers; or 4) egg-laying by workers. Once the competition point for a colony had been reached, we monitored workers daily in short observation bouts (5-10 min per day) to identify marked workers that were either a) seen to lay eggs or b) never seen to lay eggs. This was to screen for workers likely to be ovary-active or ovary-inactive, as confirmed by later dissection.

We conducted dissections under a stereomicroscope (Leica MZ6 microscope with Leica CLS 150X light source (Leica Microsystems, Milton Keynes, UK)) using a scalpel (No. 10, Swann Morton Limited, Sheffield, UK) and fine forceps (cleaned with RNAse Zap (Sigma-Aldrich, Gillingham, UK)). We dissected brains by removing the back of each worker's head with a scalpel, gently removing the brain with fine forceps, and then removing any attached glandular or muscle tissue. We dissected fat bodies by scraping from the inner wall of the abdominal cuticle while avoiding other tissues. We removed ovaries with fine forceps.

Egg sequencing experiment

To sample worker-laid eggs, we established microcolonies (n = 35) each containing three *B. t. audax* workers of unknown age randomly selected from the same colony (with each of three source colonies contributing, respectively, 12, 12 and 11 microcolonies in total). We placed eggs in batches in 2 ml microcentrifuge tubes (range of 4-9 eggs per batch), flash frozen in liquid nitrogen within 5 minutes of collection and stored at -80^o^C. We collected eggs from 12 of the 35 microcolonies over three different days (3, 4 and 5 August 2016) to yield a total of 85 worker-laid eggs each 0-1 h old (mean [range] number of eggs sampled per microcolony = 7.1 [3-10]) originating from all three source colonies.

**RNA extraction, library construction and sequencing**

Brain, fat body and ovary sequencing experiment

We conducted preliminary RNA extractions that suggested that 6-7 worker brains (the smallest of the three tissues used) was the minimum number needed to yield the 2.2 µg RNA recommended by the sequencing provider for mRNA-seq. Therefore, for all three tissues, we divided samples into pools each formed from tissues of 7 individual workers from 4 to 6 colonies per pool. This resulted in six pools, with pools one to three derived from ovary-active worker samples and pools four to six derived from ovary-inactive worker samples. In the case of pools four and five of brains of ovary-inactive workers, the RNA extracted was insufficient in quantity for library construction. We combined these two pools to form a new sample with sufficient RNA and a further brain sample was generated from 7 individual brains of ovary-inactive workers from 6 colonies obtained on 12 March 2015 and 2 April 2015 (pool 7). We paired pools by age with pool 1 being paired with pool 4, pool 2 being paired with pool 5 and pool 3 being paired with pool 6 in fat body and ovary. In brain, we paired pool 1 with pool 7, pool 2 was paired with pools 4 and 5 combined, and pool 3 was paired with pool 6. Details of ages, colonies and ovary-activation scores for each worker used for sequencing are available in Table S27.

To extract total RNA from a given tissue, we ground samples consisting of the pooled worker tissues in liquid nitrogen in 2 ml tubes using plastic 2 ml pestles (Eppendorf, Stevenage, UK), and suspended the powder in Tri-reagent (Ambion, Thermo Fisher Scientific, Loughborough, UK). We vortexed the samples and then centrifuged for 1.5 minutes. We removed supernatants to a fresh tube and, following the addition of an equal volume of 100% ethanol, we mixed the samples by vortexing. We bound the samples to the columns in the Direct-zol^TM^ RNA extraction kit (Zymo Research, Irvine, CA, USA). We followed the kit protocol, including a 15 minute on-column DNase treatment, finally eluting the column twice with the same 26 µl volume of DNase/RNase-free water. We carried out an additional DNase treatment using Turbo^TM^ DNase (Ambion) according to the manufacturer's protocol. We assessed RNA quantity and quality by agarose gel and Nanodrop 8000 (Thermo Fisher Scientific). The sequencing provider (Edinburgh Genomics) also assessed RNA quantity and quality with a 2200 TapeStation (Agilent, Cheadle, UK). RNA quantity (≥ 1.2 µg) and quality (A260/280 > 1.9, RIN ≥ 7.0 (RIN provided in TapeStation output)) were satisfactory for all samples except two of the initial brain samples from ovary-inactive workers, which did not contain sufficient RNA and hence were pooled as described above*.*

Egg sequencing experiment

We made two samples from the worker-laid eggs, each sample consisting of eight eggs from each of the three different collection days (i.e. 24 eggs per sample in total). We collected the 24 eggs for one sample from 6 different microcolonies originating from 3 source colonies, and the eggs for the other samples from 7 different microcolonies originating from 2 source colonies. We extracted RNA as described above (in 'Brain, fat body and ovary sequencing experiment'), finally eluting the Direct-zol^TM^ columns twice with the same 27 µl volume of DNase/RNase-free water. We assessed RNA quality by Nanodrop 8000 (Thermo Fisher Scientific), and the samples were found to have low 260/230 ratios. Therefore, we purified the RNA using the RNA Clean and Concentrator^TM^ -5 kit (Zymo Research), finally eluting the columns with 15 µl of DNase/RNase-free water. We carried out an additional DNase treatment using Turbo^TM^ DNase according to the manufacturer's protocol. We assessed RNA quantity and quality by agarose gel and Nanodrop 8000 (Thermo Fisher Scientific). The sequencing provider (BaseClear) assessed RNA quantity and quality with a Bioanalyzer 2100 (Agilent) and found the quality and quantity to be satisfactory for both samples (quantity >1.2 µg, A260/280 > 1.9, RIN not provided in Bioanalyzer output).

**Bioinformatic analysis**

Egg sequencing experiment analysis

We searched lists of ovary-active worker DEGs in ovary for the presence of genes expressed in worker-laid eggs and removed these genes to create the list of ovary-active worker DEGs in ovary with egg-expressed genes excluded (main text, 'Egg Sequencing Experiment Analysis'). However, we did not remove egg-expressed genes from lists of ovary-inactive worker DEGs in ovary. This was because, given ovary of ovary-inactive workers contains no eggs, these genes were more highly expressed in inactive ovaries than in active ovaries despite any expression in active ovaries that derived from the presence of eggs in the latter, and therefore were not potentially confounding.

**Comparison of DEGs and enriched GO terms between *B. terrestris* studies**

We used FastQC v0.11.9 (Andrews 2010) to examine a range of quality measures including base quality and potential adapter contamination in each sample from Harrison et al. (2015), with the results indicating that the sequencing files were of good quality (data not shown). We aligned reads from Harrison et al. (2015) against the *Bombus terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa) (Sadd et al. 2015) using HISAT2 v2.1.0 (Kim et al. 2015) and recorded mapping statistics (Table S30).

We pseudoaligned reads from Harrison et al. (2015) to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray et al. 2016) (Table S31) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts for each gene. We used these estimated counts for differential expression analysis in R (v4.1.3) (R Core Team 2018) with the DESeq2 package v1.34.0 (Love et al. 2014) using an FDR adjusted *p-*value threshold of 0.05 and the model ~ condition where condition was a categorical factor denoting the ovary-activation status of the worker ('ovary-active' or 'ovary-inactive'). We produced boxplots of the normalised count data and principal component analysis (PCA) from DESeq2 for each tissue to check normalisation and library clustering, respectively (Figure S12). The subsequent PCA plot revealed that samples clustered by ovary-activation status of the worker, except library OI_C09, which clustered with ovary-active worker libraries rather than ovary-inactive worker libraries (as was noted by Harrison et al. (2015)). Therefore, library OI_C09 was excluded from further analysis and the differential expression analysis for Harrison et al. (2015) repeated, and a new boxplot and PCA produced (Figure S12C, D). Details of gene expression, including differentially expressed genes, can be found in Table S32.

We performed Gene ontology (GO) enrichment analysis for the DEGs from Harrison et al. (2015) as described for DEGs from the current study in the main text, 'Materials and Methods, GO Enrichment Analysis'. Details of the GO terms shown to be enriched can be found in Table S33.

**Comparison of gene expression differences associated with worker reproductivity in *Bombus* vs. *Apis***

Differentially expressed genes

Details of how ovary data from the current study were analyzed are available in the main text (Brain, Fat Body, and Ovary Sequencing Experiment Analysis). We used FastQC v0.11.9 (Andrews 2015) to examine a range of quality measures including base quality and potential adapter contamination in each sample from Duncan et al. (2020), Galbraith et al. (2016) and combined fat body and ovary from the current study. The FastQC results from Duncan et al. (2020) and combined fat body and ovary from the current study indicated that the sequencing files were of good quality (data not shown). However, the FastQC results for Galbraith et al. (2016) (Supplementary file S5) indicated several concerns: all of the files containing read 2 of the paired reads experienced a decrease in quality between position 54 and 60 in the read; this correlated with a large increase in the percentage of bases called as N (i.e. the base could not be accurately determined) in this position; and many files included an increased number of over-represented sequences. We aligned reads from Duncan et al. (2020) and Galbraith et al. (2016) against the *Apis mellifera* genome (Apis_mellifera.Amel_HAv3.1.dna.toplevel.fa.gz) (Wallberg et al. 2019) and reads from combined fat body and ovary from the current study against the *Bombus terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa) (Sadd et al. 2015) using HISAT2 v2.1.0 (Kim et al. 2015) and recorded mapping statistics (Tables S34, S35 and S41). Very few paired reads from Galbraith et al. (2016) mapped uniquely (less than 1% of any library, Table S35), therefore all files containing read 1 of the pairs were mapped as single-end reads (due to the quality issue identified by FastQC in the read 2 files). This led to good overall alignment rates (>80%) in all but three samples: OA_8820, OA_882c and OI_882k (Table S36). However, most samples contained a high proportion of multi-mapping reads (>15%, compared to a maximum in Duncan et al. (2020) of ~5%, Tables S34, S36).

We pseudoaligned reads from Duncan et al. (2020) and read 1 of the pairs as single-end reads from Galbraith et al. (2016) against the *A. mellifera* transcriptome (Apis_mellifera.Amel_HAv3.1.cdna.all.fa.gz) and reads from combined fat body and ovary from the current study to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray et al. 2016) (Tables S37, S38 and S42) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts for each gene. We used these estimated counts for differential expression analysis in R (v4.1.3) (R Core Team 2018) with the DESeq2 package v1.34.0 (Love et al. 2014) using an FDR adjusted p-value threshold of 0.05 and the model ~ condition where condition was a categorical factor denoting the ovary-activation status of the worker ('ovary-active' or 'ovary-inactive'). We produced boxplots of the normalised count data and principal component analysis (PCA) from DESeq2 for each tissue to check normalisation and library clustering, respectively (Figures S13 – S15). The subsequent PCA plots revealed that samples in Duncan et al. (2020) and combined fat body and ovary clustered by phenotype, and therefore no samples were excluded from further analysis. The PCA plot for Galbraith et al. (2016) revealed four samples that clustered with samples from the opposite phenotype (OI_875a, OI_888u, OA_894r and OA_894q). Analysis of the HISAT2 alignment and Kallisto pseudoalignment results (Tables S13, S15) identified four further samples with a HISAT2 overall alignment rate less than 90% and/or a Kallisto pseudoalignment rate less than 70% (OA_8820, OA_882c, OI_882k and OA_8754). Therefore, these eight samples (OI_875a, OI_888u, OA_894r, OA_894q, OA_8820, OA_882c, OI_882k and OA_8754) were excluded from further analysis and the differential expression analysis for Galbraith et al. (2016) repeated, and a new boxplot and PCA produced (Figure S14C, D). Details of gene expression, including differentially expressed genes, can be found for Duncan et al. (2020), Galbraith et al. (2016) and combined fat body and ovary from the current study in Tables S39, S40 and S43, respectively.

Determining genes expressed in *Apis mellifera* haploid eggs

We aligned reads from Pires et al. (2016) against the *Apis mellifera* genome (Apis_mellifera.Amel_HAv3.1.dna.toplevel.fa.gz) (Wallberg et al. 2019) using HISAT2 v2.1.0 (Kim et al. 2015) and recorded mapping statistics (Table S44).

We pseudoaligned reads from Pires et al. (2016) against the *A. mellifera* transcriptome (Apis_mellifera.Amel_HAv3.1.cdna.all.fa.gz) with Kallisto v0.46.1 (Bray et al. 2016) (Table S22) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts as 'scaledTPM' for each gene. The counts were transformed using the zFPKM transformation (Hart et al. 2013) in the zFPKM package v1.16.0 (Ammar and Thompson 2021) in R (v4.1.3) (R Core Team 2018). As recommended by Hart et al. (2013), genes in haploid eggs were considered expressed if the zFPKM transformed estimate count value was greater than -3 (Table S46). The lists of differentially expressed genes (DEGs) more expressed in ovary of ovary-active workers from Duncan et al. (2020) and/or combined fat body and ovary of ovary-active workers from Galbraith et al. (2016) were then searched for the presence of genes expressed in *A. mellifera* haploid eggs.

**Behavioural-morphological caste homology hypothesis tests**

Differentially expressed genes

We aligned reads from Collins et al. (2021) against the *Bombus terrestris* genome (Bombus_terrestris.Bter_1.0.dna.toplevel.fa) (Sadd et al. 2015) using HISAT2 v2.1.0 (Kim et al. 2015) and recorded mapping statistics (Table S49).

We pseudoaligned reads from Collins et al. (2021) to the *B. terrestris* transcriptome (Bombus_terrestris.Bter_1.0.cdna.all.fa) with Kallisto v0.46.1 (Bray et al. 2016) (Table S50) and used the tximport package v1.22.0 (Soneson et al. 2016) in R (v4.1.3) (R Core Team 2018) to estimate transcript counts for each gene. We used these estimated counts for differential expression analysis in R (v4.1.3) (R Core Team 2018) with the DESeq2 package v1.34.0 (Love et al. 2014) using an FDR adjusted p-value threshold of 0.05 and the model ~ condition where condition was a categorical factor denoting the instar ('early', 'mid' or 'late') and caste ('queen-destined' or 'worker-destined') of the larvae. (We performed analyses on the early-instar larvae for completeness but report them only in Table S51, because, as described in the main text, *B. terrestris* early-instar larvae are totipotent, i.e. capable of following either a queen- or worker-destined caste pathway.) We produced boxplots of the normalised count data and principal component analysis (PCA) from DESeq2 for each tissue to check normalisation and library clustering, respectively (Figures S16). The subsequent PCA plots revealed that samples clustered by instar stage, and therefore all libraries were retained for further analysis. Details of gene expression, including differentially expressed genes, can be found in Table S51.

**Supplementary Results**

**Gene ontology (GO) enrichment analysis in *B. terrestris* for ovary-active worker DEGs with egg-expressed genes included**

In ovary, ovary-active worker DEGs with egg-expressed genes included were enriched for GO terms associated with 'protein localization/transport' (4/13 non-redundant terms) and 'metabolic process' (3/13 terms) (Table S10).

**Comparison of DEGs and enriched GO terms between *B. terrestris* studies**

The list of ovary-active worker DEGs in fat body from the current study did not significantly overlap (13.8% of current study genes, *p* = 0.468) with the list of ovary-active worker DEGs in whole body samples from Harrison et al. (2015), while the lists of ovary-inactive worker DEGs did significantly overlap (29.4% of current study genes, *p* < 0.001) across the two studies (Fig. S5, Tables S11, S12). The lists of both ovary-active and ovary-inactive worker DEGs in ovary from the current study significantly overlapped (26.2% of current study genes, *p* < 0.001; 17.8% of current study genes, *p* < 0.001, respectively) with the corresponding whole-body lists from Harrison et al. (2015) (Fig. S5, Tables S11, S12). Excluding egg-expressed genes from each study's ovary-active worker DEG list resulted in substantial reductions in the number of genes (ovary list in current study reduced by 86% (2,827 to 408 genes), whole-body list in Harrison et al. (2015) reduced by 96% (1,208 to 44 genes)) (Table 1). Comparing the ovary-active worker DEG lists excluding egg-expressed genes still yielded significant overlap (7.6% of current study genes, *p* < 0.001) of DEGs from the current study and Harrison et al. (2015) (Fig. S5, Tables S11, S12).

In comparisons of enriched GO terms across fat body or ovary from the current study and Harrison et al. (2015), no overlap was present for ovary-active workers in ovary (0% of current study GO terms, *p* = 1) but significant overlaps were present for ovary-inactive workers in both fat body (28.1% of current study GO terms, *p* < 0.001) and ovary (20% of current study GO terms, *p* < 0.001) (Fig. S6, Tables S13, S14). Comparison was not possible using the ovary-active worker DEGs in fat body lists, or the ovary-active worker DEGs in ovary lists with egg-expressed genes excluded, as no GO terms were enriched in these gene lists for the current study (fat body) or Harrison et al. (2015) (ovary of ovary-active worker with egg-expressed genes excluded) (Fig. S6, Tables S13, S14). Overall, therefore, results from the current study and that of Harrison et al. (2015) were broadly congruent at the gene level, including for ovary with egg-expressed genes excluded, and in terms of GO enrichment.

**Comparison of gene expression differences associated with worker reproductivity in *Bombus* vs. *Apis***

Comparison of DEGs between *B. terrestris* and *A. mellifera* for ovary-active worker DEGs with egg-expressed genes included

Comparing DEGs from ovary in the current study to DEGs from *A. mellifera* ovary in Duncan et al. (2020) revealed no significant overlap in ovary-active worker DEGs with egg-expressed genes included (29.7% of current study genes, *p* = 0.047 (adjusted *p* value threshold for significance = 0.017), Fig. S1A**,** Tables S15, S16). Comparing DEGs from combined fat body and ovary in the current study to DEGs from *A. mellifera* combined fat body and ovary in Galbraith et al. (2016) revealed no significant overlap in ovary-active worker DEGs with egg-expressed genes included (18.5% of current study genes, *p* = 0.070, Fig. S1B**,** Tables S15, S16). For ovary-active worker DEGs with egg-expressed genes included, there were 336 overlapping DEGs between the current study and both *A. mellifera* studies (Table S19).

Among the DEGs expressed in both *B. terrestris* and *A. mellifera* eggs was a gene involved in reproduction in workers of the 'anarchist' *A. mellifera* lineage, *Anarchy* (Ronai et al. 2016) (*Bombus LOC100644134* and *Apis LOC551241*). The 'anarchy' syndrome in this *A. mellifera* lineage is characterised by high and unregulated levels of queenright worker egg-laying (Ronai et al. 2016). However, in worker ovary, *Anarchy* showed opposite patterns of differential expression between *B. terrestris* and *A. mellifera*, being more highly expressed in ovary of *B. terrestris* ovary-active workers than ovary-inactive ones but more highly expressed in ovary of *A. mellifera* ovary-inactive workers than ovary-active ones. 

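LOC100644134 had a normalized count in ovary of 7468 ± 1735 (SD, n = 3 pools) in ovary-active and 2570 ± 534 (SD, n = 3) in ovary-inactive B. terrestris workers, a log2 fold change of 1.53 (standard error 0.21, adjusted p = 9.5e-04 from limma with Benjamini-Hochberg adjustment). It was called with each library left out in turn, with log2 fold changes between 1.36 and 1.69. The log2 fold change was 0.17 in fat body (adjusted p = 0.367 from limma) and -0.04 in brain (adjusted p = 1 from limma), neither larger than the spread between replicates. The effect differed between fat body and ovary (interaction, adjusted p = 0.00188 from limma). In the egg libraries the gene was an EEG, with estimated counts of 28801 and 32100.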

The *A. mellifera* data are consistent with previous information regarding *Anarchy* in this species (Ronai et al. 2016). The *B. terrestris* data suggest that *Anarchy* does not play a corresponding role in *Bombus*, although it cannot be ruled out that the *B. terrestris* data stem from the expression of *Anarchy* in eggs.

Comparison of enriched GO terms between *B. terrestris* and *A. mellifera* for ovary-active worker DEGs with egg-expressed genes included

Comparing enriched GO terms from ovary in the current study to enriched GO terms from *A. mellifera* ovary in Duncan et al. (2020) revealed no significant overlap in GO terms enriched in ovary-active worker DEGs with egg-expressed genes included (0% of current study enriched GO terms, *p* = 1, Fig. S2A**,** Tables S20, S21). Comparing enriched GO terms from combined fat body and ovary in the current study to enriched GO terms from *A. mellifera* combined fat body and ovary in Galbraith et al. (2016) also revealed no significant overlap in GO terms enriched in ovary-active worker DEGs with egg-expressed genes included (0% of current study enriched GO terms, *p* = 1, Fig. S2B, Tables S22, S23).

**Behavioural-morphological caste homology (BMCH) hypothesis tests**

Comparison of DEGs between *B. terrestris* workers and larvae for ovary-active worker DEGs with egg-expressed genes included

As regards BMCH hypothesis prediction 1 at the gene level, the results showed significant absence of overlap between DEGs from ovary of ovary-active workers with egg-expressed genes included and queen-destined larvae in mid instars (*p* = 0.001, Fig. S3A), and no significant overlap in late instars (Fig. S3B) (Tables S24, S25).

Comparison of enriched GO terms between *B. terrestris* workers and larvae for ovary-active DEGs with egg-expressed genes included

As regards BMCH hypothesis prediction 1 at the GO level, comparing enriched GO terms derived from DEGs in the current study from ovary of ovary-active workers with egg-expressed genes included and queen-destined larvae showed no significant overlap for either mid or late instars (0% of current study enriched GO terms, *p* = 1 in both cases) (Fig. S4, Table S26).

**Summary of effects on comparisons of excluding or including egg-expressed genes**

The exclusion or inclusion of egg-expressed genes in comparisons using gene lists from ovary of workers potentially created differences in the outcomes of comparisons involving ovary of ovary-active workers only, because ovary of worker-inactive workers contains no eggs (see above, 'Egg sequencing experiment analysis'). To summarise these differences for the comparisons of gene expression between *Bombus* and *Apis*: the comparisons of ovary-active worker DEGs with egg-expressed genes excluded found significant overlap in 2/2 comparisons (main text, 'Comparison of DEGs between *B. terrestris* and *A. mellifera*'), whereas the comparisons of ovary-active worker DEGs with egg-expressed genes included found significant overlap in 0/2 comparisons (see above, 'Comparison of gene expression differences associated with worker reproductivity in *Bombus* vs. *Apis*'); comparisons of enriched GO terms from ovary-active worker DEGs with egg-expressed genes excluded were not possible (because of a lack of enriched GO terms in the two *A. mellifera* studies when egg-expressed genes were excluded) (main text, 'Comparison of Enriched GO Terms between *B. terrestris* and *A. mellifera*'), and the comparisons of enriched GO terms from ovary-active worker DEGs with egg-expressed genes included found significant overlap in 0/2 comparisons (see above, 'Comparison of gene expression differences associated with worker reproductivity in *Bombus* vs. *Apis*').

Therefore, the effect of excluding egg-expressed genes was to strengthen the support for overlaps between genes and gene pathways associated with worker reproductivity in *Bombus* vs. *Apis*. However, overall support for significant overlaps in this context between the taxa remained whether egg-expressed genes were excluded or not, because the comparisons of ovary-inactive worker DEGs found significant overlap in 1/2 comparisons (main text, 'Comparison of DEGs between *B. terrestris* and *A. mellifera*') and comparisons of enriched GO terms from ovary-inactive worker DEGs found significant overlap in 2/2 comparisons (main text, 'Comparison of Enriched GO Terms between *B. terrestris* and *A. mellifera*'), with (as above) both these sets of comparisons being unaffected by the exclusion or inclusion of egg-expressed genes.

Similarly, to summarise such differences for the tests of the BMCH hypothesis (with the exclusion or inclusion of egg-expressed genes affecting prediction 1 only, as prediction 2 involved comparing ovary-inactive workers to worker-destined larvae): as regards prediction 1 at the gene level, the results showed significant overlap between DEGs from ovary of ovary-active workers with egg-expressed genes excluded and queen-destined larvae in 2/2 comparisons (main text, 'Comparison of DEGs between *B. terrestris* Workers and Larvae'), whereas, comparing DEGs from ovary of ovary-active workers with egg-expressed genes included and queen-destined larvae, they showed significant non-overlap in 1/1 comparisons and significant overlap in 0/1 comparisons (see above, 'Behavioural-morphological caste homology (BMCH) hypothesis tests'); as regards prediction 1 at the GO level, testing for significant overlap in enriched GO terms derived from DEGs from ovary of ovary-active workers with egg-expressed genes excluded and queen-destined larvae was not possible, since DEGs with egg-expressed genes excluded for both instars of queen-destined larvae were not enriched for any GO terms (main text, 'Comparison of Enriched GO Terms between *B. terrestris* Workers and Larvae'), and the results showed significant overlap in enriched GO terms derived from DEGs from ovary of ovary-active workers with egg-expressed genes included and queen-destined larvae in 0/2 comparisons (see above, 'Behavioural-morphological caste homology (BMCH) hypothesis tests').

Therefore, as regards prediction 1 of the BMCH hypothesis, at the gene level the results with egg-expressed genes excluded provided support for the prediction, whereas results with egg-expressed genes included did not support it. Indeed the latter results were arguably counter to it by suggesting different DEGs underpin the ovary-active worker phenotype in worker ovary and the queen-destined pathway in mid-instar female larvae; however, this finding may have been less reliable because excluding egg-expressed genes resulted in the more conservative gene set (main text, 'Conclusions'). At the gene ontology level, including egg-expressed genes rendered tests possible and returned findings of no significant overlaps, which, although this outcome may again have been less reliable, was consistent with the findings of the tests of prediction 2 (unaffected by exclusion or inclusion of egg-expressed genes) at the gene ontology level that the BMCH hypothesis was not supported at this level (main text, 'Discussion, Behavioural-Morphological Caste Homology Hypothesis Tests').

**Supplementary References**

Ammar, R. and Thompson, J. 2021. zFPKM: A suite of functions to facilitate zFPKM transformations. <https://github.com/ronammar/zFPKM/>.

Andrews, S. 2015. FastQC: a quality control tool for high throughput sequence data., Babraham Bioinformatics.

Bray, N. L., Pimentel, H., Melsted, P. and Pachter, L. 2016. Near-optimal probabilistic RNA-seq quantification. *Nature Biotechnology* **34**(5):525-527 10.1038/nbt.3519.

Collins, D. H. et al. 2021. Gene expression during larval caste determination and differentiation in intermediately eusocial bumblebees, and a comparative analysis with advanced eusocial honeybees. *Molecular Ecology* **30**(3):718-735 <https://doi.org/10.1111/mec.15752>.

Duchateau, M. J., Velthuis, H. H. W. and Boomsma, J. J. 2004. Sex ratio variation in the bumblebee *Bombus terrestris*. *Behavioral Ecology* **15**(1):71-82 10.1093/beheco/arg087.

Duncan, E. J., Leask, M. P. and Dearden, P. K. 2020. Genome architecture facilitates phenotypic plasticity in the honeybee (*Apis mellifera*). *Molecular Biology and Evolution* **37**(7):1964-1978 10.1093/molbev/msaa057.

Galbraith, D. A. et al. 2016. Testing the kinship theory of intragenomic conflict in honey bees (*Apis mellifera*). *Proceedings of the National Academy of Sciences* **113**(4):1020-1025 10.1073/pnas.1516636113.

Harrison, M. C., Hammond, R. L. and Mallon, E. B. 2015. Reproductive workers show queenlike gene expression in an intermediately eusocial insect, the buff-tailed bumble bee *Bombus terrestris*. *Molecular Ecology* **24**(12):3043-3063 10.1111/mec.13215.

Hart, T., Komori, H. K., LaMere, S., Podshivalova, K. and Salomon, D. R. 2013. Finding the active genes in deep RNA-seq gene expression studies. *BMC Genomics* **14**(1):778 10.1186/1471-2164-14-778.

Kim, D., Langmead, B. and Salzberg, S. L. 2015. HISAT: a fast spliced aligner with low memory requirements. *Nature Methods* **12**(4):357-360 10.1038/nmeth.3317.

Love, M. I., Huber, W. and Anders, S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* **15**(12):550 10.1186/s13059-014-0550-8.

Pires, C. V., Freitas, F. C. d. P., Cristino, A. S., Dearden, P. K. and Simões, Z. L. P. 2016. Transcriptome analysis of honeybee (*Apis mellifera*) haploid and diploid embryos reveals early zygotic transcription during cleavage. *PLoS ONE* **11**(1):e0146447 10.1371/journal.pone.0146447.

R Core Team. 2018. R: A language and environment for statistical computing. Vienna, Austria, R Foundation for Statistical Computing.

Ronai, I. et al. 2016. *Anarchy* is a molecular signature of worker sterility in the honey bee. *Molecular Biology and Evolution* **33**(1):134-142 10.1093/molbev/msv202.

Sadd, B. M. et al. 2015. The genomes of two key bumblebee species with primitive eusocial organization. *Genome Biology* **16**(1):76 10.1186/s13059-015-0623-3.

Soneson, C., Love, M. and Robinson, M. 2016. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Research* **4**([version 2; peer review: 2 approved].) <https://doi.org/10.12688/f1000research.7563.2>.

Wallberg, A. et al. 2019. A hybrid de novo genome assembly of the honeybee, *Apis mellifera*, with chromosome-length scaffolds. *BMC Genomics* **20**(1):275 10.1186/s12864-019-5642-0.

**Supplementary Figures**

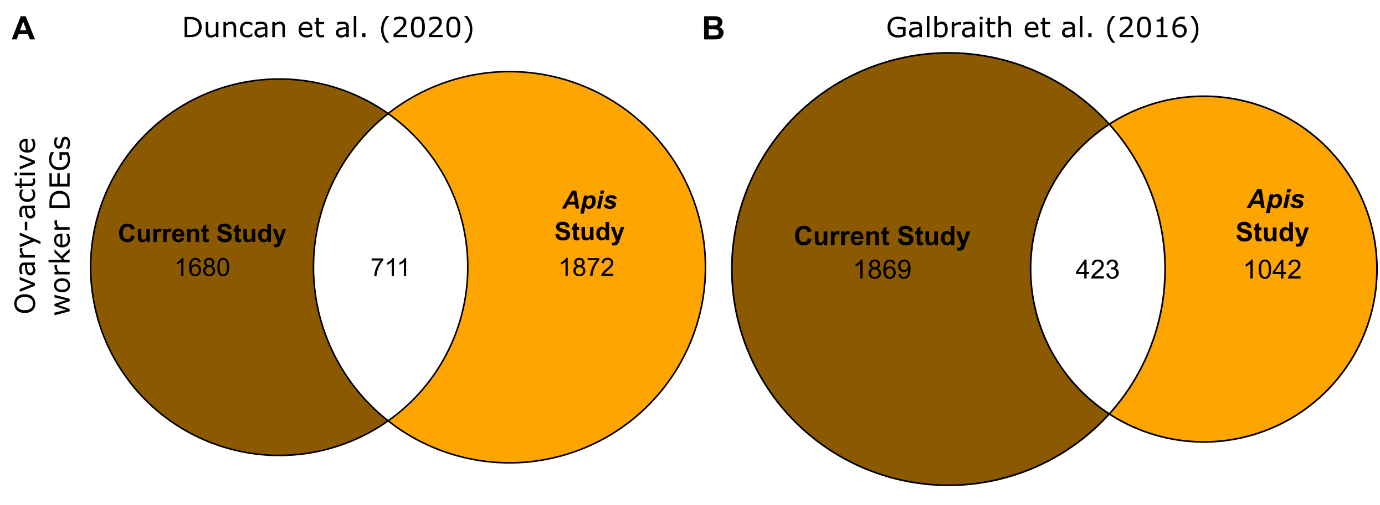

Figure S1. Comparison of gene expression in ovary of ovary-active workers with egg-expressed genes included between *Bombus terrestris* and *Apis mellifera* workers. Euler diagrams of overlaps in differentially expressed genes (DEGs) from mRNA-seq data for ovary-active vs. ovary-inactive workers between *B. terrestris* (current study) and *A. mellifera* (Duncan et al. (2020); Galbraith et al. (2016)) ('*Apis* study') for ovary-active worker DEGs in ovary with egg-expressed genes included and; **A,** Duncan et al. (2020); **B**, Galbraith et al. (2016). Numbers are number of DEGs in each category. Results of statistical tests are in Tables S15 and S17 and identities of DEGs are in Tables S16 and S18.

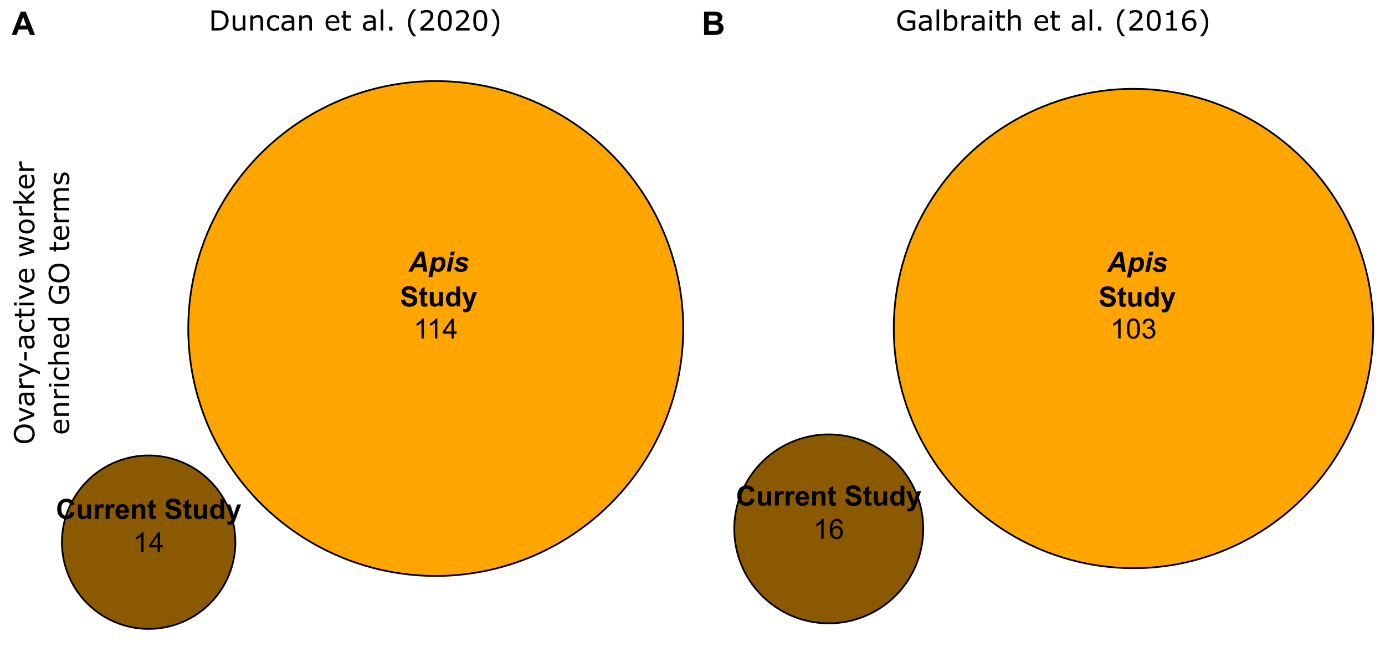

Figure S2. Comparison of gene ontology in ovary of ovary-active workers with egg-expressed genes included between *Bombus terrestris* and *Apis mellifera* workers. Euler diagrams of overlaps in enriched gene ontology (GO) terms derived from mRNA-seq data for ovary-active vs. ovary-inactive workers between *B. terrestris* (current study) and *A. mellifera* (Duncan et al. (2020); Galbraith et al. (2016)) ('*Apis* study') for ovary-active worker DEGs in ovary with egg-expressed genes included and; **A,** Duncan et al. (2020); **B**, Galbraith et al. (2016). Numbers are number of enriched GO terms in each category. Results of statistical tests are in Tables S20 and S22 and identities of GO terms are in Tables S21 and S23.

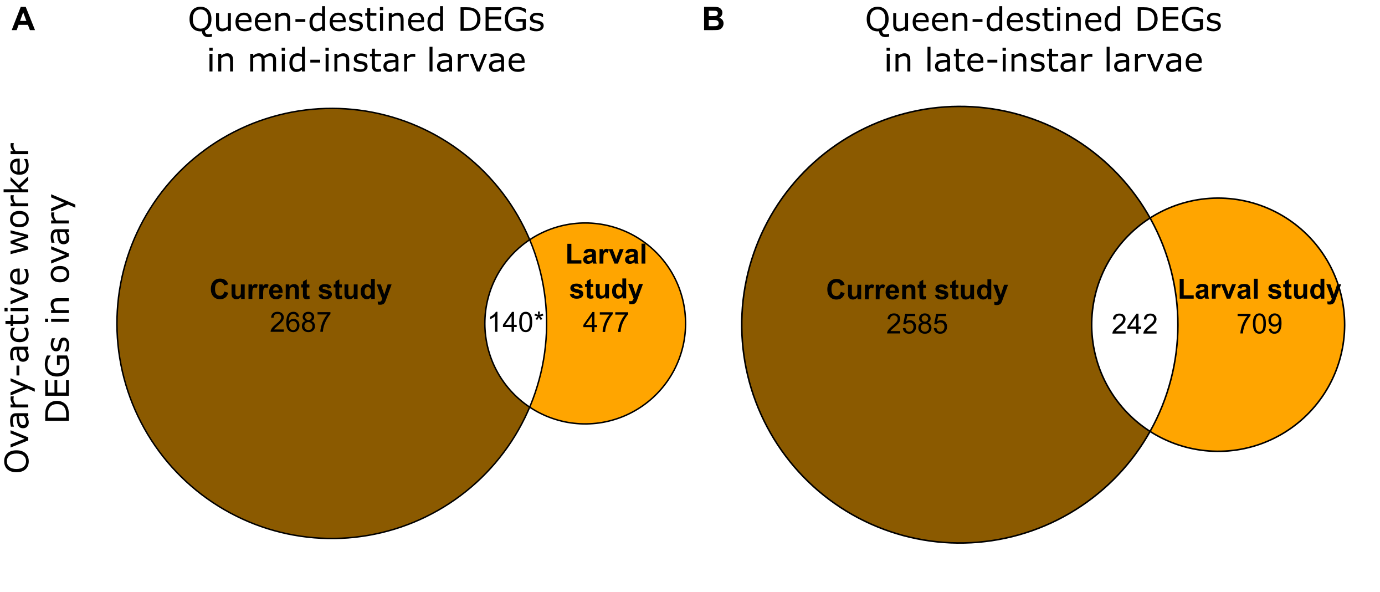

Figure S3. Comparison of gene expression in *Bombus terrestris* between ovary of ovary-active adult workers and queen-destined larvae with egg-expressed genes included (BMCH hypothesis prediction 1). Euler diagrams of overlaps between differentially expressed genes (DEGs) from mRNA-seq data in ovary (with egg-expressed genes included) in ovary-active vs. ovary-inactive *B. terrestris* workers (current study) and in mid and late-instars of queen-destined vs. worker-destined *B. terrestris* whole larvae (Collins et al. 2021) ('Larval study') for: **A**, mid-instar larvae; and **B**, late-instar larvae. Numbers are number of DEGs in each category. Asterisks (*), significant absence of overlap in DEGs (Fisher’s exact test, *p* < 0.05 after Bonferroni correction (adjusted *p* value threshold for significance = 0.0083)) Results of statistical tests are in Table S24.

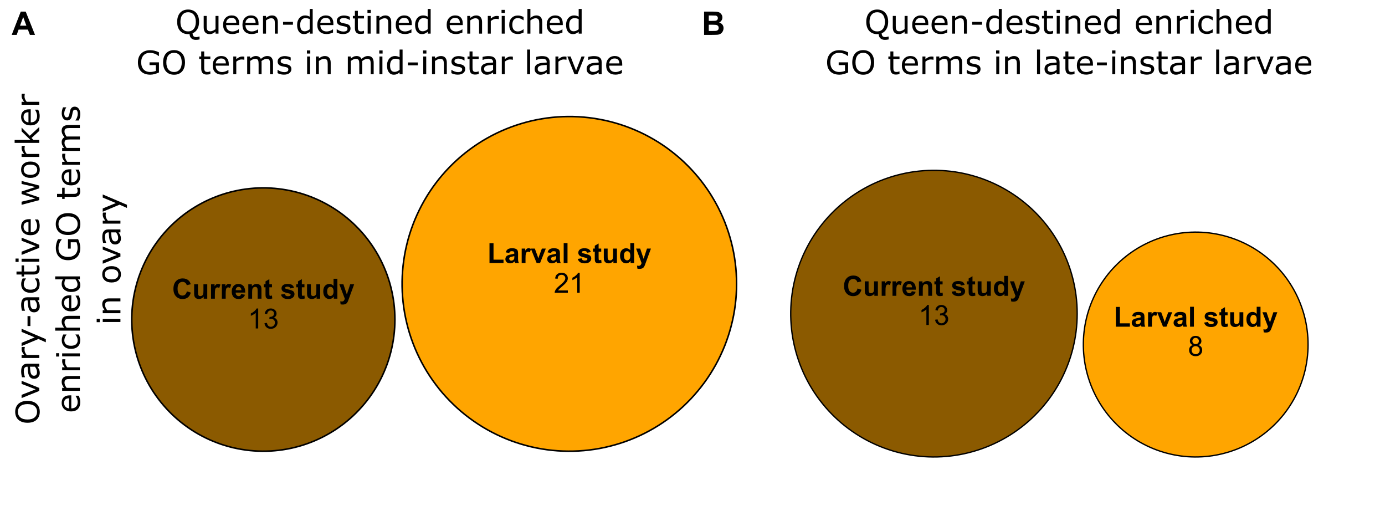

Figure S4. Comparison of gene ontology in *Bombus terrestris* between ovary of ovary-active adult workers and queen-destined larvae with egg-expressed genes included (BMCH hypothesis prediction 1). Euler diagrams of overlaps between enriched gene ontology (GO) terms from mRNA-seq data in ovary (with egg-expressed genes included) in ovary-active vs. ovary-inactive *B. terrestris* workers (current study) and in mid and late-instars of queen-destined vs. worker-destined *B. terrestris* whole larvae (Collins et al. 2021) ('Larval study') for : **A**, mid-instar larvae; and **B**, late-instar larvae. Numbers are number of DEGs in each category. Results of statistical tests are in Table S26.

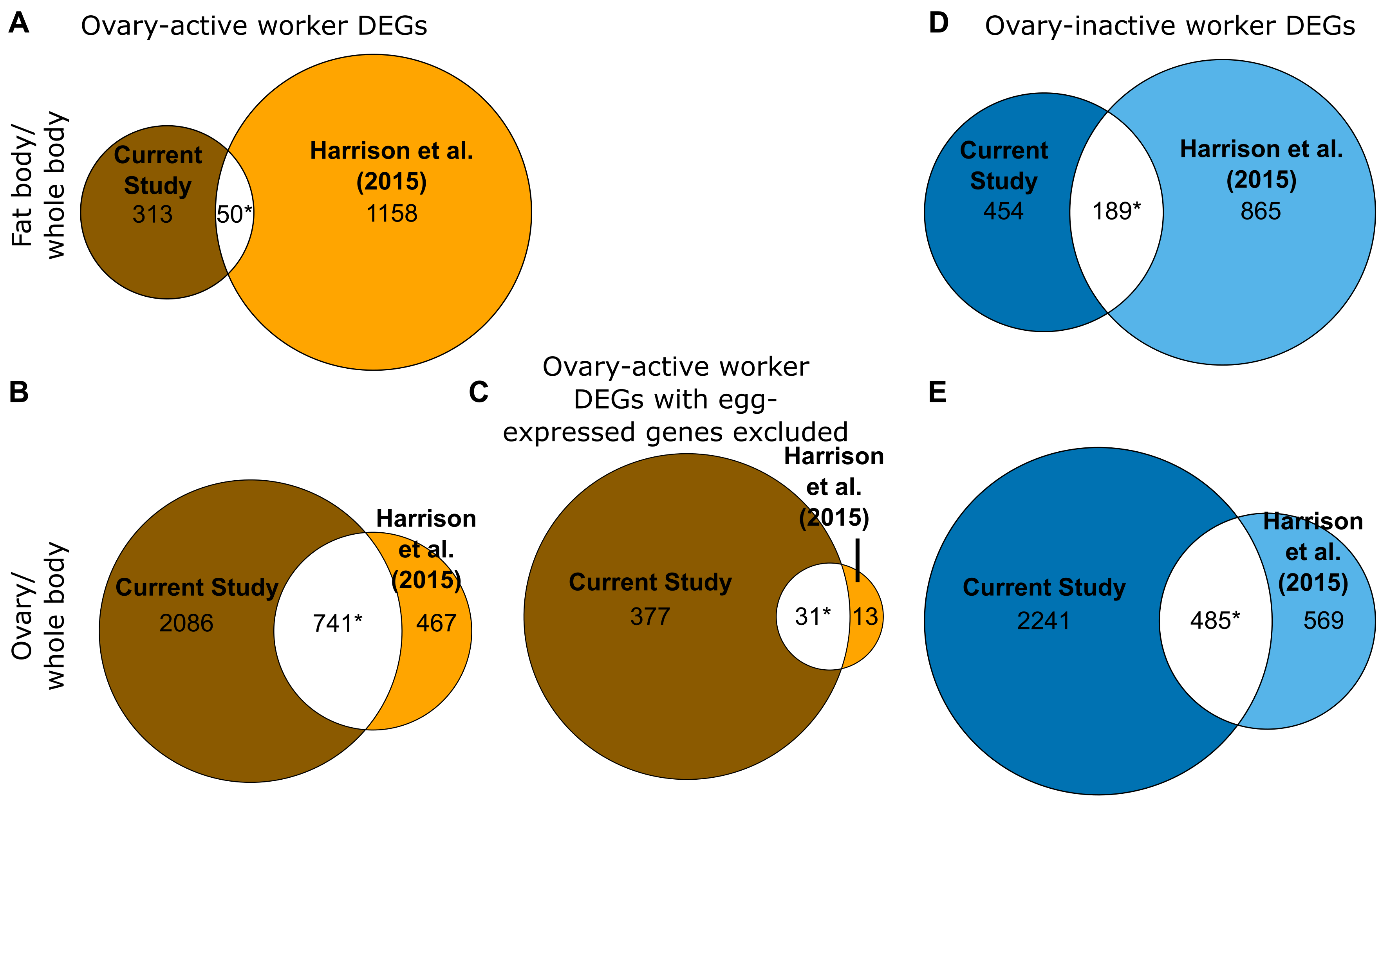

Figure S5. Overlap in genes differentially expressed between fat body or ovary of ovary-active and ovary-inactive *Bombus terrestris* workers in current study and whole bodies of ovary-active and ovary-inactive *B. terrestris* workers from Harrison et al. (2015). Euler diagrams of overlaps between differentially expressed genes (DEGs) for: **A, B**, ovary-active worker DEGs with egg-expressed genes included; **C**, ovary-active worker DEGs with egg-expressed genes excluded; and **D, E**, ovary-inactive worker DEGs. A, D, fat body from the current study vs. whole body from Harrison et al. (2015); B, C, E, ovary from the current study vs. whole body from Harrison et al. (2015). Numbers are number of DEGs in each category. Asterisks (*), significant overlap in DEGs (Fisher's exact test, *p* < 0.05 after Bonferroni correction (adjusted *p* value threshold for significance = 0.01)). Results of statistical tests are in Table S11 and identities of overlapping genes are in Table S12.

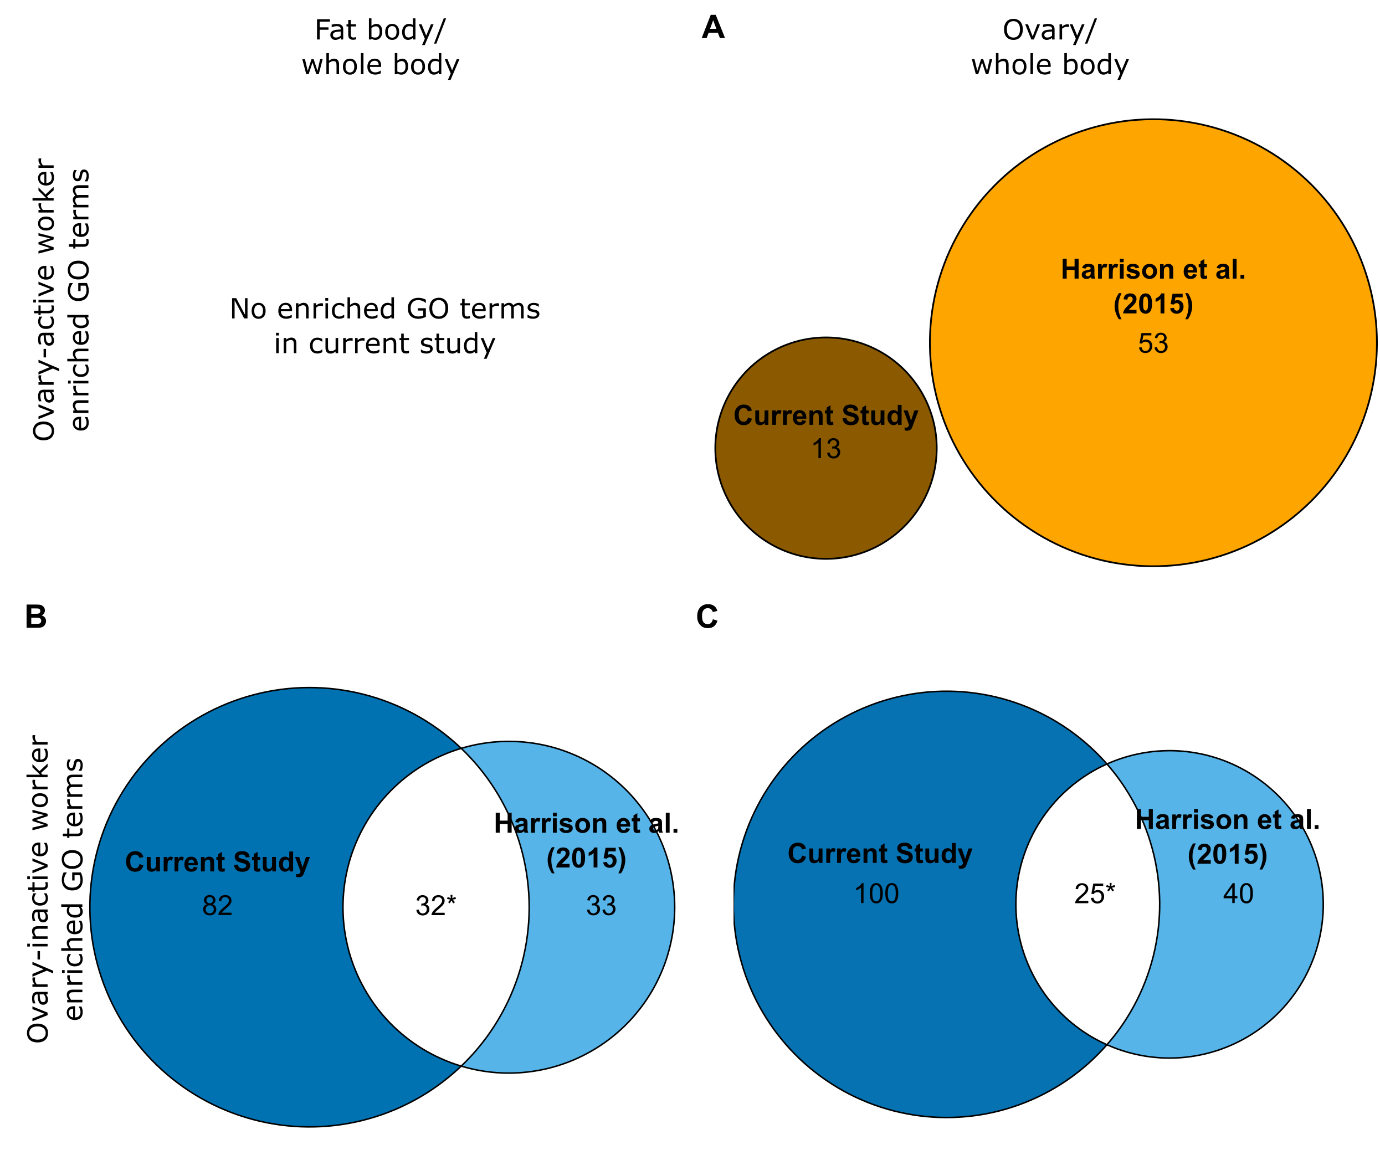

Figure S6. Overlap in enriched gene ontology terms between fat body or ovary of ovary-active and ovary-inactive *Bombus terrestris* workers in current study and whole bodies of ovary-active and ovary-inactive *B. terrestris* workers from Harrison et al. (2015). Euler diagrams of overlaps between enriched gene ontology (GO) terms for: **A**, ovary-active worker DEGs in ovary of the current study vs. whole body from Harrison et al. (2015); **B**, ovary-inactive worker DEGs in fat body of the current study vs. whole body from Harrison et al. (2015); and **C**, ovary-inactive worker DEGs in ovary of the current study vs. whole body from Harrison et al. (2015). Numbers are number of enriched GO terms in each category. Asterisks (*), significant overlap in enriched GO terms (Fisher's exact test, *p* < 0.05 after Bonferroni correction (adjusted *p* value threshold for significance = 0.01)). Results of statistical tests are in Table S13 and identities of overlapping enriched GO terms are in Table S14.

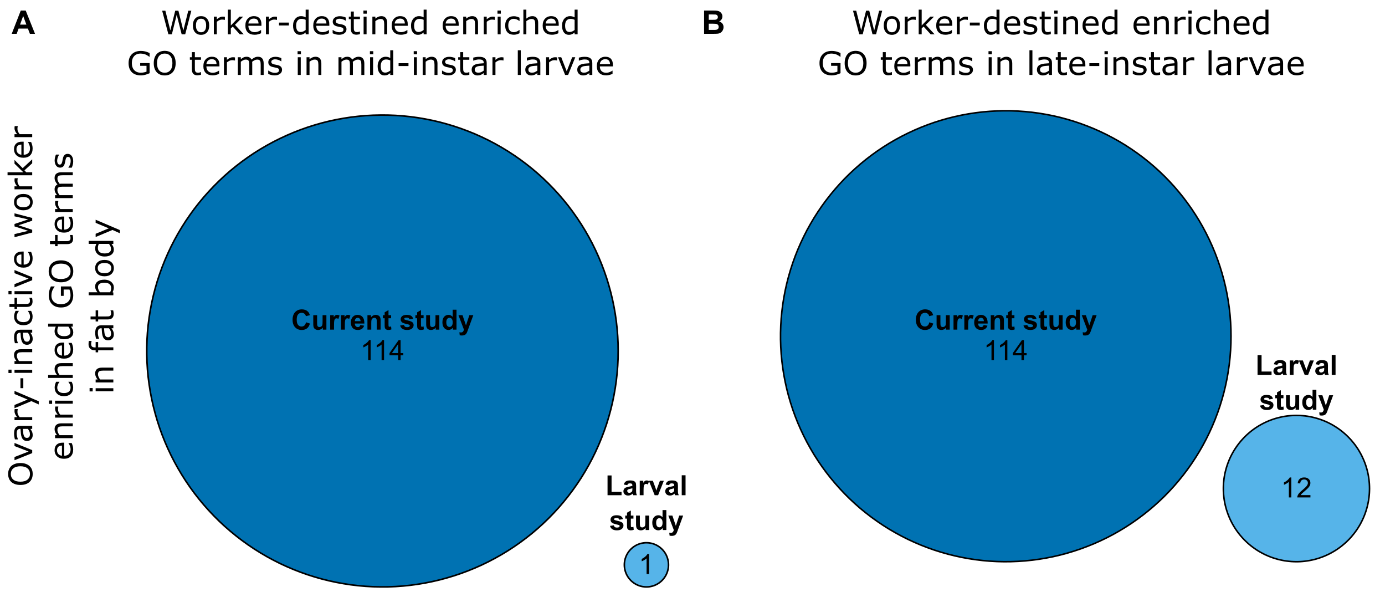

Figure S7. Comparison of enriched gene ontology terms in fat body of *Bombus terrestris* ovary-inactive adult workers and worker-destined larvae (BMCH hypothesis prediction 2). Euler diagrams of overlaps between enriched gene ontology (GO) terms from mRNA-seq data in fat body in ovary-active vs. ovary-inactive *B. terrestris* workers (current study) and: **A**, mid-instar larvae; and **B**, late-instar larvae from Collins et al. 2021 ('Larval study'). Numbers are number of enriched GO terms in each category. Results of statistical tests are in Table S26.

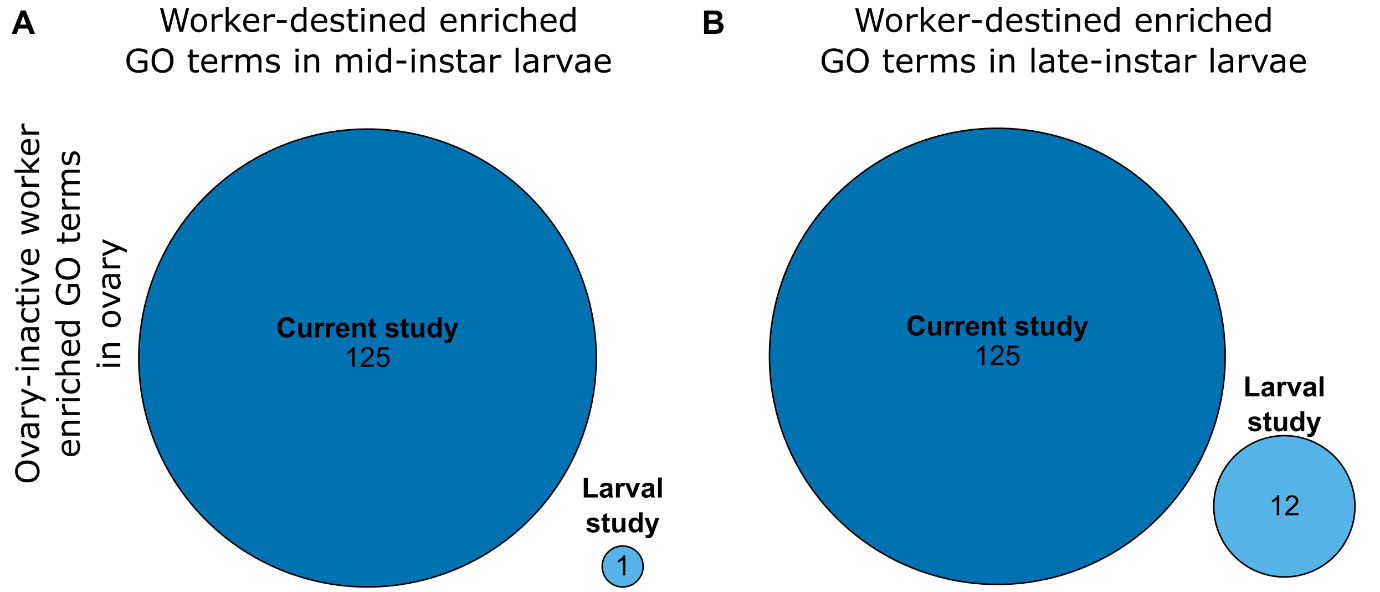

Figure S8. Comparison of enriched gene ontology terms in ovary of *Bombus terrestris* ovary-inactive adult workers and worker-destined larvae (BMCH hypothesis prediction 2). Euler diagrams of overlaps between enriched gene ontology (GO) terms from mRNA-seq data in ovary in ovary-active vs. ovary-inactive *B. terrestris* workers (current study) and: **A**, mid-instar larvae; and **B**, late-instar larvae from Collins et al. 2021 ('Larval study'). Numbers are number of enriched GO terms in each category. Results of statistical tests are in Table S26.

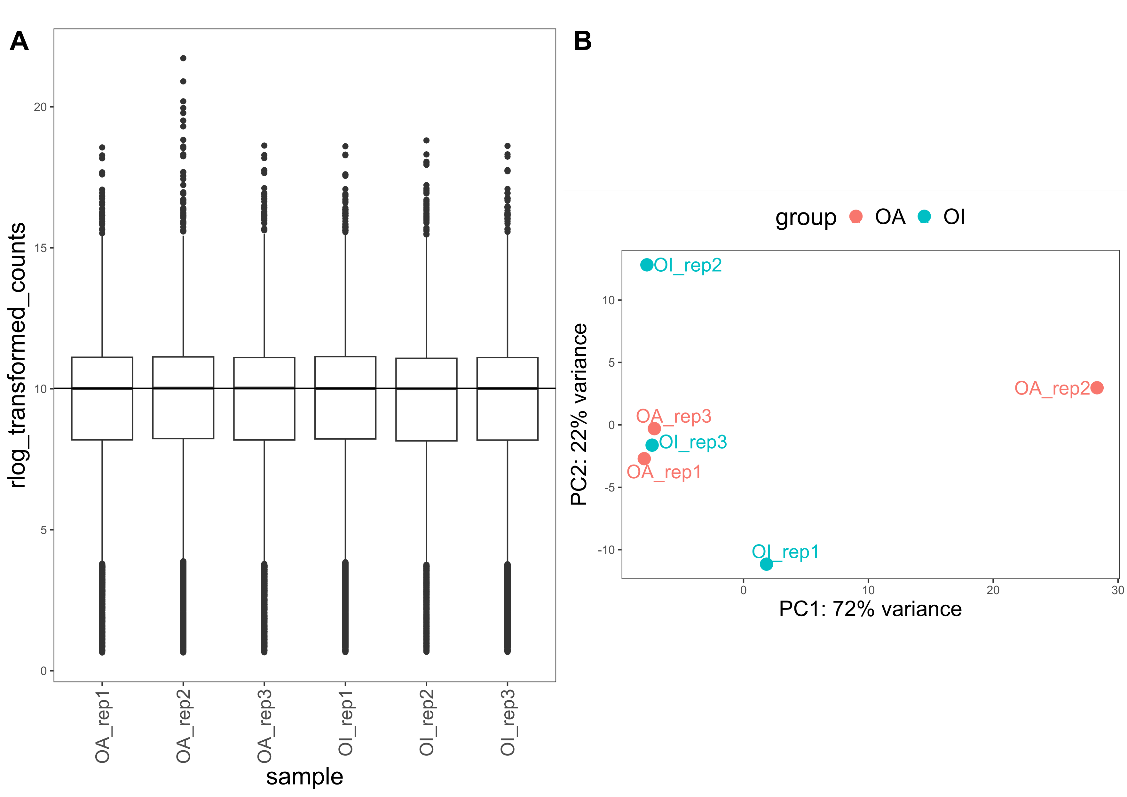

Figure S9. Exploratory plots from the differential gene expression analysis in pooled brain of *Bombus terrestris* ovary-active and ovary-inactive workers. **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in brain; Axes represent principal components. Individual points represent biological replicates (coloured by group). A, B,, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; rep1, biological replicate 1. Brain mRNA-seq libraries: N = 6.

**
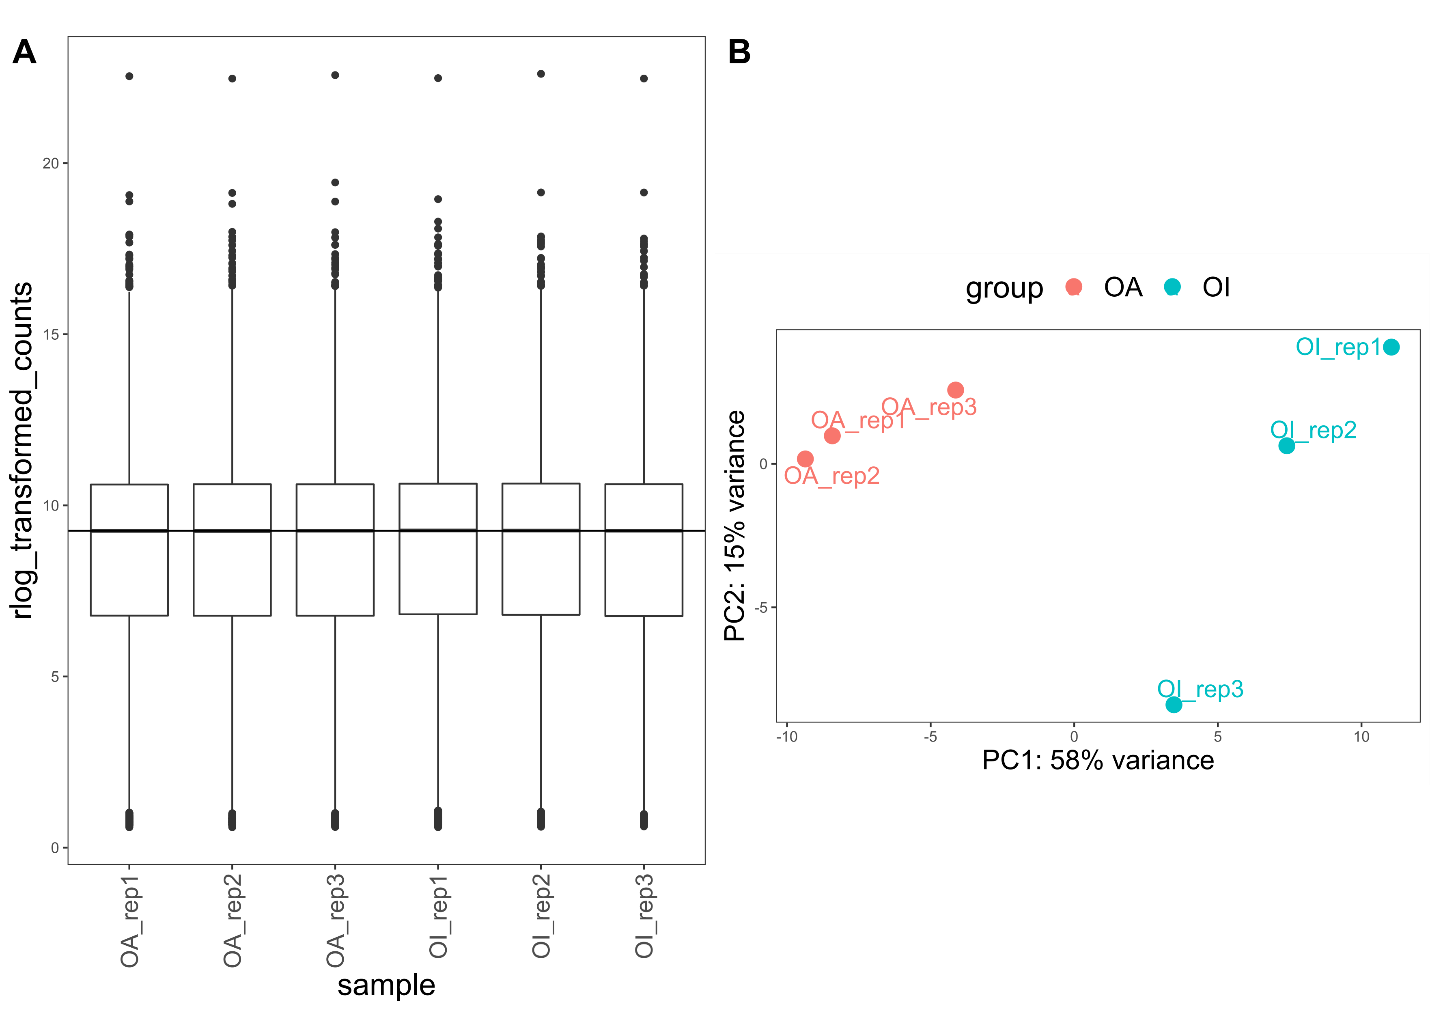
**

Figure S10. Exploratory plots from the differential gene expression analysis in pooled fat body of *Bombus terrestris* ovary-active and ovary-inactive workers. **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in fat body. Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A, B, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; rep1, biological replicate 1. Fat body mRNA-seq libraries: N = 6.

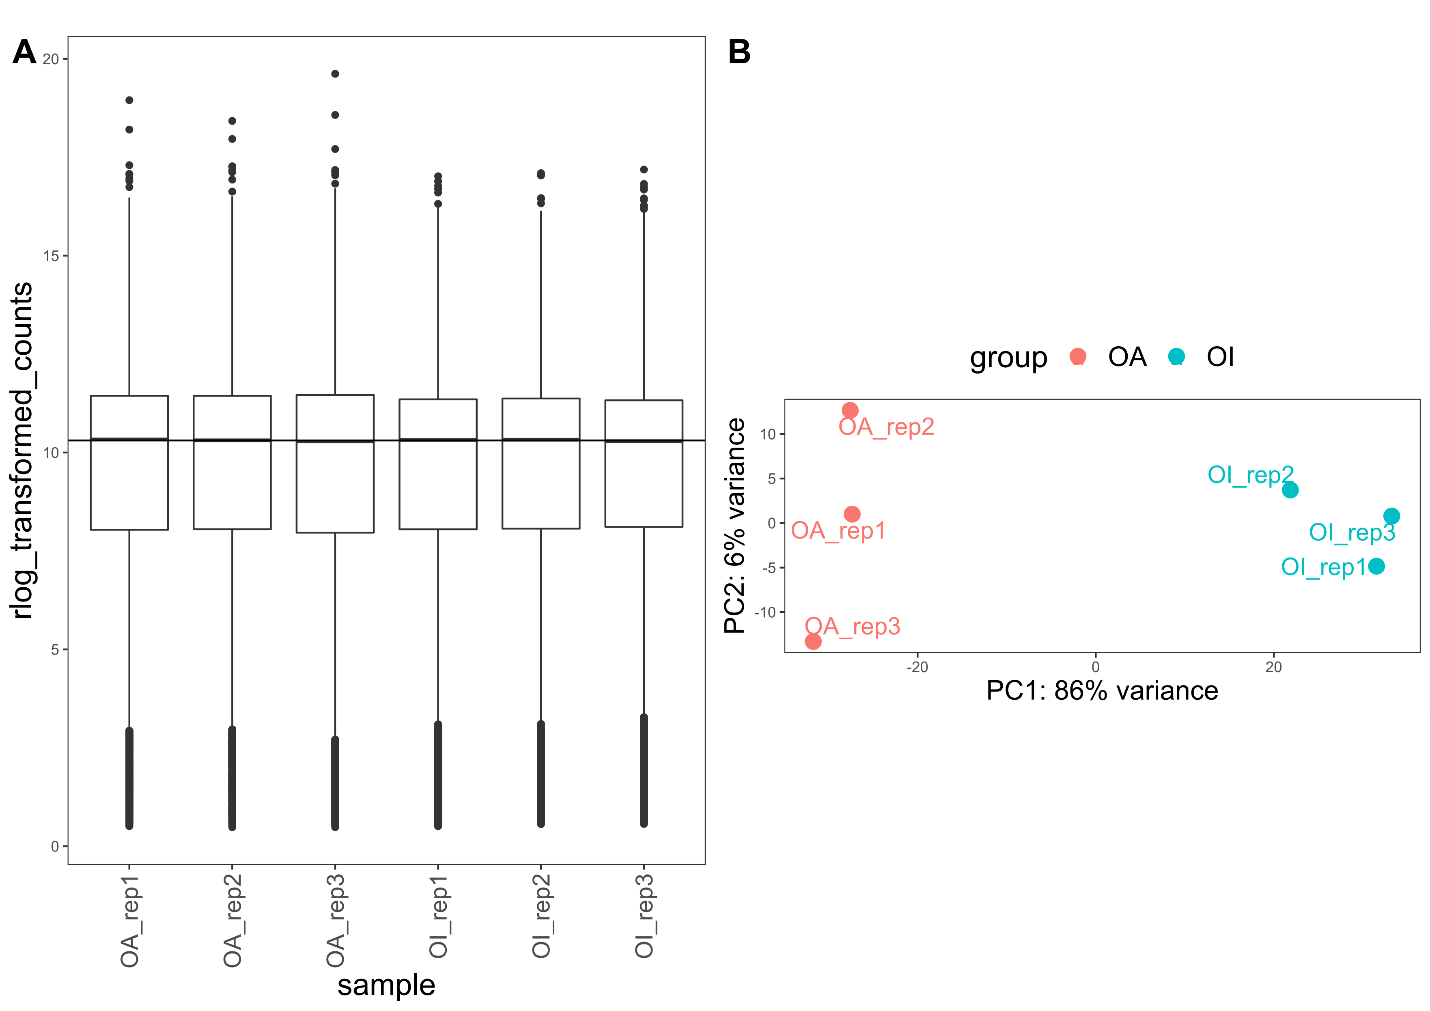

Figure S11. Exploratory plots from the differential gene expression analysis in pooled ovary of *Bombus terrestris* ovary-active and ovary-inactive workers. **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in ovary. Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A, B, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; rep1, biological replicate 1. Ovary mRNA-seq libraries: N = 6.

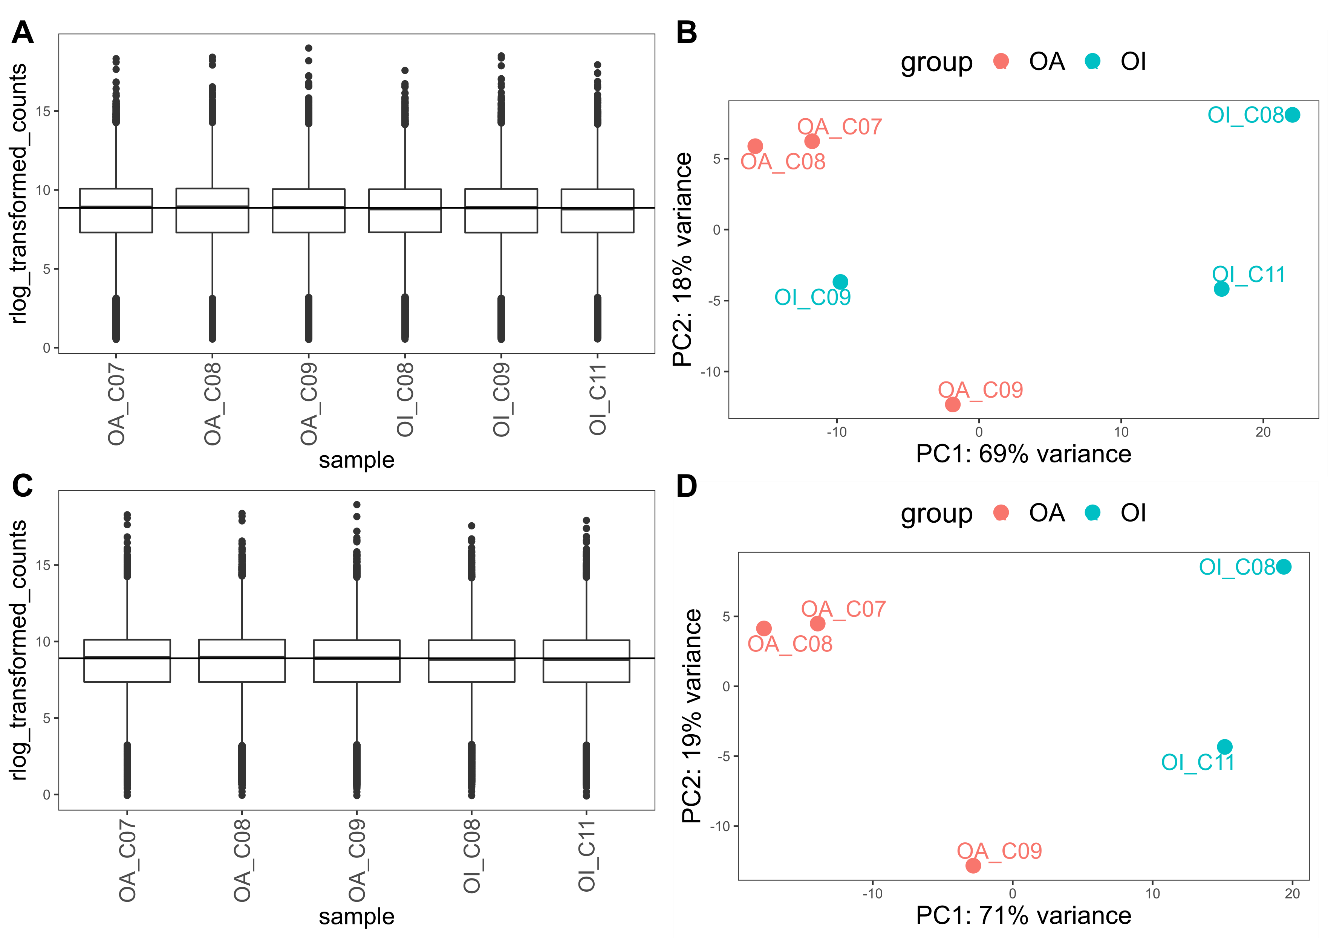

Figure S12. Exploratory plots from the differential gene expression analysis in whole bodies of *Bombus terrestris* ovary-active and ovary-inactive workers from Harrison et al. (2015). **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries; **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries; **C**, Normalisation boxplots of the rlog-transformed value of mRNA-seq expression for genes in libraries with OI_C09 excluded; **D**, PCA plot of the top 2,000 most highly expressed genes isolated from mRNA-seq libraries with OI_C09 excluded. A, C, Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. B, D, Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A-D, Library and group names are in the format, phenotype_colony number. OA, ovary-active workers; OI, ovary-inactive workers; C09, colony 09. Harrison et al. (2015) mRNA-seq libraries: A, B; N = 6, C, D; N = 5.

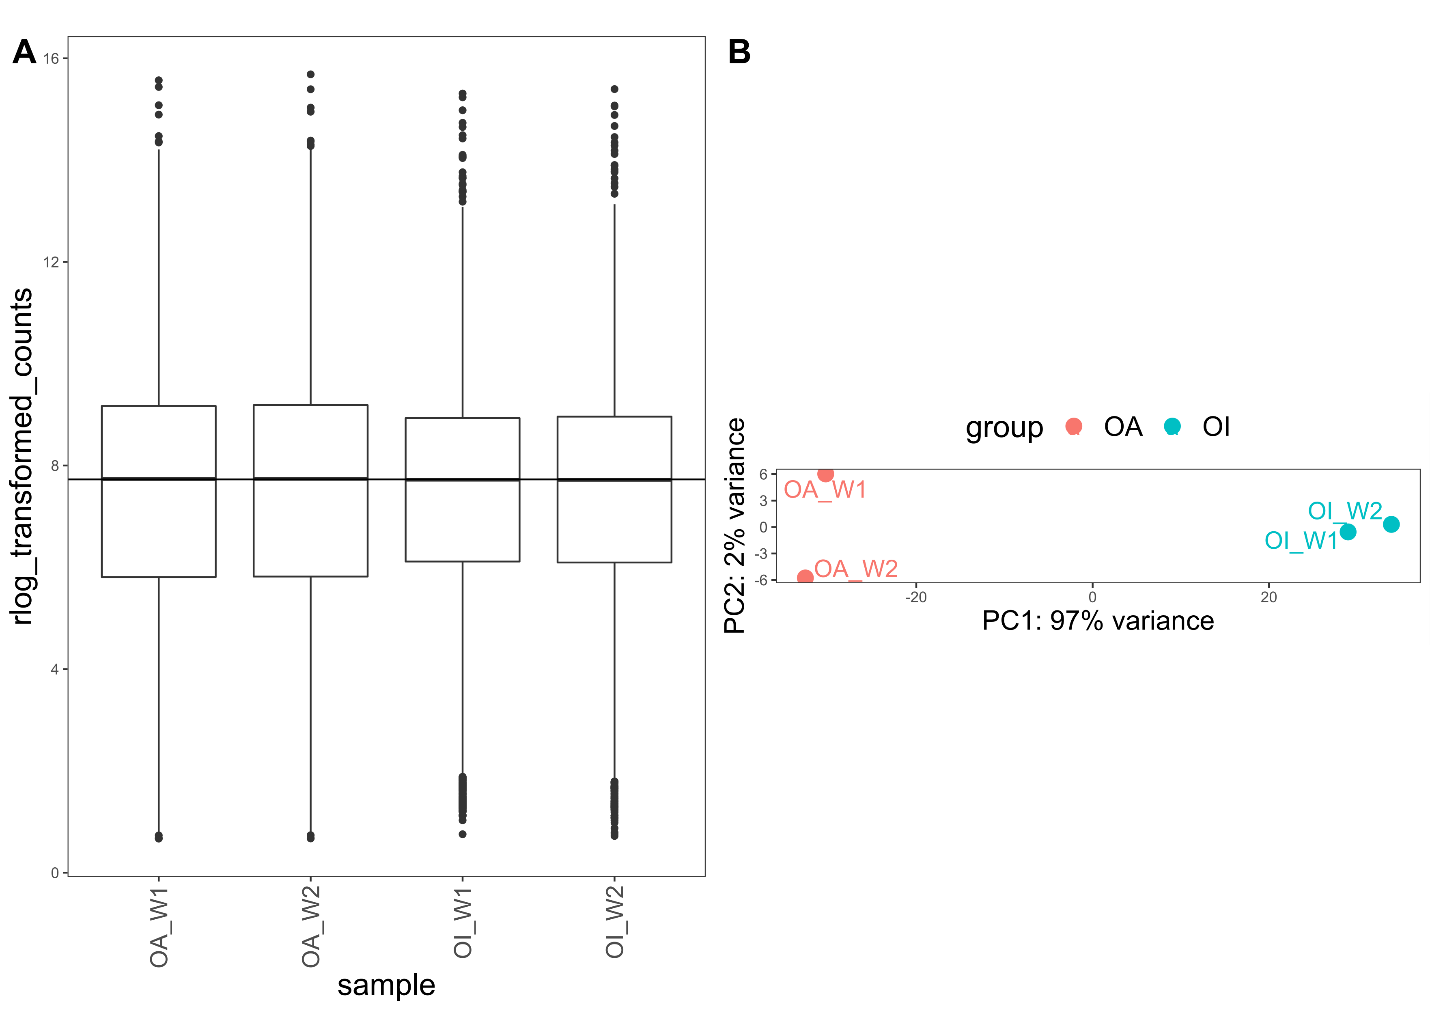

Figure S13. Exploratory plots from the differential gene expression analysis in ovary of *Apis mellifera* ovary-active and ovary-inactive workers from Duncan et al. (2020). **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in Duncan et al. (2020). Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A, B, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; W1, worker biological replicate 1. Duncan et al. (2020) mRNA-seq libraries: N = 4.

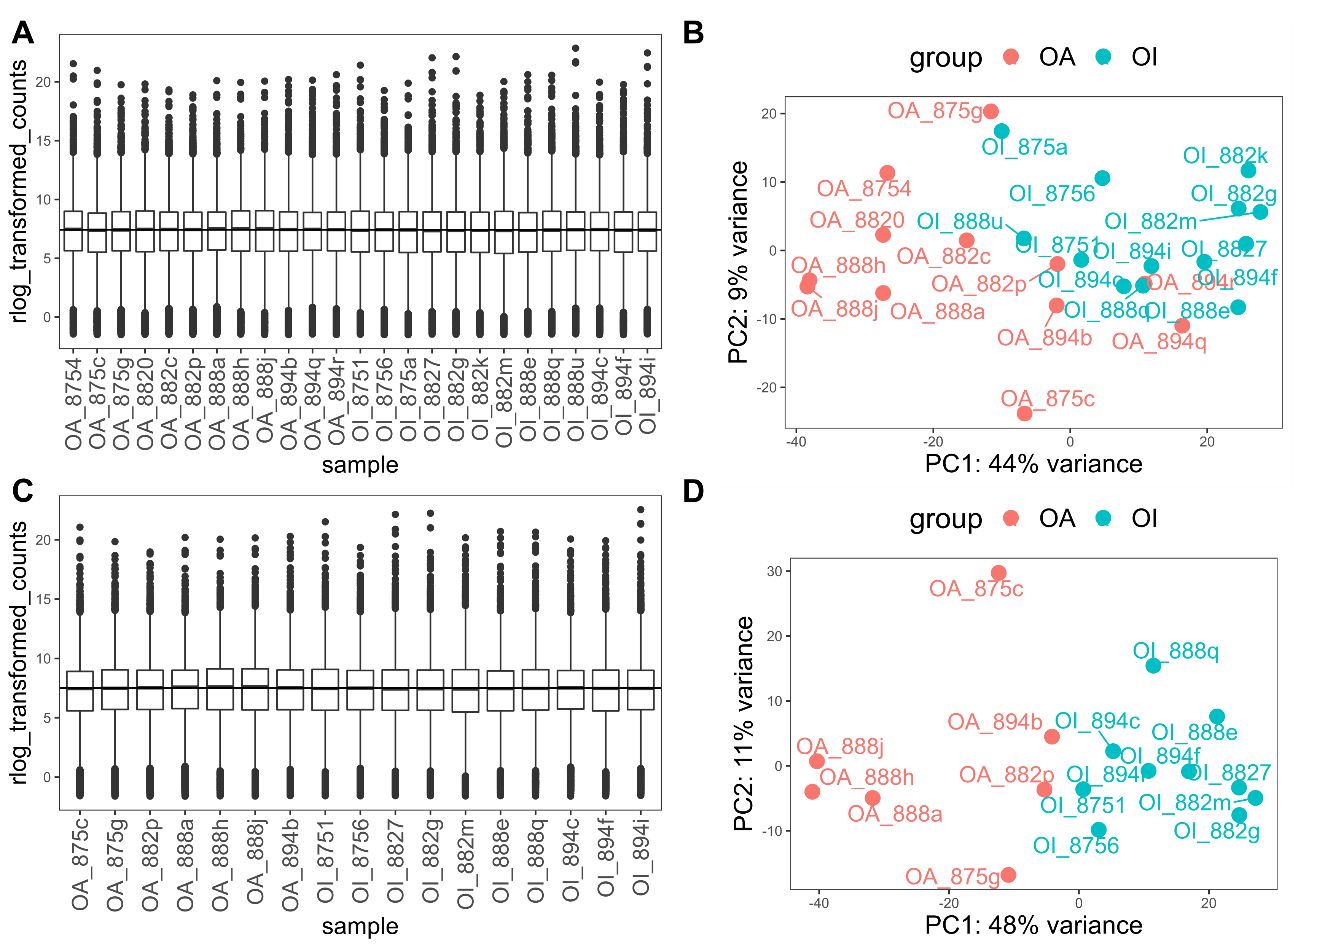

Figure S14. Exploratory plots from the differential gene expression analysis in combined fat body and ovary of *Apis mellifera* ovary-active and ovary-inactive workers from Galbraith et al. (2016). **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries; **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries; **C**, Normalisation boxplots of the rlog-transformed value of mRNA-seq expression for genes with 8 libraries excluded; **D**, PCA plot of the top 2,000 most highly expressed genes isolated from mRNA-seq libraries with 8 libraries excluded. A, C, Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. B, D, Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A-D, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; Galbraith et al. (2016) mRNA-seq libraries: A, B; N = 25, C, D; N = 17.

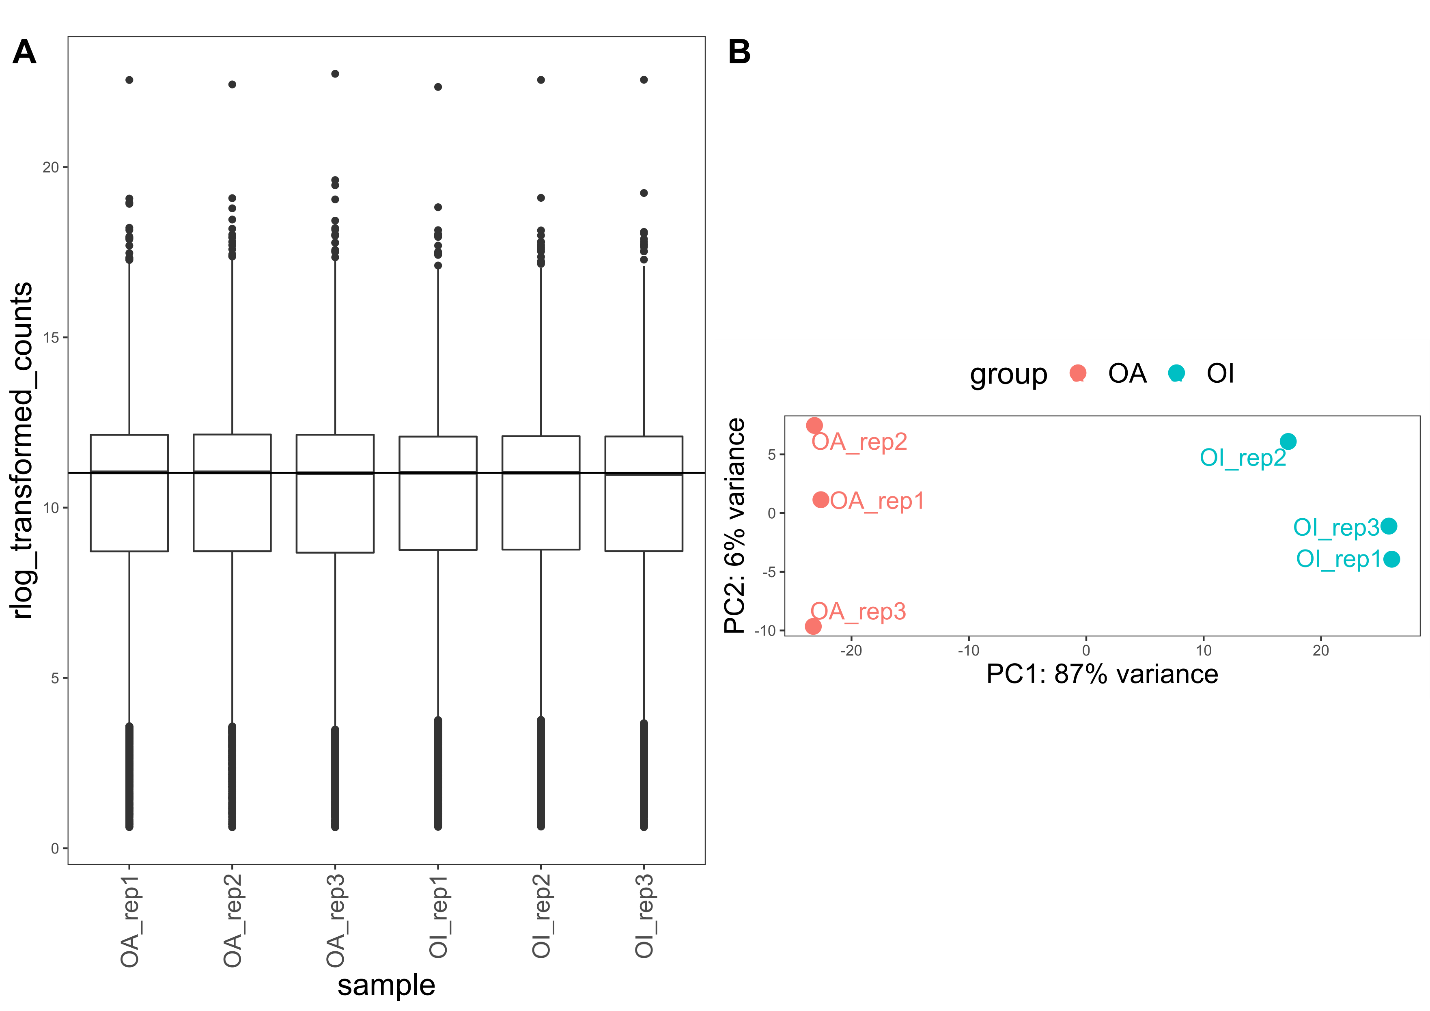

Figure S15. Exploratory plots from the differential gene expression analysis in combined fat body and ovary of *Bombus terrestris* ovary-active and ovary-inactive workers. **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in combined fat body and ovary. Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A, B, Library and group names are in the format, phenotype_biological replicate. OA, ovary-active workers; OI, ovary-inactive workers; rep1, biological replicate 1. Combined fat body and ovary mRNA-seq libraries: N = 6.

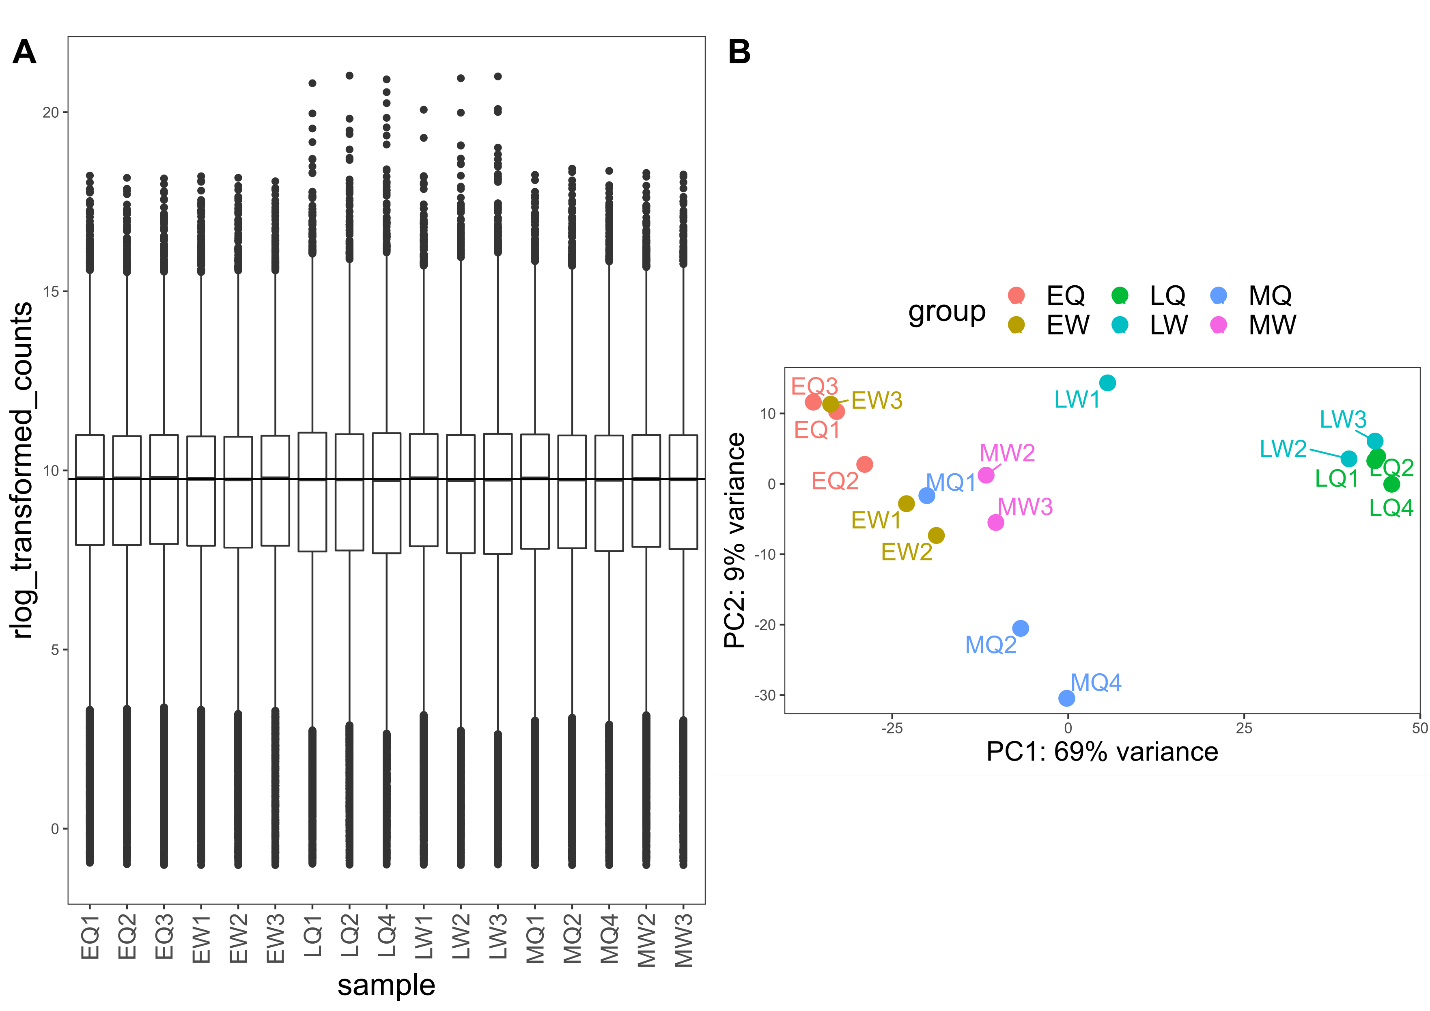

Figure S16. Exploratory plots from the differential gene expression analysis in pooled larvae of *Bombus terrestris* queen- and worker-destined larvae from Collins et al. (2021). **A**, Normalisation boxplots of the regularised log_2_- (rlog) transformed value of mRNA-seq expression for genes in all libraries. Black horizontal bars: medians; boxes: interquartile ranges; whiskers: 10th to 90th percentile ranges. **B**, Principal component analysis (PCA) plot of the top 2,000 most highly expressed genes isolated from all mRNA-seq libraries in queen- and worker-destined larvae. Axes represent principal components. Individual points represent biological replicates (coloured by group). Libraries are labelled with the library name. A, B, Library and group names are in the format, phenotype, biological replicate. E, early-instar larvae; M, mid-instar larvae; L, late-instar larvae; Q, queen-destined larvae; W, worker-destined larvae; 1, biological replicate 1. Larvae mRNA-seq libraries: N = 17.

# Supplementary material for: Molecular Basis of Eusocial Complexity: The Case of Worker Reproductivity in Bees
**Source:** Genome Biol Evol. 2024 Dec 12;16(12):evae269. doi: 10.1093/gbe/evae269
**Supplement:** evae269_Supplementary_Data

MultiQC Report

# Toggle navigation v1.9

Loading report..

- General Stats
- FastQC
  - Sequence Counts
  - Sequence Quality Histograms
  - Per Sequence Quality Scores
  - Per Base Sequence Content
  - Per Sequence GC Content
  - Per Base N Content
  - Sequence Length Distribution
  - Sequence Duplication Levels
  - Overrepresented sequences
  - Adapter Content
  - Status Checks

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `00_NEL0067581_exp1a_brain_fastqc_multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.9

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

A modular tool to aggregate results from bioinformatics analyses across many samples into a single report.

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

Report
generated on 2021-09-28, 11:02
based on data in:
`/gpfs/scratch/fxr08zru/NEL0067581_exp1a/02_outputs/01_current_study_brain/00_fastqc_raw_reads`

---

×
don't show again

**Welcome!** Not sure where to start?  
Watch a tutorial video
  *(6:06)*

## General Statistics

 Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 18/18 rows and 3/5 columns.

| Sample Name | % Dups | % GC | Length | % Failed | M Seqs |
| --- | --- | --- | --- | --- | --- |
| 01\_NEL0067581\_exp1a\_brain\_OI\_rep1\_L1 | 51.1% | 38% | 50 bp | 27% | 11.1 |
| 02\_NEL0067581\_exp1a\_brain\_OI\_rep1\_L2 | 51.2% | 38% | 50 bp | 18% | 11.2 |
| 03\_NEL0067581\_exp1a\_brain\_OI\_rep1\_L3 | 51.4% | 38% | 50 bp | 18% | 11.2 |
| 04\_NEL0067581\_exp1a\_brain\_OI\_rep2\_L1 | 58.3% | 38% | 50 bp | 27% | 12.5 |
| 05\_NEL0067581\_exp1a\_brain\_OI\_rep2\_L2 | 58.2% | 38% | 50 bp | 18% | 12.5 |
| 06\_NEL0067581\_exp1a\_brain\_OI\_rep2\_L3 | 58.3% | 38% | 50 bp | 18% | 12.5 |
| 07\_NEL0067581\_exp1a\_brain\_OI\_rep3\_L1 | 52.3% | 38% | 50 bp | 27% | 11.0 |
| 08\_NEL0067581\_exp1a\_brain\_OI\_rep3\_L2 | 52.3% | 38% | 50 bp | 18% | 11.0 |
| 09\_NEL0067581\_exp1a\_brain\_OI\_rep3\_L3 | 52.4% | 38% | 50 bp | 18% | 11.0 |
| 10\_NEL0067581\_exp1a\_brain\_OA\_rep1\_L1 | 52.2% | 38% | 50 bp | 27% | 11.1 |
| 11\_NEL0067581\_exp1a\_brain\_OA\_rep1\_L2 | 52.4% | 38% | 50 bp | 18% | 11.1 |
| 12\_NEL0067581\_exp1a\_brain\_OA\_rep1\_L3 | 52.7% | 38% | 50 bp | 18% | 11.1 |
| 13\_NEL0067581\_exp1a\_brain\_OA\_rep2\_L1 | 59.9% | 39% | 50 bp | 27% | 11.5 |
| 14\_NEL0067581\_exp1a\_brain\_OA\_rep2\_L2 | 60.1% | 39% | 50 bp | 18% | 11.5 |
| 15\_NEL0067581\_exp1a\_brain\_OA\_rep2\_L3 | 60.3% | 39% | 50 bp | 18% | 11.5 |
| 16\_NEL0067581\_exp1a\_brain\_OA\_rep3\_L1 | 51.7% | 38% | 50 bp | 27% | 10.4 |
| 17\_NEL0067581\_exp1a\_brain\_OA\_rep3\_L2 | 51.8% | 38% | 50 bp | 18% | 10.4 |
| 18\_NEL0067581\_exp1a\_brain\_OA\_rep3\_L3 | 52.0% | 38% | 50 bp | 18% | 10.4 |

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | FastQC | % Dups | % Duplicate Reads | `percent_duplicates` | None |
| || |  | FastQC | % GC | Average % GC Content | `percent_gc` | None |
| || |  | FastQC | Length | Average Sequence Length (bp) | `avg_sequence_length` | None |
| || |  | FastQC | % Failed | Percentage of modules failed in FastQC report (includes those not plotted here) | `percent_fails` | None |
| || |  | FastQC | M Seqs | Total Sequences (millions) | `total_sequences` | read\_count |

Close

## FastQC

FastQC is a quality control tool for high throughput sequence data, written by Simon Andrews at the Babraham Institute in Cambridge.

### Sequence Counts Help

Sequence counts for each sample. Duplicate read counts are an estimate only.

This plot show the total number of reads, broken down into unique and duplicate
if possible (only more recent versions of FastQC give duplicate info).

You can read more about duplicate calculation in the
FastQC documentation.
A small part has been copied here for convenience:

*Only sequences which first appear in the first 100,000 sequences
in each file are analysed. This should be enough to get a good impression
for the duplication levels in the whole file. Each sequence is tracked to
the end of the file to give a representative count of the overall duplication level.*

*The duplication detection requires an exact sequence match over the whole length of
the sequence. Any reads over 75bp in length are truncated to 50bp for this analysis.*

Number of reads
Percentages

loading..

---

### Sequence Quality Histograms Help

The mean quality value across each base position in the read.

To enable multiple samples to be plotted on the same graph, only the mean quality
scores are plotted (unlike the box plots seen in FastQC reports).

Taken from the FastQC help:

*The y-axis on the graph shows the quality scores. The higher the score, the better
the base call. The background of the graph divides the y axis into very good quality
calls (green), calls of reasonable quality (orange), and calls of poor quality (red).
The quality of calls on most platforms will degrade as the run progresses, so it is
common to see base calls falling into the orange area towards the end of a read.*

loading..

---

### Per Sequence Quality Scores Help

The number of reads with average quality scores. Shows if a subset of reads has poor quality.

From the FastQC help:

*The per sequence quality score report allows you to see if a subset of your
sequences have universally low quality values. It is often the case that a
subset of sequences will have universally poor quality, however these should
represent only a small percentage of the total sequences.*

loading..

---

### Per Base Sequence Content Help

The proportion of each base position for which each of the four normal DNA bases has been called.

To enable multiple samples to be shown in a single plot, the base composition data
is shown as a heatmap. The colours represent the balance between the four bases:
an even distribution should give an even muddy brown colour. Hover over the plot
to see the percentage of the four bases under the cursor.

**To see the data as a line plot, as in the original FastQC graph, click on a sample track.**

From the FastQC help:

*Per Base Sequence Content plots out the proportion of each base position in a
file for which each of the four normal DNA bases has been called.*

*In a random library you would expect that there would be little to no difference
between the different bases of a sequence run, so the lines in this plot should
run parallel with each other. The relative amount of each base should reflect
the overall amount of these bases in your genome, but in any case they should
not be hugely imbalanced from each other.*

*It's worth noting that some types of library will always produce biased sequence
composition, normally at the start of the read. Libraries produced by priming
using random hexamers (including nearly all RNA-Seq libraries) and those which
were fragmented using transposases inherit an intrinsic bias in the positions
at which reads start. This bias does not concern an absolute sequence, but instead
provides enrichement of a number of different K-mers at the 5' end of the reads.
Whilst this is a true technical bias, it isn't something which can be corrected
by trimming and in most cases doesn't seem to adversely affect the downstream
analysis.*

Click a sample row to see a line plot for that dataset.

##### Rollover for sample name

 Export Plot

Position: -

%T: -

%C: -

%A: -

%G: -

---

### Per Sequence GC Content Help

The average GC content of reads. Normal random library typically have a
roughly normal distribution of GC content.

From the FastQC help:

*This module measures the GC content across the whole length of each sequence
in a file and compares it to a modelled normal distribution of GC content.*

*In a normal random library you would expect to see a roughly normal distribution
of GC content where the central peak corresponds to the overall GC content of
the underlying genome. Since we don't know the the GC content of the genome the
modal GC content is calculated from the observed data and used to build a
reference distribution.*

*An unusually shaped distribution could indicate a contaminated library or
some other kinds of biased subset. A normal distribution which is shifted
indicates some systematic bias which is independent of base position. If there
is a systematic bias which creates a shifted normal distribution then this won't
be flagged as an error by the module since it doesn't know what your genome's
GC content should be.*

Percentages
Counts

loading..

---

### Per Base N Content Help

The percentage of base calls at each position for which an `N` was called.

From the FastQC help:

*If a sequencer is unable to make a base call with sufficient confidence then it will
normally substitute an `N` rather than a conventional base call. This graph shows the
percentage of base calls at each position for which an `N` was called.*

*It's not unusual to see a very low proportion of Ns appearing in a sequence, especially
nearer the end of a sequence. However, if this proportion rises above a few percent
it suggests that the analysis pipeline was unable to interpret the data well enough to
make valid base calls.*

loading..

---

### Sequence Length Distribution

All samples have sequences of a single length (50bp).

---

### Sequence Duplication Levels Help

The relative level of duplication found for every sequence.

From the FastQC Help:

*In a diverse library most sequences will occur only once in the final set.
A low level of duplication may indicate a very high level of coverage of the
target sequence, but a high level of duplication is more likely to indicate
some kind of enrichment bias (eg PCR over amplification). This graph shows
the degree of duplication for every sequence in a library: the relative
number of sequences with different degrees of duplication.*

*Only sequences which first appear in the first 100,000 sequences
in each file are analysed. This should be enough to get a good impression
for the duplication levels in the whole file. Each sequence is tracked to
the end of the file to give a representative count of the overall duplication level.*

*The duplication detection requires an exact sequence match over the whole length of
the sequence. Any reads over 75bp in length are truncated to 50bp for this analysis.*

*In a properly diverse library most sequences should fall into the far left of the
plot in both the red and blue lines. A general level of enrichment, indicating broad
oversequencing in the library will tend to flatten the lines, lowering the low end
and generally raising other categories. More specific enrichments of subsets, or
the presence of low complexity contaminants will tend to produce spikes towards the
right of the plot.*

loading..

---

### Overrepresented sequences Help

The total amount of overrepresented sequences found in each library.

FastQC calculates and lists overrepresented sequences in FastQ files. It would not be
possible to show this for all samples in a MultiQC report, so instead this plot shows
the *number of sequences* categorized as over represented.

Sometimes, a single sequence may account for a large number of reads in a dataset.
To show this, the bars are split into two: the first shows the overrepresented reads
that come from the single most common sequence. The second shows the total count
from all remaining overrepresented sequences.

From the FastQC Help:

*A normal high-throughput library will contain a diverse set of sequences, with no
individual sequence making up a tiny fraction of the whole. Finding that a single
sequence is very overrepresented in the set either means that it is highly biologically
significant, or indicates that the library is contaminated, or not as diverse as you expected.*

*FastQC lists all of the sequences which make up more than 0.1% of the total.
To conserve memory only sequences which appear in the first 100,000 sequences are tracked
to the end of the file. It is therefore possible that a sequence which is overrepresented
but doesn't appear at the start of the file for some reason could be missed by this module.*

18 samples had less than 1% of reads made up of overrepresented sequences

---

### Adapter Content Help

The cumulative percentage count of the proportion of your
library which has seen each of the adapter sequences at each position.

Note that only samples with ≥ 0.1% adapter contamination are shown.

There may be several lines per sample, as one is shown for each adapter
detected in the file.

From the FastQC Help:

*The plot shows a cumulative percentage count of the proportion
of your library which has seen each of the adapter sequences at each position.
Once a sequence has been seen in a read it is counted as being present
right through to the end of the read so the percentages you see will only
increase as the read length goes on.*

No samples found with any adapter contamination > 0.1%

---

### Status Checks Help

Status for each FastQC section showing whether results seem entirely normal (green),
slightly abnormal (orange) or very unusual (red).

FastQC assigns a status for each section of the report.
These give a quick evaluation of whether the results of the analysis seem
entirely normal (green), slightly abnormal (orange) or very unusual (red).

It is important to stress that although the analysis results appear to give a pass/fail result,
these evaluations must be taken in the context of what you expect from your library.
A 'normal' sample as far as FastQC is concerned is random and diverse.
Some experiments may be expected to produce libraries which are biased in particular ways.
You should treat the summary evaluations therefore as pointers to where you should concentrate
your attention and understand why your library may not look random and diverse.

Specific guidance on how to interpret the output of each module can be found in the relevant
report section, or in the FastQC help.

In this heatmap, we summarise all of these into a single heatmap for a quick overview.
Note that not all FastQC sections have plots in MultiQC reports, but all status checks
are shown in this heatmap.

Sort by highlight

loading..

**MultiQC v1.9**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions (regexes). Click a button below to see an example of it in action. Try modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

# Supplementary material for: Molecular Basis of Eusocial Complexity: The Case of Worker Reproductivity in Bees
**Source:** Genome Biol Evol. 2024 Dec 12;16(12):evae269. doi: 10.1093/gbe/evae269
**Supplement:** evae269_Supplementary_Data

MultiQC Report

# Toggle navigation v1.9

Loading report..

- General Stats
- FastQC
  - Sequence Counts
  - Sequence Quality Histograms
  - Per Sequence Quality Scores
  - Per Base Sequence Content
  - Per Sequence GC Content
  - Per Base N Content
  - Sequence Length Distribution
  - Sequence Duplication Levels
  - Overrepresented sequences
  - Adapter Content
  - Status Checks

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `00_NEL0067581_exp1a_fatbody_fastqc_multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.9

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

How the deposited data were processed for this re-analysis (not part of the article)

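Messenger RNA was sequenced from brain, fat body, and ovary of ovary-active and ovary-inactive B. terrestris workers, in 3 libraries per tissue and phenotype (18 libraries), and from worker-laid eggs in 2 libraries. Each tissue library was a pool of workers and each egg library a pool of eggs, so replicates are pools and not single animals. Conditions and replicate numbers were taken from the sample labels. Which replicate of ovary-inactive brain was the larger pool is not given in the sources used here, so pool size was not modelled. The same holds for the brain pool from later colonies, and colony was not modelled in any tissue. The paper's supplement pairs ovary-active with ovary-inactive pools by age. How pool numbers correspond to replicate numbers is not given in the sources used here, so the main test was made without pairs and a replicate block was an alternative.

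The authors pseudoaligned the reads to the Bter_1.0 transcriptome with Kallisto and estimated counts per gene with tximport. The signal values of the tissues, as deposited by the authors, are normalized counts, that is estimated counts divided by DESeq2 normalization factors within each tissue. They are neither raw counts nor logarithms. In all tissue libraries but 1, about 60% of the values were whole multiples of 1 constant per library, and the others carried a factor that differed between genes. Replicate 3 of ovary-inactive brain held whole multiples alone. The estimated counts of the eggs, as deposited by the authors, were made with the scaledTPM option of tximport and were not normalized between the libraries. Read totals came from the paper's supplementary tables. The sums of the values divided by the library constants differed from the pseudoaligned reads by at most 0.59%.

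The tissue libraries held 23171602 to 34429881 pseudoaligned reads. One read added between 0.770 and 1.386 to the normalized counts of a library, so genes with normalized counts of a few units rest on a few reads, and genes with a mean under 10 over the 6 libraries of a tissue were not tested. With 3 libraries against 3, the phenotypes of a gene do not overlap by chance in 10% of genes.

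Within each tissue, ovary-active and ovary-inactive workers were compared with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a trend of the variance on the mean and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. A gene higher in ovary-active workers is an ovary-active worker DEG, and the reverse an ovary-inactive worker DEG. edgeR 4.0.16 and DESeq2 1.42.0 were run on the genes whose values were whole reads in all 6 libraries of a tissue. For combined fat body and ovary, the values of both tissues were divided by the library constants and summed for each phenotype and replicate number over the genes in both tables. The plan named edgeR for that sum where reads could be recovered. As they could not be for nearly all genes, limma was used after median-of-ratios scaling. The difference of the effect of ovary activation between fat body and ovary was tested as the interaction term of 1 limma fit over the 12 libraries. The tissues share workers, and this fit treats their libraries as independent, apart from the alternative with a replicate block.

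Expression in eggs was called where the recomputed zFPKM was over -3 in both libraries. Shares are given with exact binomial intervals of 95%, and lists were compared with 2-sided Fisher's exact tests over the genes tested. These tests take genes as independent, which they are not. Principal components were computed on log2(normalized count + 1) of the 2000 genes with the highest mean. Random lists matched on abundance were drawn 10000 times with a fixed seed. Tables were prepared with Python 3.11.15, pandas 2.3.3, and numpy 2.4.6, and figures with matplotlib 3.10.9.

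The tests were tried on simulated libraries with the means and totals of the real ones, in which 200 genes changed. Each of these changes had an absolute log2 fold change of at least 1, so smaller changes were not tried. limma and DESeq2 were given the scaling that had made the libraries. limma called 76.5% of the changed genes in brain, 87.4% in fat body, and 70.4% in ovary, and 4.4%, 5.4%, and 5.4% of its calls were unchanged genes. edgeR called 76.5%, 86.9%, and 72.9%, with 5%, 5.5%, and 7.1% unchanged genes among its calls. DESeq2 called 87.5%, 89.5%, and 84%, with 21.9%, 13.1%, and 20.8%. For the interaction of fat body and ovary, 373 of the genes tested changed. The interaction fit called 70.5% of them, with 6.7% unchanged genes among its calls.

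The named genes are those that the paper's text names with a measurement and whose identifier it gives, the brain DEGs, the 5 DEGs with the largest change in each direction in fat body and in ovary whose phenotypes do not overlap, and the 10 ovary-active worker DEGs with the largest change in ovary. The paper's values for some of these genes had been seen when the rule was set. LOC100650436 in brain and ovary and LOC100646044 were added after their values were seen.

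These choices, and the alternatives to them, were set before the data were examined, apart from limma on whole-read genes, DESeq2 and edgeR on length-adjusted reads, every alternative for the share of EEGs in combined fat body and ovary, the random lists matched on abundance, and the other tests of explanations in the closing section, which were chosen after the values were seen. The alternatives changed the tool, the scaling (TMM or total count), the minimum mean, the pseudocount, the threshold, the zFPKM threshold and its center, and the genes of the principal components, left out each library in turn, added a replicate block, and fitted all 18 libraries together.

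Planned tests of gene sets chosen by name were not run. Names could be given to 20.8% to 22.3% of the genes of each table, because the tables of the paper that carry names are held here in part (1999 of 7828 genes of Table S4 and 1056 of 10043 genes of Table S5). For the same reason, protein takeout, protein yellow, muscle-specific protein 20, and the SPT20 homolog could not be paired with an identifier, and no value is given under these names. Comparisons with other studies and GO terms were not analysed here.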

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

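All tests in this part were chosen after the results were seen, apart from the interaction term and its alternatives.

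The effect of ovary activation differed between fat body and ovary for 3372 of the 8705 genes tested in both tissues, by the interaction term of 1 limma fit with Benjamini-Hochberg adjustment, and this difference between the tissues is why the result is listed here. The effect was higher in ovary for 1746 genes and lower for 1626, and with each library scaled to its total count it was higher for 981 and lower for 2684. With fat body and ovary libraries paired by phenotype and replicate number, 2716 genes were past the threshold. The median size of the log2 fold change was 0.18 in fat body and 0.58 in ovary over these 8705 genes, and Pearson's r between the log2 fold changes was 0.31 across genes. No other split of the libraries gave a gene by limma, so that the real split alone, 1 of 10, gave as many. With 10 splits the share cannot fall under 0.1, so this test could not have excluded chance, and nothing is concluded from it. Scaling to the total count lowers the ovary effects (median log2 fold change from 0.02 to -0.32 in ovary and from 0.00 to -0.02 in fat body). Of the 1746 genes with a higher effect in ovary, 981 were past the threshold under it all the same, which argues against the authors' scaling of each table as the whole cause for these. For the 1626 genes with a lower effect, this scaling moves the difference further the same way and was not able to test them (1626 of 1626 stayed past the threshold), so the authors' scaling stays open there. RNA of eggs inside ovary-active ovaries could raise genes in ovary alone. It is argued against for the 83 genes with a higher effect in ovary that are expressed in neither egg library, as far as laid eggs stand for those inside ovaries. It cannot be told apart from a change in the ovary itself for the 1663 that are expressed in at least 1 egg library, since eggs and ovaries were sequenced together in the ovary libraries. For these genes a difference between the tissues of the workers remains open and untested.

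Of the 169 genes called by limma in both tissues, 132 changed in the same direction and 37 in opposite directions, 5 of them ovary-active worker DEGs in fat body and 32 ovary-inactive worker DEGs in fat body. All 37 were past the threshold of the interaction term, which is why they are listed here. LOC100651683, named in the paper, was among the 37, with a log2 fold change of -1.78 (standard error 0.32) in fat body and 1.69 (standard error 0.47) in ovary (interaction, adjusted p = 0.00158 from limma with Benjamini-Hochberg adjustment). It was lower in 3 of 3 ovary-active libraries in fat body and higher in 3 of 3 in ovary. Its call depended on single libraries. In fat body it was called only without ovary-inactive replicate 3 among the 6 fits with a library left out, and in ovary only without replicate 3 of either phenotype. Of the 37 genes, 24 were EEGs and 13, LOC100651683 among them, were not. No explanation was tested for these genes apart from the others, technical or biological.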

How the results depend on the processing

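Among the settings below, limma on whole-read genes, DESeq2 and edgeR on length-adjusted reads, and all settings for the share of EEGs in combined fat body and ovary were chosen after the values were seen. The cause of a change was not tested, except where fewer genes or libraries entered the fit, as on whole-read genes or with a library left out.

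In brain, ovary-active and ovary-inactive worker DEGs numbered 2 and 0 by limma, with 105 genes at an unadjusted p under 0.05. They were 3 and 3 with DESeq2 on whole-read genes, 3 and 2 with DESeq2 on length-adjusted reads, 3 and 1 with total-count scaling, and 1 and 1 with all 18 libraries in one fit. With a mean of at least 100, an adjusted p under 0.01, or a replicate block, they were 0 and 0, as they were with each library left out in turn (0 to 0 for both).

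In fat body, the 85 and 174 DEGs became 205 and 242 with DESeq2 on whole-read genes, 40 and 66 with edgeR on whole-read genes, 57 and 69 with limma on whole-read genes, 363 and 639 with DESeq2 on length-adjusted reads, 92 and 349 with total-count scaling, 61 and 108 with all 18 libraries in one fit, 32 and 31 with a replicate block, 19 and 17 at an adjusted p under 0.01, and 38 and 36 with an absolute log2 fold change of at least 1. With each library left out in turn they ranged from 22 to 148 and from 19 to 379.

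In ovary, the 2592 and 2531 DEGs became 1732 and 1352 with DESeq2 on whole-read genes, 1375 and 1430 with edgeR on whole-read genes, 1588 and 1248 with limma on whole-read genes, 1572 and 3794 with total-count scaling, 1626 and 1658 at an adjusted p under 0.01, and 1307 and 1442 with an absolute log2 fold change of at least 1. TMM scaling gave 2519 and 2614. With each library left out the DEGs ranged from 1952 to 2590 and from 1876 to 2601. In combined fat body and ovary, the 2420 ovary-active worker DEGs became 1600, 1282, and 1515 with DESeq2, edgeR, and limma on whole-read genes, 1423 with total-count scaling, 1406 at an adjusted p under 0.01, and 671 with an absolute log2 fold change of at least 1, and 1898 to 2256 with each replicate left out.

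The number of EEGs fell from 7828 to 3137 at a zFPKM over 0, and was 7895 and 8601 from the single egg libraries. The share of EEGs among ovary-active worker DEGs in ovary was above that of the other genes tested under most settings. With a mean of at least 100 it was 90.5% and no longer past the threshold, without ovary-inactive replicate 3 it was 82.3%, and with an absolute log2 fold change of at least 1 it was 75.4% and the direction reversed. It lay between 82.3% and 93.5% with each ovary or egg library left out. In combined fat body and ovary it reversed likewise, to 70.3%, and lay between 86.9% and 89.6% with each replicate left out. Of the 10 largest changes in ovary, the number of EEGs fell from 1 to 0 at a zFPKM over -1 or over 0, and lay between 1 and 3 with each library left out.

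The 41 ovary-active worker DEGs shared by fat body and ovary became 122 and 20 with DESeq2 and edgeR on whole-read genes, 220 with DESeq2 on length-adjusted reads, 15 with a replicate block, 6 at an adjusted p under 0.01, 15 with an absolute log2 fold change of at least 1, and 11 with EEGs excluded, and 8 to 59 with each library left out. The 91 shared ovary-inactive worker DEGs became 28 with edgeR on whole-read genes, 329 with DESeq2 on length-adjusted reads, 9 with a replicate block, 7 at an adjusted p under 0.01, 11 with an absolute log2 fold change of at least 1, and 9 to 166 with each library left out.

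The replicate block took replicate numbers as pairs. The paper's supplement pairs pools by age, but the sources used here do not tie pool numbers to replicate numbers. After removal of group means, correlations between ovary-active and ovary-inactive libraries of the same tissue and number lay between -0.24 and 0.25 across genes. Whether the numbers follow the pairs by age thus stays open, and the paired counts in brain (0 and 0) and fat body (32 and 31) and of shared ovary-inactive worker DEGs (9) are below the unpaired ones. The excess of shared ovary-inactive worker DEGs over chance was not past the threshold in the paired fit (p = 0.38, Fisher's exact test).

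The interaction of fat body and ovary was past the threshold for 1957 and 1757 genes with DESeq2 and edgeR on whole-read genes and 2258 to 3141 with each library left out. A block that paired the tissues by phenotype and replicate number gave 2716. The median size of the log2 fold change among brain DEGs moved from 4.33 to 3.46 with DESeq2 and 4.78 with edgeR on whole-read genes and to 4.77 with edgeR on length-adjusted reads. In fat body it moved from 0.77 to 0.61 with DESeq2 on whole-read genes and 0.58 on length-adjusted reads, and to between 0.77 and 1.42 with each library left out. The first component held 92.5% in brain and 68.9% in fat body with 500 genes, 49.6% and 44.8% with all tested genes, and 53.3% and 44.9% with the 2000 genes with the highest variance. Spearman's rho of egg abundance and ovary log2 fold change moved from 0.37 to 0.45 over EEGs only, to 0.33 with DESeq2 on whole-read genes and to 0.33 with DESeq2 on length-adjusted reads, and was 0.35 to 0.38 with each library left out.

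For the named genes, 40 pairs of gene and tissue had 579 alternative values, of which 519 kept their direction and their side of the threshold, 52 kept the direction and fell short of it, 5 kept the direction and passed it, and 3 reversed. These 3 were in brain, where neither gene was called. LOC100651683 went from a log2 fold change of 1.33 to -2.10 without ovary-active replicate 2, and LOC100644134 from -0.04 to 0.00 (above 0 before rounding) without ovary-active replicate 1 and to 0.10 without ovary-inactive replicate 2. With each library left out, their values lay between -2.10 and 3.26 and between -0.18 and 0.10. The cause was not tested. Tests of gene sets chosen by name, with camera and with fry, were not run, since most genes carry no name in the tables held here. The egg libraries, with a median of 51245056 pseudoaligned reads, were deeper than the tissue groups, with medians of 24729890 to 32855044, and no result was recomputed at a lower depth.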

Differences from the paper's values

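Among the settings in this part, DESeq2 and edgeR on length-adjusted reads were chosen after seeing the values.

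In brain, limma called 0 ovary-inactive worker DEGs where the paper gives 2, and 2 DEGs in total where the paper gives 5. At an unadjusted p under 0.05 limma gave 105 genes, and edgeR on whole-read genes also called 0 ovary-inactive worker DEGs. Of the 18 alternatives set before the data were examined, DESeq2 on whole-read genes (3 ovary-inactive worker DEGs, 6 in total) falls within 1.5 times both of the paper's values and total-count scaling (4 in total) within the total alone. The others do not.

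In fat body, limma called 85 ovary-active worker DEGs where the paper gives 363, 174 ovary-inactive worker DEGs where the paper gives 643, and 259 in total where the paper gives 1006. None of the 18 alternatives set before the data were examined comes within 1.5 times the paper's values. Their values range from 19 to 205, from 17 to 379, and from 36 to 527. Among these alternatives, DESeq2 and edgeR were run on the 5655 whole-read genes of the 9659 listed in fat body. Their counts thus come from a part of the genes, while the paper's come from all.

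The genes called in both fat body and ovary numbered 41 for ovary-active workers where the paper gives 221, and 91 for ovary-inactive workers where the paper gives 330. None of the 13 alternatives set before the data were examined is within 1.5 times these values, the closest giving 122 and 166. The 122 come from DESeq2 on whole-read genes alone, of which 5351 were tested in both tissues. With EEGs excluded there were 11 where the paper gives 31. The settings with DESeq2 on whole-read genes (23) and without ovary-active replicate 3 (22) are within 1.5 times the paper's value, and the other 11 alternatives are not.

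By limma, 1 ovary-active worker DEG was called in all 3 tissues where the paper gives 2, and 0 with EEGs excluded where the paper gives 1. For ovary-inactive workers, 0 genes were called in both brain and ovary where the paper gives 2. Of the 18 alternatives set before the data were examined, only that with DESeq2 on whole-read genes gives the paper's numbers (2, 1, and 2).

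DESeq2 on length-adjusted reads, chosen after seeing the values, gives 2 ovary-inactive worker DEGs and 5 DEGs in brain, 363, 639, and 1002 in fat body, 220 and 329 genes in both fat body and ovary, 31 with EEGs excluded, 2 genes in all 3 tissues, 1 of them not an EEG, and 2 ovary-inactive worker DEGs in brain and ovary. How many of the paper's own called genes it drops could not be counted, since the paper's lists are held here in part. In fat body, edgeR on length-adjusted reads called 82 ovary-active and 180 ovary-inactive worker DEGs, against 85 and 174 by limma.

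The paper puts 8 of the 10 largest ovary-active changes in ovary outside the EEGs, and limma puts 9 there. Both DESeq2 and edgeR on whole-read genes had 2 EEGs among the 10. The paper states that LOC105665834 is an ovary-active worker DEG in all 3 tissues. By limma it was not called in fat body (log2 fold change 3.10, adjusted p = 0.113 with Benjamini-Hochberg adjustment, between 0.00264 and 0.275 over the alternatives, those with a library left out included), and DESeq2 on whole-read genes called it there. The paper states that LOC100645366 is an ovary-inactive worker DEG in brain. By limma it was not called there (log2 fold change -0.43, adjusted p = 1 with Benjamini-Hochberg adjustment), and DESeq2 on whole-read genes called it (adjusted p = 0.00768). Where the paper gives 3 ovary-active worker DEGs in brain, limma called 2, and DESeq2 on whole-read genes, DESeq2 on length-adjusted reads, and limma with total-count scaling called LOC100650436 in addition to them.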

Other observations

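All tests in this part were chosen after the results were seen.

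By limma, the real split of the libraries gave more DEGs than the other 9 splits into 3 against 3 in brain, fat body, ovary, and combined fat body and ovary, the others giving 0, so that 1 of 10 splits was as large in each. DESeq2 on length-adjusted reads gave as many brain DEGs or more (5 in the real split) in 3 of 10 splits, the largest other split giving 21. In fat body and ovary the real split was the largest, 1 of 10, the largest others giving 71 and 18. For the 132 genes called by limma in fat body and ovary in the same direction, the other splits gave 0, again 1 of 10. With 10 splits the share cannot fall under 0.1, so this test could not have excluded chance for any of these counts, and nothing is concluded from it.

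LOC100648536 and LOC105665834 were higher in ovary-active than in ovary-inactive brain and fat body, and are ranked 1 and 2 by abundance in ovary-active ovary. Ovary RNA carried into the other libraries of ovary-active workers is a candidate explanation. Other genes nearly confined to ovary-active ovary should then be higher in the ovary-active libraries as well. Those tested had a mean of at least 10000 in ovary-active ovary and at most 1% of it in ovary-inactive ovary. Their mean in the ovary-inactive libraries of the tissue compared was at most 20. In brain, 8 of 9 such genes were (exact binomial p = 0.0173), against 48% of 859 other genes of low count. In fat body 4 of 4 were (exact binomial p = 0.0489), against 47% of 1206. Genes over the limit of 20 were left out. Of these, LOC100648421 was higher in brain (379 against 362), and LOC100645781 (179 against 180) and LOC100648039 (90.3 against 108) were lower. In fat body, LOC100651546 was lower (12.6 against 23.8), and LOC100648421, LOC100645781, LOC100652273, and LOC100648039 were higher. A carry-over of 81.2 ppm of ovary RNA in brain and 44.4 ppm in fat body, estimated from the 2 genes, predicts a summed rise of 24.7 over the 9 genes in brain and of 6.99 over the 4 in fat body, where 44.3 and 13.4 were observed. An even assignment of ovary reads to all libraries of the sequencing lanes is argued against, since LOC100648536 had a mean of 4.67 in ovary-inactive brain against 98.4 in ovary-active brain. Expression of the genes in brain itself stays open. The ratio of the 2 genes' brain shares of their ovary level was 1.04, as carry-over gives, but 2 genes are too few to exclude expression in brain.

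LOC100650436, the largest ovary-active change in fat body, was also higher in ovary-active brain, in 3 of 3 libraries, with 560 ± 346 (SD, n = 3 pools) against 97 ± 44 (SD, n = 3), though it was not called there by limma. Its ovary-active brain mean was 594 ppm of its fat body mean. Fat body RNA carried into brain libraries is argued against as the whole cause, since of the 25 most abundant fat body genes the lowest stood at 147 ppm in ovary-active brain, and a share of 594 ppm would have brought all of them to at least that. Expression in brain stays open and was not tested.

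In brain, 23 genes were raised in ovary-active replicate 2 alone, by at least 20 times over the highest of the other brain libraries and to at least 1000, and held 24.44% of the normalized counts of that library. No other brain library had such genes. For 20 of the 23, the next highest brain library was ovary-inactive replicate 1. The genes were picked for a shared rise in 1 library, so they are not independent draws and no p is given. Tissue other than brain in both pools is a candidate explanation, which this count cannot decide. The largest sum of these genes in a fat body or ovary library was 54856, against 7886172 in ovary-active replicate 2 of brain. Of the 22 genes with values in both tissues, 17 were lower in both than in that brain library. Fat body or ovary tissue is argued against for these 17. LOC100644867, LOC100651336, LOC100643737, LOC100645446, and LOC100644716 were higher in a fat body or ovary library, and such tissue stays open for them. LOC100651683, named in the paper, had 776374 in ovary-active replicate 2 of brain. No list of genes of another tissue was tested, and a difference between the workers of the pools stays open.

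In ovary, 9 genes, all ovary-active worker DEGs, were raised in ovary-inactive replicate 2, by at least 10 times over the other ovary-inactive libraries and to at least 1000. In ovary-inactive replicates 1 and 3, there were 0 and 1 such genes. For 8 of them the level was 12.2% to 32.8% of the ovary-active mean, and for LOC105665834 it was 0.727%. Ovary-active ovary RNA in that library is argued against as the cause. LOC100648536 had 119 there, where 8337 would be needed at the lowest of these shares. A difference between the workers of that pool stays open and was not tested.

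The share of EEGs among ovary-active worker DEGs in ovary (86.6%) may follow from abundance, since abundant genes are mostly expressed in eggs. Lists matched on the mean of all 6 ovary libraries had a share of 86.9%. Lists matched on the mean of the ovary-inactive libraries had 81.4%. Ovary-inactive worker DEGs, at 77%, lay below lists matched in either way, with 79.8% (78.7% to 80.8%) and 84.2% (83.2% to 85.1%), so abundance alone leaves part of the difference between the 2 lists of DEGs. For the ovary-active list, the explanations cannot be told apart, since the first mean itself contains the rise in ovary-active workers that is to be explained.

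Replicate 3 of ovary-inactive brain held only whole multiples of its constant. A library scaled by a size factor alone, in a table otherwise scaled by factors of single genes, is a candidate explanation. In the held rows of Table S5, 100% of this library's values equal the deposited ones, against 0% to 0.1% in the other brain libraries. The differences there were mostly small. Ratios lay between 0.71 and 1.51, their medians lay between 1.0051 and 1.0084, and 0.9% to 2.4% of rows differed by over 0.1 log2 units.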
